# Cutaneous Immune Cell-Microbiota Interactions Are Controlled by Epidermal JunB/AP-1

**DOI:** 10.1016/j.celrep.2019.09.042

**Published:** 2019-10-22

**Authors:** Özge Uluçkan, Maria Jiménez, Ben Roediger, Jakob Schnabl, Lucía T. Díez-Córdova, Kevin Troulé, Wolfgang Weninger, Erwin F. Wagner

**Keywords:** JunB, AP-1, skin inflammation, dysbiosis, atopic dermatitis, microbiota, type 2 immunity

## Abstract

Atopic dermatitis (AD) is a multi-factorial skin disease with a complex inflammatory signature including type 2 and type 17 activation. Although colonization by *S. aureus* is common in AD, the mechanisms rendering an organism prone to dysbiosis, and the role of IL-17A in the control of *S. aureus*-induced skin inflammation, are not well understood. Here, we show several pathological aspects of AD, including type 2/type 17 immune responses, elevated IgE, barrier dysfunction, pruritus, and importantly, spontaneous *S. aureus* colonization in *JunB*^*Δep*^ mice, with a large transcriptomic overlap with AD. Additionally, using *Rag1*^*−/−*^ mice, we demonstrate that adaptive immune cells are necessary for protection against *S. aureus* colonization. Prophylactic antibiotics, but not antibiotics after established dysbiosis, reduce IL-17A expression and skin inflammation, examined using *Il17a-eGFP* reporter mice. Mechanistically, keratinocytes lacking JunB exhibit higher MyD88 levels *in vitro* and *in vivo*, previously shown to regulate *S. aureus* colonization. In conclusion, our data identify JunB as an upstream regulator of microbiota-immune cell interactions and characterize the IL-17A response upon spontaneous dysbiosis.

## Highlights

• *JunB*^*Δep*^ mice display several defining features of atopic dermatitis
• Skin of *JunB*^*Δep*^ mice are colonized by human-derived *S. aureus*
• Adaptive immune system is necessary for protection against *S. aureus*
• JunB is an upstream regulator of the microbiota-immune cell interactions

## Introduction

Atopic dermatitis (AD) is a debilitating, chronic inflammatory skin disease affecting 15%–20% of children and up to 10% of adults (Weidinger et al., 2018). AD is characterized by epidermal hyperplasia, infiltration of innate and adaptive immune cells into the dermis, severe pruritus, and *S. aureus* colonization and superinfections (Geoghegan et al., 2018, Weidinger et al., 2018). The pathogenesis of AD is not well understood, although barrier defects, microbial dysbiosis, genetic predisposition, and environmental factors are thought to contribute to disease.

Transcriptomic analysis of AD patient biopsies has shown enrichment for type 2 immune pathways, the importance of which is highlighted by the efficacy of dupilumab, an IL-4Rα antibody that inhibits IL-4 and IL-13 signaling in AD patients (Simpson et al., 2016). However, higher levels of IL-17 and upregulation of the IL-17 signaling pathway have also been observed in AD (Koga et al., 2008, Werfel et al., 2016). Interestingly, transcriptomic analysis comparing pediatric and adult AD skin biopsies showed more dominant Th17 pathway activation in pediatric patients, which accompanied higher levels of IL-36 expression (Brunner et al., 2018). Whether the increase in IL-17 observed in AD is protective or pathological remains to be determined. In inflammatory bowel disease, IL-17A has been shown to be protective for the barrier (Uluçkan and Wagner, 2017), and animal studies similarly suggest that IL-17A and its receptor maintain the skin barrier function (Naik et al., 2015, Floudas et al., 2017). In addition, IL-17A is postulated to lead to increased anti-microbial production from epithelial cells, which is lower in AD compared with psoriasis (Uluçkan and Wagner, 2017). Consistent with this, recombinant IL-17A given at the time of *S. aureus* challenge rescues the increased inflammation observed in TCRγδ T cell-deficient mice, suggesting a protective role of IL-17A in *S. aureus*-induced skin inflammation (Cho et al., 2010). Furthermore, IL-17A-secreting dendritic cells interacting with the skin microbiota have been shown to be essential to protect the skin from *S. aureus* infections (Naik et al., 2015). These studies suggest a protective role of IL-17A signaling in *S. aureus* colonization, through effects of the commensal bacteria. In contrast, mice lacking IL-17A/F have reduced skin inflammation upon *S. aureus* challenge, implicating a complex role of IL-17A during dysbiosis (Liu et al., 2017, Nakagawa et al., 2017). Therefore, the role of IL-17 remains unclear in cutaneous dysbiosis and AD, and further studies are needed to better understand how this cytokine interacts with type 2 inflammation, barrier defects and the microbiota.

There is strong evidence to suggest that *S. aureus* exacerbates AD (Chen et al., 2018, Geoghegan et al., 2018). *S. aureus* colonization is observed at a higher frequency in lesional skin, and bacterial load correlates with disease severity (Gong et al., 2006). However, it remains unclear whether *S. aureus* colonization is a cause or a consequence of AD pathology. The heterogeneity of the skin microbiome, which influences *S. aureus* colonization, varies depending on the body site and further complicates investigations into the role of *S. aureus* in AD (Kong et al., 2012). Thus, the question of whether dysbiosis precedes *S. aureus* infection and type 2 immune activation or is secondary to barrier perturbation, resulting in type 2 immune activation, remains unresolved. A recent study showed that dysbiosis can be detected before the onset of inflammatory lesions in children, suggesting that *S. aureus* colonization might be causal to AD (Meylan et al., 2017).

The molecular mechanisms leading to *S. aureus* colonization and superinfections in AD patients remains poorly understood. Two recent studies identified an important role for MyD88 signaling in *S. aureus* colonization in mice (Liu et al., 2017, Nakagawa et al., 2017). However, whereas Liu et al. (2017) suggested that deletion of MyD88 in keratinocyte reduces disease burden, Nakagawa et al. (2017) concluded that MyD88 signaling in T cells is sufficient to control *S. aureus* colonization and skin inflammation. Both studies demonstrated IL-17A production downstream of *S. aureus* and that IL-17A/F double-knockout mice have reduced *S. aureus* colonization. These effects are attributed to the secretion of IL-1 family members from keratinocytes, particularly IL-36α. However, these studies are limited by the challenge method of *S. aureus* administration, which does not reflect the natural development of dysbiosis reported in AD. Indeed, a major impediment to our understanding of dysbiosis has been the paucity of mouse models with spontaneous *S. aureus* colonization. Mice lacking the membrane protease ADAM-17 are prone to cutaneous dysbiosis and AD-like skin inflammation, and Kobayashi et al. (2015) exploited this observation to demonstrate that *Corynebacterium bovis* induces type 2 inflammation, whereas *S. aureus* exacerbates disease. Nevertheless, several outstanding questions regarding the role keratinocytes and T cells in dysbiosis-induced inflammation and the regulation and cellular sources of IL-17A within the skin remain unsolved.

Here we show that mice with epidermal deletion of JunB/AP-1 exhibit spontaneous skin inflammation with several hallmarks of AD, including high IgE, barrier dysfunction, type 2 inflammation, pruritus, and, critically, spontaneous *S. aureus* colonization. Using this mouse model of cutaneous dysbiosis, we demonstrate a critical role for the adaptive immune system in preventing superinfections and investigate the effect of prophylactic and post-infection antibiotic treatment. Mechanistically, we explored the relationship between *S. aureus* colonization and IL-17A production within the skin and report an important role for JunB in regulating MyD88 expression within keratinocytes. Our data resolve outstanding questions about the role of *S. aureus* in eczematous inflammation and describe a model of spontaneous dysbiosis with chronic inflammation.

## Results

### Spontaneous *S. aureus* Colonization with AD-like Features Is Observed in *JunB*^*Δep*^ Mice

We have previously shown that *JunB*^*Δep*^ mice, which have a deletion of *JunB* in K5-expressing cells, exhibit spontaneous chronic skin inflammation with concurrent bone loss through IL-17 signaling (Uluçkan and Wagner, 2016, Meixner et al., 2008, Pflegerl et al., 2009, Uluçkan et al., 2016, Singh et al., 2018). Upon further characterization of the skin inflammation of these mice, we observed spontaneous *S. aureus* colonization, a hallmark of AD. As mouse models of AD with spontaneous dysbiosis and clinical translatability are currently lacking (Jin et al., 2009, Ewald et al., 2017), we further investigated the pathophysiological characteristics of skin inflammation in these mice. *JunB*^*Δep*^ mice develop severe skin inflammation with hyperkeratosis and immune cell infiltration by 6 months of age (Figure 1A). We show that *JunB*^*Δep*^ skin has infiltration of Ym1-positive cells (Figure 1B), increased TSLP and IL-33 levels in skin (Figures 1C and 1D), elevated serum IgE (Pflegerl et al., 2009) (Figure 1E), and significant pruritus (Figure 1F), all important hallmarks of type 2 inflammation and AD (Welch et al., 2002, Nair et al., 2003, Bird, 2005, Cevikbas and Steinhoff, 2012, Doherty et al., 2013, Wilson et al., 2013, Turner and Zhou, 2014).

**Figure 1:**
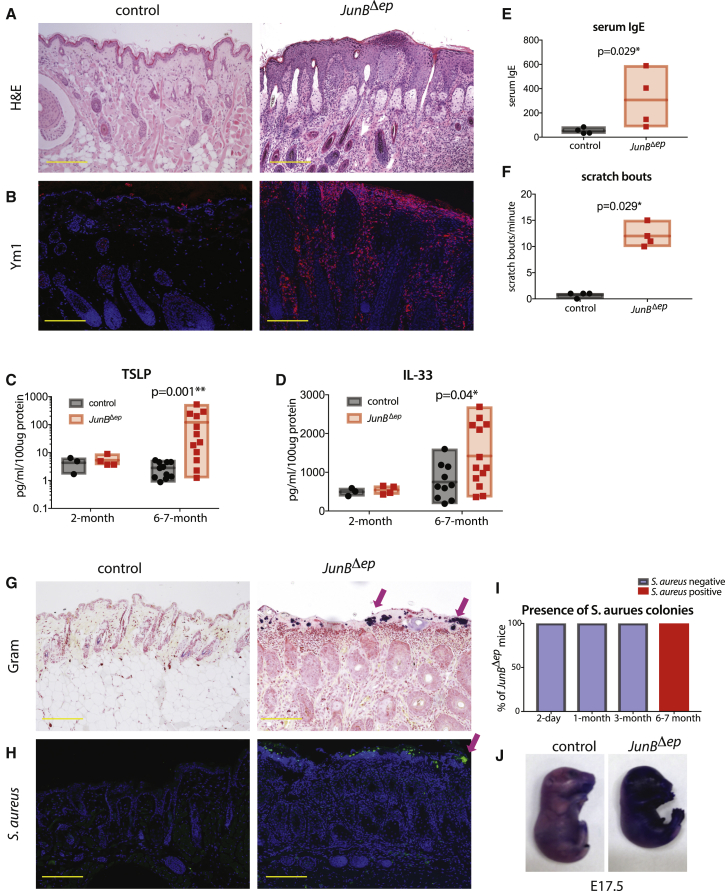
Spontaneous *S. aureus* Colonization with AD Features Is Observed in *JunB*^*Δep*^ Mice (A) Representative images of H&E staining of skin from control and *JunB*^*Δep*^ mice at 6–7 months of age (n > 10 per genotype). The yellow scale bar indicates 200 μm. (B) Representative images of Ym1 staining of skin from control and *JunB*^*Δep*^ mice at 6–7 months (n = 4, 4). (C) TSLP levels in skin lysates of control and *JunB*^*Δep*^ mice at 2 (n = 3, 4) and 6–7 months (n = 11, 12). (D) IL-33 levels in skin lysates of control and *JunB*^*Δep*^ mice at 2 (n = 3, 4) and 6–7 months (n = 11, 12). (E) Serum IgE levels of control and *JunB*^*Δep*^ mice at 6–7 months of age (n = 4, 4). (F) Scratch bouts of control and *JunB*^*Δep*^ mice at 6–7 months of age (n = 4, 4). (G) Representative images of Gram staining of skin from control and *JunB*^*Δep*^ mice at 6–7 months (n > 10 per genotype). Arrows indicate Gram-positive colonies of bacteria. The yellow scale bar indicates 200 μm. (H) Representative images of *S. aureus* immunofluorescence staining of skin from control and *JunB*^*Δep*^ mice at 6–7 months (n > 10 per genotype). Arrow indicates *S. aureus* colonies. (I) Percentage of *JunB*^*Δep*^ mice positive for *S. aureus* colonization, as assessed by IF for *S. aureus*. (J) Outside-in barrier assay using toluidine blue dye at embryonic day 17.5 (n = 6, 6).

Additionally, Gram staining and immunofluorescence analysis using a specific *S. aureus* antibody showed extensive colonization by Gram-positive *S. aureus* on the skin surface of *JunB*^*Δep*^ mice (Figures 1G and 1H). We confirmed the identity of the Gram-positive bacteria to be *S. aureus* by growth and fermentation (yellow appearance) on mannitol-salt agar plates, a specific ability of *S. aureus* (Figure S1A), and measured colony-forming units (CFUs) of *S. aureus* (Figure S1B). We also isolated single colonies and carried out PCR with *S. aureus*-specific primers, as well as *S. aureus*-specific gyrase (*gyr*) (Figure S1C). At 6–7 months of age, 100% of *JunB*^*Δep*^ mice had *S. aureus* colonization and skin inflammation, whereas up to 3 months of age, no *S. aureus* colonization was observed (Figure 1I). To determine the kinetics of dysbiosis in these mice, we carried out Gram staining, coupled with immunofluorescence for keratin 6 as a marker of early inflammatory signals on keratinocytes at 2 days, 1 month, and 3 months post-birth. We observed sporadic Gram-negative colonies with surrounding keratinocytes positively stained for keratin 6, suggesting that prior to the colonization of *S. aureus*, some Gram-negative bacteria might be present in *JunB*^*Δep*^ skin (Figure S2).

To determine the origin of *S. aureus* colonizing the skin of *JunB*^*Δep*^ mice, we carried out PCR analysis for genes that are human specific and rarely found in murine-adapted strains (Holtfreter et al., 2013). These include the immune invasion gene cluster including staphylokinase (*sak*) and staphylococcal complement inhibitor (*scn*) and a human-specific prophase integrase-gene, *sa3int*. In addition, we also analyzed the presence of *mecA*, the gene responsible for methicillin resistance (Figure S1C). Most of the colonies isolated from *JunB*^*Δep*^ skin were positive for *sak*, *scn*, and *sa3int* but were negative for *mecA*, indicating that these bacteria are most likely human adapted but not methicillin resistant. These data suggest that dysbiosis allows *S. aureus*, originating presumably from caretakers, to colonize the skin of *JunB*^*Δep*^ mice.

Barrier defects are a major hallmark of AD pathology and could explain the dysbiosis in *JunB*^*Δep*^ mice (De Benedetto et al., 2011, Weidinger et al., 2018). We therefore evaluated barrier function in *JunB*^*Δep*^ mice. Lesional skin from *JunB*^*Δep*^ mice exhibited significant trans-epidermal water loss, similar to AD (Figure S1D). Levels of loricrin, a component of the cornified cell envelope, were also lost in lesional areas in *JunB*^*Δep*^ mouse skin, consistent with compromised barrier function (Figure S1E). To investigate whether this was due to the absence of JunB or secondary to the skin inflammation, we examined *JunB*^*Δep*^ mouse skin prior to the onset of skin inflammation, specifically during embryonic development and neonatal life. We first evaluated *JunB*^*Δep*^ mice pre-birth, at embryonic day 17.5, when the skin barrier is already formed. Skin barrier function was evaluated using a well-established protocol (Indra and Leid, 2011) in which embryos were dipped into toluidine blue and assessed for skin penetrance. By this assay, we observed marked toluidine blue indicative of defective barrier function in *JunB*^*Δep*^ mice (Figure 1J). To assess barrier function post-birth, we measured trans-epidermal water loss. Surprisingly, at 1 and 7 days post-birth, the skin barrier appeared intact in the *JunB*^*Δep*^ mice, suggesting compensatory mechanisms (Figure S1D). Furthermore, we used the biotin diffusion assay (Schmitz et al., 2015), whereupon fluorescently labeled biotin was injected subcutaneously and the leakage of biotin past the tight junctions was evaluated 1 day post-birth. We observed that the injected biotin co-localized with occludin, staining the tight junctions, suggesting intact inside-out barrier function (Figure S1F). Occludin expression was more prominent in *JunB*^*Δep*^ mice compared with controls, consistent with a compensatory strengthening of tight junction formation. These data suggest that JunB is important for skin barrier function transiently before birth.

### Overlapping Transcriptomic Signature with Human AD and Both Type 2 and Type 17 Immune Activation Are Observed in Lesional Skin of *JunB*^*Δep*^ Mice

Our results indicated that *JunB*^*Δep*^ mice exhibited clinical and histopathological similarities with cutaneous dysbiosis and AD. 

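Whole skin of 3 JunBΔep mice and 3 control mice was profiled by RNA sequencing of poly(A) RNA with strand-specific libraries. The paper gives the age as 6 months, and the sample labels give 6 to 7 months. The authors aligned the reads to the mm9 build with TopHat and deposited, for each mouse, FPKM values (fragments per kilobase of transcript and per 1000000 mapped fragments) of 23951 genes. The tool that made the FPKM values is not given in the sources used here. The values were used as deposited, and read counts were not analysed here. They sum to 499919, 587198 and 535901 FPKM in control replicates 0, 1 and 2 and to 630363, 481078 and 502749 FPKM in JunBΔep replicates 0, 1 and 2. The total number of reads per mouse is unknown. Among genes below 0.15 FPKM the ratio between mice piles up at 1 value, as whole reads would give, and by that value the scaling total of the other libraries is 0.955 to 1.14 times that of control replicate 0. The median-ratio factors of the 6 libraries lie between 0.988 and 1, so the medians of the deposited values are already level between mice. Genes were compared on the log2(FPKM + 0.5) scale, which understates the change of low genes, with limma and an intensity trend over the 17021 genes with a mean of at least 0.1 FPKM, and with Benjamini-Hochberg adjustment. A value of 0 beside values of at least 3 FPKM in the other 5 mice occurs 7 times in the table, 6 of them in JunBΔep replicate 0, where Krt14 is listed at 0 and Krt5 at 3725 FPKM. A 0 in the table can be a failed estimate, so a gene at 0 is said only to be listed at 0. With 3 mice against 3, an exact two-sided permutation test of 1 gene cannot give a p below 0.1. Gene positions are on mm9, from GENCODE annotation of that build.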

To determine whether the pathological features of *JunB*^*Δep*^ skin were transcriptionally similar to AD, we carried out RNA sequencing analysis from lesional skin of *JunB*^*Δep*^ mice at 6 months of age. Whole skin was isolated from three *JunB*^*Δep*^ mice and three controls. Total skin was lysed and mRNA extracted and subjected to RNA sequencing. We identified 615 differentially expressed genes (DEGs) with a false discovery rate (FDR) value of <0.05 between *JunB*^*Δep*^ and controls. These DEGs included genes involved in the immune/inflammatory response, cytokine signaling, keratinization, and regulation of defense responses, consistent with a chronic inflammatory skin phenotype with bacterial colonization, similar to what is observed in AD (Weidinger et al., 2018) (Figure 2A). 

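Junb, the deleted gene, lies on chromosome 8 from 87500811 to 87502617 and has 1 exon. It was at 59.3, 72.4 and 56.9 FPKM in control replicates 0, 1 and 2, at 42.8 and 28.0 FPKM in the libraries labelled JunBΔep replicates 1 and 2, and at 129.6 FPKM in the library labelled JunBΔep replicate 0, above every control. Its log2 fold change was -0.21 (standard error 0.55, adjusted p = 0.901 from limma). Leaving out the library labelled JunBΔep replicate 0 gave -0.84. The skin also holds cells that keep Junb, so its level checks the labels only in part. In the limma comparison, 235 genes had an adjusted p below 0.05, all 235 lower in the libraries labelled JunBΔep and 0 higher. At an unadjusted p below 0.05 there were 243 genes higher and 1044 lower. The groups did not overlap in 14.8% of the tested genes, where chance gives 10%. The called genes with the largest fall and no overlap between the groups were Lrrc30, Ckmt2, Myh2, Lrrc38 and Fabp3. Lrrc30 (chromosome 17, 67980305 to 67982063) was at 20.5 ± 2.41 FPKM (SD, n = 3 control mice) and 0.876 ± 0.286 FPKM (SD, n = 3 JunBΔep mice), a log2 fold change of -3.95 (standard error 0.24, adjusted p = 0.0179 from limma). Ckmt2 (chromosome 13, 91992992 to 92016490) was at 223 ± 52.3 FPKM in controls and 16.6 ± 6.22 FPKM in JunBΔep mice, with a log2 fold change of -3.75. The other three fell by 3.60 to 3.74 on the log2 scale. Of 15 skeletal muscle markers on a list fixed in advance, 11 were called, all lower. Tbx15, a gene of body position chosen after its values were seen, was also called, with 29.7 ± 2.72 FPKM in controls and 6.85 ± 1.70 FPKM in JunBΔep mice. The count was 0 without control replicate 0, without control replicate 1, without control replicate 2 or without JunBΔep replicate 1, 135 without JunBΔep replicate 0 (10 of them higher) and 254 without JunBΔep replicate 2. The fits with a block on the replicate number, or on the number series in the sample names, moved the count most among those that keep all 6 mice, to 0.

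**Figure D1:**
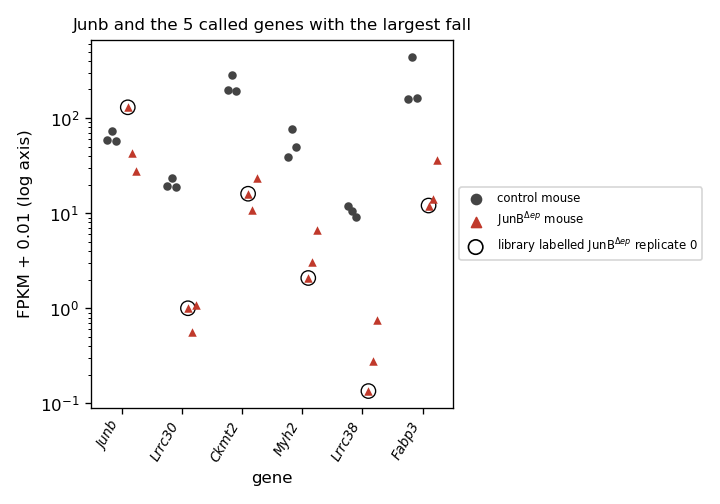
FPKM of Junb and of the 5 called genes with the largest fall in each mouse, on a log axis (FPKM + 0.01); circles are control mice, triangles JunBΔep mice, and a ring marks the library labelled JunBΔep replicate 0. Junb is at 129.6 FPKM in the ringed library and between 56.9 and 72.4 FPKM in the controls.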

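Gene lists for these functions were written before the data were examined and are not the paper's own. They were tested with camera, a competitive set test of limma, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over 13 lists. The cornified envelope and keratinization list, 57 tested genes, had a median log2 fold change of 0.80, with 43 genes higher and 14 lower (adjusted p = 0.00571 from camera). Against the control mean its median was 1.68 in the library labelled JunBΔep replicate 0, 0.14 in replicate 1 and 0.23 in replicate 2. The 10 IL-1 family genes had a median of 0.99 (7 higher, adjusted p = 0.0944 from camera) and the 32 chemokine ligands a median of 0.39 (23 higher, adjusted p = 0.136 from camera). By mouse, the IL-1 family median was 2.69, 0.04 and 0.12 and the chemokine median 0.96, -0.14 and 0.19 in JunBΔep replicates 0, 1 and 2. With fry, or with a correlation estimated from the data, none of the 13 lists passed an adjusted p of 0.05. No gene of these 3 lists was called, over all genes tested or adjusted over the list alone. Il1b (chromosome 2, 129190306 to 129196875) was at 3.36, 3.30 and 2.72 FPKM in the control mice and at 406, 1.28 and 2.59 FPKM in JunBΔep replicates 0, 1 and 2. Its log2 fold change was 1.85 (standard error 2.02, adjusted p = 0.761 from limma), and it was -0.63 without JunBΔep replicate 0. Cxcl2 (chromosome 5, 91332897 to 91334935) was at 0.149, 0.0890 and 0.0781 FPKM in controls and 244, 0.279 and 0.926 FPKM in JunBΔep replicates 0, 1 and 2, with an adjusted p of 0.722 from limma. Krt1 was at 958, 595 and 587 FPKM in controls and 4466, 446 and 712 FPKM in the JunBΔep mice in the same order. In the library labelled JunBΔep replicate 0 the keratins Krt13 and Krt4 were at 1990 and 1356 FPKM, against at most 0.938 FPKM in any other library. They were chosen after their values were seen.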

Importantly, several pathways dysregulated in AD were also upregulated in our dataset, including IL-5, IL-23, IL-17, and Jak-Stat signaling pathways (Figure 2B), noteworthy because many of these pathways are presently under clinical investigation for the treatment of AD (Paller et al., 2017). 

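Hand-written lists for these pathways were among the 13 tested. The IL-17 pathway (33 genes) had a median log2 fold change of 0.63 with 25 genes higher (adjusted p = 0.0152 from camera). The IL-23 pathway (27 genes) had a median of 0.64 with 20 genes higher (adjusted p = 0.0768 from camera). The Jak-Stat pathway (81 genes) had a median of 0.15 with 52 higher (adjusted p = 0.276 from camera). The IL-5 pathway (19 genes) had a median of -0.05 with 8 higher, a mean of 0.00 and a camera direction of lower (adjusted p = 0.276). The library labelled JunBΔep replicate 0 sets these values. Its medians against the control mean were 1.81 for IL-17, 1.51 for IL-23, 0.50 for Jak-Stat and 0.62 for IL-5, while those of JunBΔep replicate 1 were -0.05, -0.23, -0.31 and -0.73 and those of replicate 2 were 0.16, 0.14, 0.12 and -0.16. Without JunBΔep replicate 0, the adjusted p of the IL-17 list was 0.670. No gene of the 4 lists was called, over all genes or adjusted over the list alone. Il23a (chromosome 10, 127733196 to 127735140) was at 0.186, 0.0709 and 0.124 FPKM in controls and 6.81, 0.178 and 0.228 FPKM in JunBΔep replicates 0, 1 and 2. Socs3, a target of Jak-Stat signalling, was at 13.2, 19.0 and 13.6 FPKM in controls and 115, 17.7 and 32.5 FPKM in the JunBΔep mice, with an adjusted p of 0.718 from limma. Il5 was below the filter, at 0.0628 to 0.135 FPKM in controls and 0.0583 to 0.109 FPKM in JunBΔep mice. The retinol metabolism and NOD-like receptor lists had medians of -0.10 and 0.13 and adjusted p-values of 0.974 and 0.137 from camera.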

We then carried out gene set enrichment analysis, comparing the *JunB*^*Δep*^ skin transcriptome with the MADAD (meta-analysis-derived AD) gene signature (Ewald et al., 2015), a meta-analysis-derived DEG list from human AD skin. We found a statistically significant positive correlation between the *JunB*^*Δep*^ skin and the MADAD transcriptome (Figure 2C, left).

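The signature itself was not used here. The measure behind the ranked list it was compared with is not given in the sources used here, and genes were ordered here by log2 fold change. Of the 20285 genes above 0 FPKM in at least 1 mouse, 10800 (53.2%) had a positive log2 fold change in JunBΔep skin. That number ranged from 10273 without JunBΔep replicate 2 to 11500 after quantile normalization. In the principal components of the tested genes, the first component (42.8% of the variance) placed the library labelled JunBΔep replicate 0 at 113, JunBΔep replicates 1 and 2 at 28.4 and -31.5, and the control mice at -51.1, -53.3 and -5.49.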

**Figure 2:**
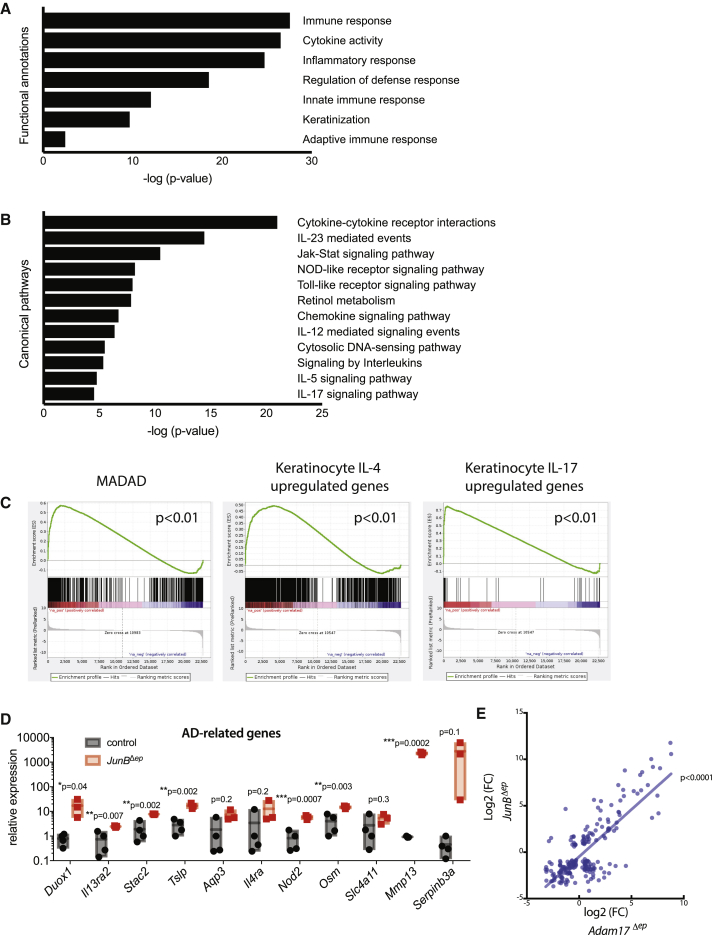
Lesional Skin from *JunB*^*Δep*^ Mice Shows Overlapping Transcriptomic Signature with Human AD, with Both Type 2 and Type 17 Immune Activation (A) Functional annotations derived from RNA sequencing (RNA-seq) analysis of skin from control (n = 3) and *JunB*^*Δep*^ mice (n = 3). (B) Canonical pathways derived from RNA-seq analysis of skin from control (n = 3) and *JunB*^*Δep*^ mice (n = 3). (C) Gene set enrichment analysis (GSEA) showing positive correlations with MADAD (meta-analysis-derived AD) signature, IL-4- and IL-17-responsive genes in keratinocytes. (D) Expression levels of genes implicated in AD pathology, as assessed by qPCR. (E) Correlation of transcriptomic changes of commonly expressed genes in *JunB*^*Δep*^ mice versus *Adam17*^*Δep*^ mice (Woodring et al., 2018).

To further investigate the immune responses in these mice, we compared the transcriptomic signature of lesional *JunB*^*Δep*^ skin with publicly available datasets investigating keratinocyte responses to two major pro-inflammatory cytokines present in AD, IL-4, and IL-17A. Strikingly, we observed a statistically significant positive correlation for both of these signatures to *JunB*^*Δep*^ skin, indicating that both type 2 and type 17 immune responses are active in *JunB*^*Δep*^ skin (Figure 2C, middle and right). 

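The keratinocyte signatures were not used here. Hand-written lists of type 2 and type 17 genes were tested with camera in their place, so they do not repeat the comparison in Fig. 2C. The type 17 list (23 tested genes) had a median log2 fold change of 1.49 with 19 genes higher (adjusted p = 0.0161 from camera). The type 2 list (20 tested genes) had a median of 0.10, a mean of -0.01 and 11 genes higher (adjusted p = 0.717 from camera). With a block on the number series in the sample names, the type 2 list was called as higher (adjusted p = 0.0387 from camera). JunBΔep replicate 0 is the only JunBΔep library of its series, so this block gives it more weight. After quantile normalization the type 17 list was at an adjusted p of 0.0514. Against the control mean, the type 17 median was 4.27 in the library labelled JunBΔep replicate 0, -0.11 in replicate 1 and 0.14 in replicate 2. Without JunBΔep replicate 0, the list's median log2 fold change was -0.25. The type 2 medians were 0.86, -0.52 and -0.15 in the same order. No gene of either list was called, over all genes or adjusted over the list alone. Il17a (chromosome 1, 20720986 to 20724577) was at 6.17, 0 and 0.122 FPKM in JunBΔep replicates 0, 1 and 2 and at 0.0197, 0 and 0 FPKM in the control mice (log2 fold change 1.33, standard error 0.98, adjusted p = 0.722 from limma). Il17f was at 10.4, 0.0343 and 0.386 FPKM in the JunBΔep mice and at most 0.0783 FPKM in controls. Il4 (chromosome 11, 53416484 to 53432171) was at 0.647, 0.170 and 0.279 FPKM in JunBΔep replicates 0, 1 and 2 and at 0.384, 0.798 and 0.210 FPKM in controls (log2 fold change -0.15, standard error 0.31, adjusted p = 0.878 from limma). Il13 was at 0.408, 0.167 and 0.0990 FPKM in the JunBΔep mice and 0.210, 0.200 and 0.0351 FPKM in controls. From the positive correlation of both public signatures with JunBΔep skin, the paper concludes that type 2 and type 17 responses are both active in JunBΔep skin.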

A recent report comparing psoriasis and AD showed extensive overlap of these two diseases at the transcriptomic level (Tsoi et al., 2019). We evaluated whether expression of some of the genes selectively regulated in AD, such as *Duox1*, *Il13ra2*, *Stac2*, as well as other genes implicated in AD pathogenesis in mice or humans such as *Tslp*, *Aqp3*, *Il4ra*, *Nod2*, *Osm*, *Slc4a11*, *Mmp13*, and *Serpinb3* were altered in *JunB*^*Δep*^ mice (Olsson et al., 2006, Cianferoni and Spergel, 2014, Miyai et al., 2016, Weidinger et al., 2018). We observed an upregulation of a large proportion of these genes in *JunB*^*Δep*^ mice (Figure 2D). Moreover, we observed a statistically significant correlation of the transcriptome of *JunB*^*Δep*^ skin with that of ADAM17^*Δep*^ mice, recently published to model the AD transcriptome (Woodring et al., 2018) (Figure 2E).

Collectively, these data show that *JunB*^*Δep*^ mice have skin inflammation with hallmarks of AD both at the phenotypic and at the molecular level.

### Skin Inflammation and *S. aureus* Colonization Are Exacerbated in the Absence of Adaptive Immunity

We then conducted a detailed analysis of the immune cells in the skin of *JunB*^*Δep*^ mice pre- and post-lesion development, which demonstrated involvement of both the innate and adaptive immune systems. Specifically, we observed increased monocytes, neutrophils, TCRαβ T cells, and TCRγδ T cells in *JunB*^*Δep*^ mice (Figures 3A–3C). Interestingly, TCRαβ and TCRγδ T cells were increased prior to epidermal hyperplasia, whereas neutrophils and monocytes were increased at later stages of disease (Figures 3A–3C). Furthermore, group 2 innate lymphoid cells (ILC2s), which produce IL-13 and have been proposed to contribute to the pathogenesis of AD (Kim et al., 2013, Roediger et al., 2013, Salimi et al., 2013), were also increased before epidermal hyperplasia, but their numbers normalized as inflammation worsened (Figure 3C).

**Figure 3:**
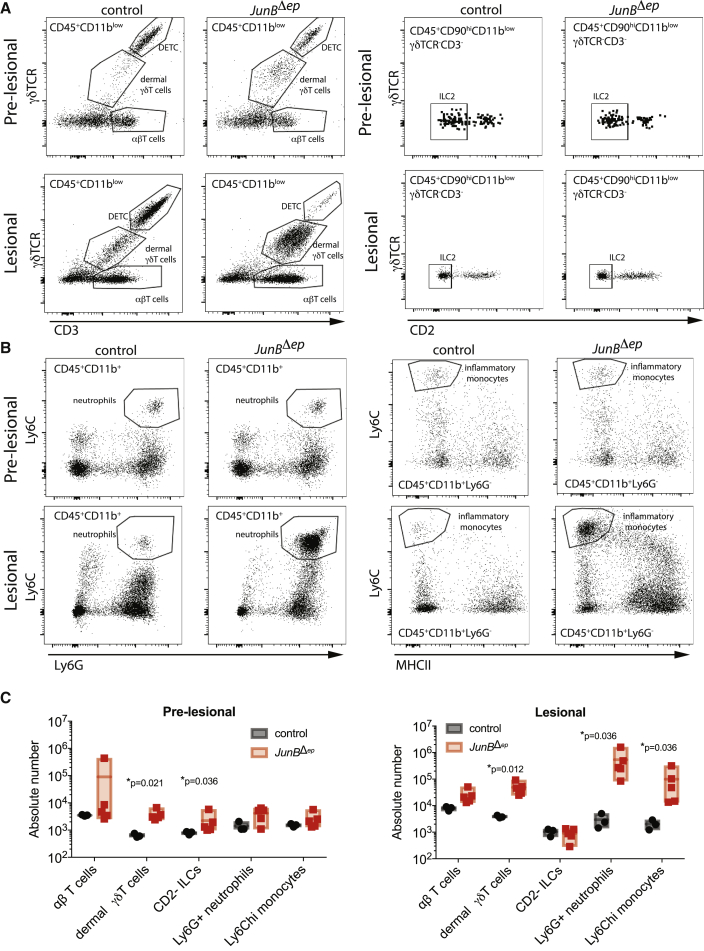
T Cells and ILC2s Infiltrate Skin before the Onset of Overt Inflammation (A and B) Representative flow cytometry plots showing (A) T cell subsets, ILCs, and (B) neutrophils, inflammatory monocytes of pre-lesional (3 months of age; n = 3, 5) and lesional (6 months of age; n = 3, 5) skin in control and *JunB*^*Δep*^ mice. (C) Absolute numbers of immune cell subsets as analyzed using flow cytometry of pre-lesional (3 months of age) and lesional (6 months of age) skin in control and *JunB*^*Δep*^ mice. Markers defining each cell subset are as follows: αβT cells: CD45^+^CD11b^−/ low^CD3^+^γδTCR^−^; γδT cells: CD45^+^CD11b^−/low^CD3^+^gdTCR^int^; DETC: CD45^+^CD11b^−/low^CD3^hi^gdTCR^hi^; CD2− ILCs: CD45^+^CD90^hi^CD11b^−^CD3^−^γδTCR^−^CD2^−^; Ly6G+ neutrophils: CD45^+^CD11b^hi^CD3^−^gdTCR^−^Ly6G^hi^; Ly6Chi monocytes: CD45^+^CD11b^+^CD3^−^gdTCR^−^Ly6G^−^Ly6C^hi^MHCII−.

The role of T cells in cutaneous dysbiosis and AD pathogenesis remains incompletely understood. Generally, it is considered that type 2 inflammatory cytokine production by T cells enables *S. aureus* colonization and that *S. aureus*-derived superantigens activate T cells in the skin to promote inflammation (Bieber, 2008). In contrast, IL-17 production by T cells is likely to serve anti-*S. aureus* function, partially via upregulation of anti-microbial proteins (Cho et al., 2010). To investigate whether T cells exacerbated or ameliorated inflammation in *JunB*^*Δep*^ mice with spontaneous dysbiosis, we crossed these mice to *Rag1*^–/–^ mice, which lack mature T and B cells. Strikingly, *JunB*^*Δep*^*Rag1*^–/–^ mice developed exacerbated skin inflammation at an earlier time point with higher *S. aureus* load (Figure 4A). In ∼15% of *JunB*^*Δep*^*Rag1*^–/–^ mice, *S. aureus* caused superinfections and botryomycosis (data not shown). We observed an increase in the number of mast cells by toluidine blue staining and Langerhans cells by langerin staining in *JunB*^*Δep*^*Rag1*^–/–^ skin (Figure 4A). Importantly, we observed equal or higher amounts of pro-inflammatory cytokines in the 3-month-old *JunB*^*Δep*^*Rag1*^–/–^ (lesional skin) mice compared with *JunB*^*Δep*^ mice (pre-lesional skin), including elevated IL-4, IL-1β, and IL-22, as well as alarmins and the anti-microbial proteins beta-defensin 14, Lipocalin-2 (Lcn-2), and S100A9 (Figure 4B), confirming that the inflammatory mediators appear earlier in *JunB*^*Δep*^*Rag1*^–/–^ compared with *JunB*^*Δep*^ *mice*.

**Figure 4:**
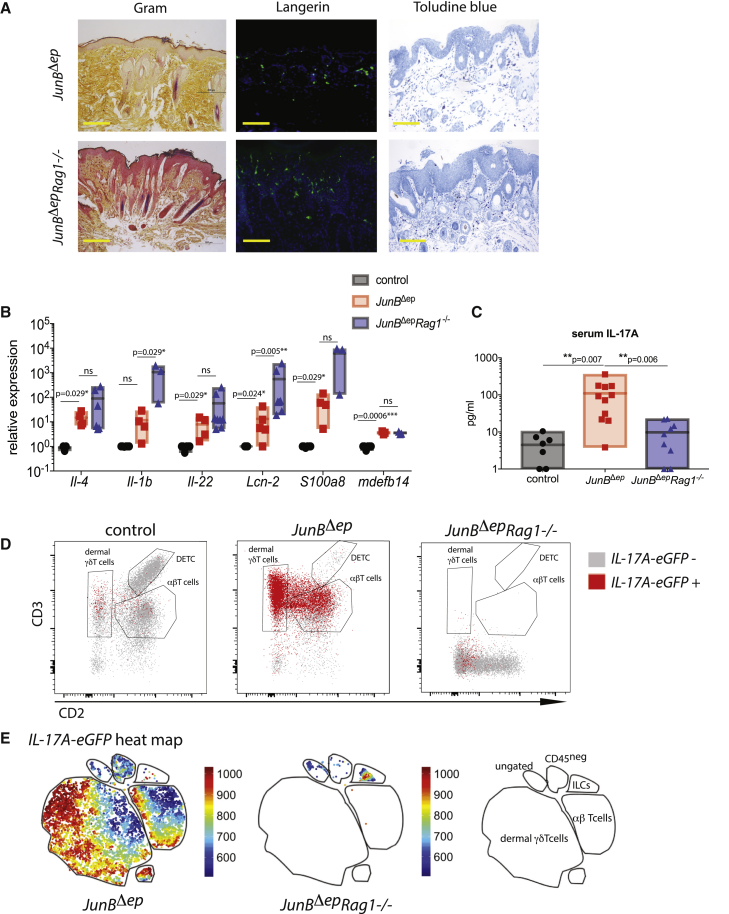
Skin Inflammation and *S. aureus* Colonization Are Exacerbated in the Absence of Adaptive Immunity (A) Representative images of Gram, langerin, and toluidine blue of skin in *JunB*^*Δep*^ and *JunB*^*Δep*^*Rag1*^–/–^ mice at 3 months of age (n = 6, 6). The yellow scale bar indicates 200 μm. (B) Relative expression levels of pro-inflammatory cytokines in the skin of *JunB*^*Δep*^ and *JunB*^*Δep*^*Rag1*^–/–^ mice at 3 months of age compared with controls (n = 3, 5, 6). (C) Serum IL-17A levels in *JunB*^*Δep*^ and *JunB*^*Δep*^*Rag1*^–/–^ mice at 3 months of age compared with controls (n = 7, 11, 9). (D) Representative flow cytometry plots with GFP+ cells overlaid in the skin of *JunB*^*Δep*^ and *JunB*^*Δep*^*Rag1*^–/–^ mice at 4 months of age compared with controls. The cells shown are gated on CD45^+^CD90^+^CD11b^−^. (E) Heatmaps showing IL-17A expression on t-SNE plots from total IL-17A-eGFP+ cells. The map on the right is created using conventional gating, as described in Figure 2.

These data suggest that T cells are important for controlling *S. aureus* in *JunB*^*Δep*^ mice, presumably via IL-17A production, even though we cannot exclude the role of B cells, also absent in *Rag1*^*−/−*^ mice. Consistent with this hypothesis, *JunB*^*Δep*^ mice had higher serum IL-17A levels compared with *JunB*^*Δep*^*Rag1*^–/–^ mice (Figure 4C). IL-17A can be produced by both TCRαβ T cells and TCRγδ T cells, as well as ILC3s (Sumaria et al., 2011, Spits et al., 2013, Ebbo et al., 2017). To determine the cell type(s) responsible for IL-17A production in *JunB*^*Δep*^ mice, we crossed these mice to an *Il17a*-eGFP reporter mouse (Lee et al., 2012). In these mice, cells expressing *Il17a* express GFP, which is readily detectable using flow cytometry. We observed basal *Il17a*-eGFP expression by skin-resident TCRγδ T cells but not TCRαβ T cells in control mice and a massive upregulation of *Il17a* expression by both TCRγδ and TCRαβ T cells (Th17 cells) in *JunB*^*Δep*^ skin (Figure 4D).

IL-17 can also be produced by ILC3s (Ebbo et al., 2017). Cytokine production by ILC3s has been shown to be capable of compensating for the absence of T cells to prevent colonic infection with *Citrobacter rodentium* (Rankin et al., 2016). We observed only modest *Il17a* expression in skin ILCs in (Rag-sufficient) *JunB*^*Δep*^ skin (Figure 4E). However, we were interested in determining whether this changed in the absence of T cells. We therefore examined IL-17A expression in *JunB*^*Δep*^*Rag1*^–/–^ mice on a *Il17a*-eGFP reporter background. In these mice, we observed *Il17a*-eGFP expression only in ILCs, presumably ILC3s. However, these *Il17a*^+^ ILC3s were substantially less abundant than *Il17a*^+^ T cells in (Rag-sufficient) *JunB*^*Δep*^ skin (Figure 4C). This was confirmed in unbiased t-Distributed Stochastic Neighbor Embedding (t-SNE) analysis of the *Il17a*-eGFP^+^ cells in *JunB*^*Δep*^ and *JunB*^*Δep*^*Rag1*^–/–^ mice, which indicated an increase in the number of GFP^+^ ILC3s in *JunB*^*Δep*^*Rag1*^–/–^ mice relative to *JunB*^*Δep*^ mice that was nevertheless substantially short of the T cell response observed in Rag-sufficient mice (Figure 4E).

To determine whether ILC3s can compensate for T cells in a setting where IL-17A is potently induced, we topically administered imiquimod (IMQ) to Rag-sufficient or *Rag1*^–/–^ mice for 5 days. We observed *Il17a*-eGFP expression in Th17, TCRγδ, and ILCs upon IMQ administration to Rag-sufficient mice (Figures S3A and S3B). However, in *Rag1*^–/–^ mice, the *Il17a*-eGFP expression in ILC3s was not increased. Thus, this limited capacity for *Il17a*^+^ ILC3s to compensate for T cells was observed in both settings (i.e., *JunB*^*Δep*^*Rag1*^–/–^ and following topical treatment with IMQ, a potent stimulator of IL-17) (Figure S3C).

In summary, in the absence of the adaptive immune system, *S. aureus* colonization and skin inflammation were accelerated and exacerbated, and this correlated with diminished IL-17A production within the skin.

### Prophylactic Antibiotics Reduce Skin Inflammation before Microbial Dysbiosis

Antibiotics are often used in AD patients with limited efficacy, hypothesized to be due to lack of specificity to *S. aureus* and possibly lack of effect on *S. aureus* killing (Williams et al., 2017). Indeed, understanding of the role of microbial dysbiosis in AD is confounded by variable response to antibiotic treatment. Thus, whether *S. aureus* colonization is causal or a consequence of type 2 inflammation remains to be answered. To investigate the pathological role of *S. aureus* colonization in the skin inflammation observed in *JunB*^*Δep*^ mice, we treated these mice with antibiotics pre- and post-*S. aureus* colonization. We used the *JunB*^*Δep*^ mice crossed to *Il17a*-GFP reporter mice to analyze IL-17A responses. Mice were put on antibiotics in their drinking water at weaning and observed until their non-antibiotic-treated counterparts developed skin inflammation (6–7 months). Importantly, at 1 month of age, no colonization of *S. aureus* was observed, even though some colonies of Gram-negative bacteria were observed in *JunB*^*Δep*^ skin (data not shown). We observed a strong amelioration of the skin inflammatory phenotype in *JunB*^*Δep*^ mice treated with antibiotics, with reduced hyperkeratosis and decreased immune cell infiltration (Figure 5A). Gram staining identified decreased to non-detectable Gram-positive colonization on the skin of mice treated with antibiotics (Figure 5A). Swabs taken from the skin of mice and grown on blood agar plates showed reduced *S. aureus* burden in mice treated with antibiotics (Figure 5B). Detailed flow cytometry analysis of the skin of these mice demonstrated decreased IL-17A-producing γδT cells as well as Th17 cells and ILCs (Figures 5C–5E). We also observed a drop in the number of neutrophils and inflammatory macrophages in the skin of *JunB*^*Δep*^ mice treated with antibiotics before the development of skin inflammation and *S. aureus* colonization. These data suggest that *S. aureus* colonization contributes to the development of chronic skin inflammation in *JunB*^*Δep*^ mice.

**Figure 5:**
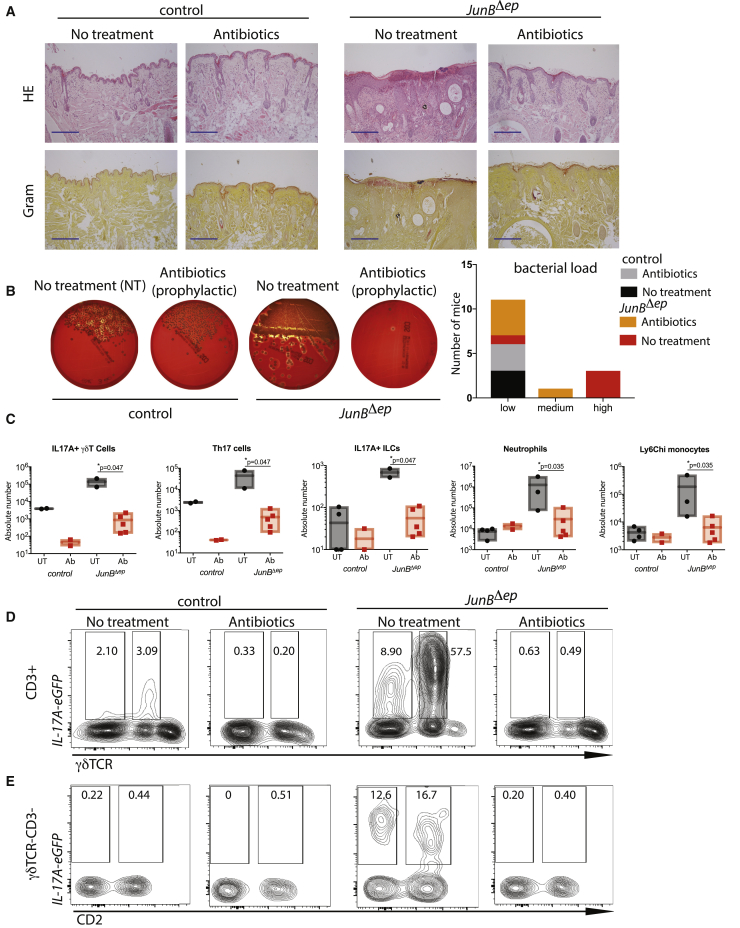
Prophylactic Antibiotics Reduce Skin Inflammation (A) Representative H&E and Gram staining images of control and *JunB*^*Δep*^ mice with or without prophylactic antibiotics (UT: n = 4, 3; Ab: n = 2, 5). The blue scale bar indicates 200 μm. (B) Blood agar plates from swabs from control and *JunB*^*Δep*^ skin with or without prophylactic antibiotic treatment and quantification of total bacterial load on skin. (C) Number of infiltrating immune cells into the skin of control and *JunB*^*Δep*^ mice with or without prophylactic antibiotics as analyzed using flow cytometry. Gating strategy as described in Figure 2. (D) Representative flow cytometry images of IL-17A expressing T cells of control and *JunB*^*Δep*^ mice with or without prophylactic antibiotics. (E) Representative flow cytometry images of IL-17A expressing ILCs of control and *JunB*^*Δep*^ mice with or without prophylactic antibiotics.

### Antibiotic Treatment Post-development of Skin Inflammation Does Not Provide Therapeutic Benefit

Because we observed decreased skin inflammation when mice were treated with antibiotics before skin inflammation and dysbiosis occurred, we then moved to a therapeutic model. *JunB*^*Δep*^ *Il17a*-GFP reporter mice were put on antibiotics in their drinking water after the development of skin inflammation at 6 months for either 1 or 2 weeks, prior to immunological assessment as above.

t-SNE analysis, as well as conventional flow cytometry analysis, of the lymphoid and the myeloid cells in the skin of mice upon either 1 or 2 weeks of antibiotic treatment illustrated a transient decrease in the total number of αβ and γδT cells, with no major changes in neutrophil and monocyte numbers (Figure 6A; Figures S4 and S5). With regard to the IL-17A-producing cells, at 1 week, the effect of antibiotics was minimal, with a slight trend towards reduced numbers of *Il17a*-GFP^+^ γδT cells and ILC3s in skin of mice treated with antibiotics (Figures 6A and 6B). At 2 weeks post-antibiotics, we observed a statistically significant decrease in the number of *Il17a*-GFP^+^ γδT cells (Figures 6A and 6B; Figure S4). Unexpectedly, the number of skin neutrophils was increased 1 week post-antibiotics, but this trend did not continue 2 weeks post-antibiotics (Figure 6B; Figure S4). αβT cell numbers were increased in the skin-draining lymph nodes of these mice, whereas no changes were observed in the number *Il17a*-GFP^+^ γδT cells, Th17 cells, neutrophils, or monocytes (Figure S6). Swabs from mice grown on blood agar plates showed a general reduction of *S. aureus* colonies upon antibiotic treatment, although the extent of reduction was variable (Figure 6C). To determine whether antibiotic resistance might account for the variability observed in the different mice, we subjected another set of *JunB*^*Δep*^ mice at 6 months of age to antibiotics for 3 weeks, following the bacterial burden over time. Interestingly, not all mice behaved the same upon antibiotic treatment. Although some mice were sensitive to antibiotics, others were completely resistant (Figure S7A). Flow cytometric analysis at the 3 week time point showed that mice that were sensitive to antibiotics had smaller numbers of γδT cells, αβT cells, ILCs, neutrophils, and inflammatory monocytes in the skin compared with resistant mice (Figure S7B). Of note, these short antibiotic treatment schemes did not lead to any discernable macroscopic changes in the clinical features of these mice (data not shown). These data suggest that IL-17A-producing cells are linked to the bacterial burden, and antibiotic treatment post-dysbiosis leads to a transient induction in macrophage and neutrophil numbers. However, resistance occurs in a subset of mice upon continued antibiotic administration. Additional studies will be needed to delineate the differences in the microbiota composition of the mice showing antibiotic sensitivity versus resistance.

**Figure 6:**
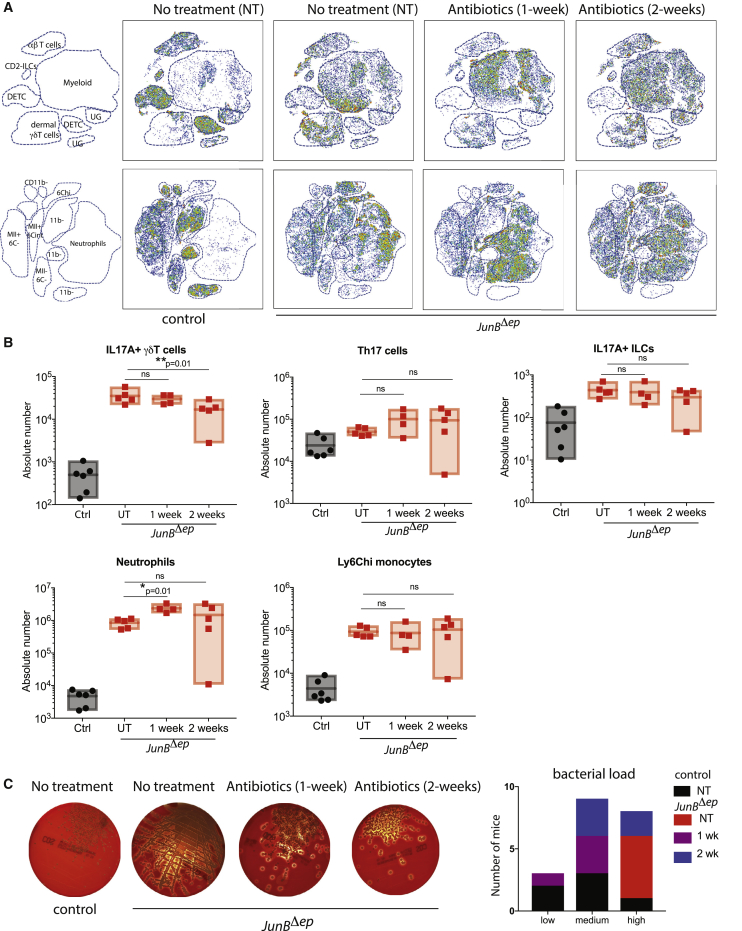
Antibiotic Treatment Post-development of Skin Inflammation Does Not Provide Therapeutic Benefit (A) t-SNE plots showing the distribution of lymphoid (top) and myeloid (bottom) cells in *JunB*^*Δep*^ mice with or without 1 and 2 weeks of antibiotics compared with controls as analyzed using flow cytometry. Maps on the left were made using conventional gating as described in Figure 2. UG, ungated (control [Ctrl], n = 6; *JunB*^*Δep*^ UT, n = 5; 1 week, n = 4; 2 weeks, n = 5). (B) Number of infiltrating immune cells into the skin of *JunB*^*Δep*^ mice with or without 1 and 2 weeks of antibiotics compared with controls as analyzed by conventional flow cytometry. (C) Blood agar plates from swabs from *JunB*^*Δep*^ mice with or without 1 and 2 weeks of antibiotics compared with controls as analyzed using flow cytometry and quantification of total bacterial load on lesional skin.

### MyD88 Signaling Is Upregulated in *JunB*^*Δep*^ Skin, and MyD88 Is Upregulated in JunB-Deficient Keratinocytes

IL-36α has recently been implicated to be upregulated by *S. aureus* and orchestrate the downstream IL-17 signaling events (Liu et al., 2017, Nakagawa et al., 2017). Consistent with this, we observed elevated *Il36a* and *Il36b* and *Il36g* expression levels in lesional skin of *JunB*^*Δep*^ mice (Figure 7A). To determine whether the trigger for the elevated *Il36a* levels was due to microbial signals or deletion of *JunB*, we turned to *in vitro* keratinocyte cultures. Specifically, keratinocytes isolated from *JunB*^*lox/lox*^ mice were subjected to infection by adenoviruses expressing Cre recombinase and empty adenoviruses as control. *JunB*-deficient and *JunB*-sufficient keratinocytes were then exposed to microbial antigens produced from supernatants derived from swabs applied onto *JunB*^*Δep*^ lesional skin (Figure 7B). Deletion of *JunB* in keratinocytes *in vitro* led to higher *Il36a* relative to controls, which was not further enhanced by microbial signals (Figure 7C). Expression of genes encoding several alarmins, such as the S100A9 and Lcn-2, as well as inflammation-associated chemokines Cxcl1, Cxcl2, and Ccl2 were upregulated in keratinocytes upon incubation with the microbial supernatant, and these responses were further upregulated in keratinocytes lacking JunB (Figure 7C).

**Figure 7:**
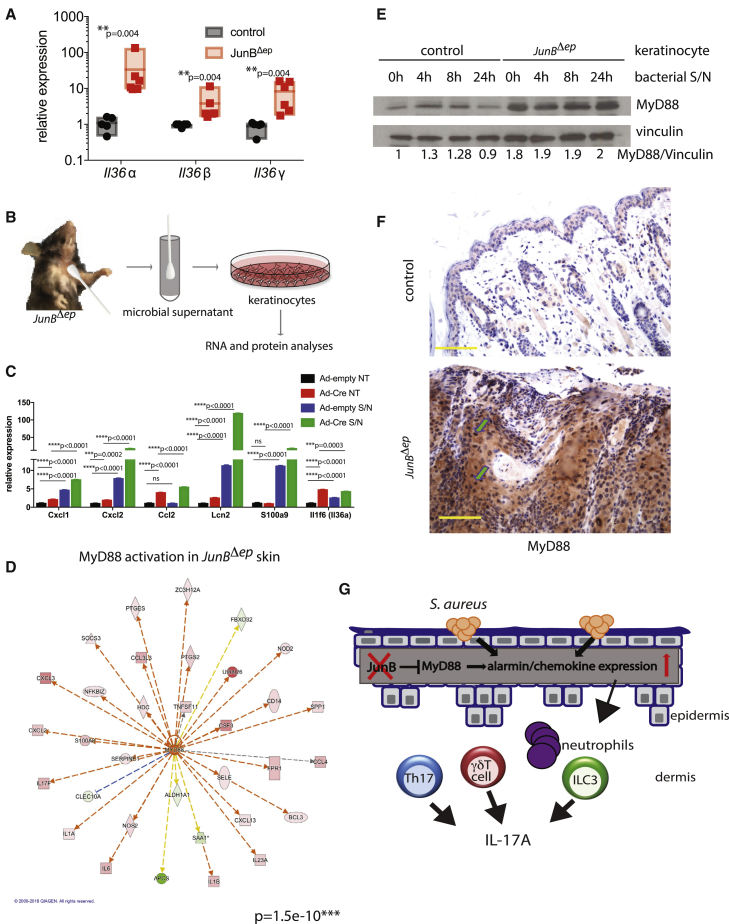
MyD88 Signaling Is Upregulated in *JunB*^*Δep*^ Skin, and MyD88 Is Upregulated in JunB-Deficient Keratinocytes (A) Relative expression levels of il1f6 (Il36α), Il1f8 (Il36β), and Il1f9 (Il36γ) in the lesional skin of *JunB*^*Δep*^ mice compared with controls (n = 5, 6). (B) Schematic diagram depicting the experimental design for (C) and (E). (C) Relative expression levels of chemokines and alarmins upon JunB deletion in *JunB*^*lox/lox*^ keratinocytes using adenoviruses expressing Cre recombinase with or without supernatant (S/N) derived from swabs from lesional skin of *JunB*^*Δep*^ mice (n = 3, 3, repeated three separate times). (D) MyD88 and its downstream genes are significantly regulated in the transcriptome of *JunB*^*Δep*^ skin. (E) Western blot using control or *JunB*^*Δep*^ keratinocytes upon S/N administration (as described in B) for indicated time points. MyD88 levels and vinculin (as loading control) are shown. (F) Representative images of MyD88 levels by immunohistochemistry in skin from control or *JunB*^*Δep*^ mice. Arrows indicate examples of MyD88-positive keratinocytes. The yellow scale bar indicates 100 μm. (G) Upon loss of keratinocyte expression of JunB, MyD88 levels are increased. Together with microbial products, increased MyD88 levels lead to increased alarmin/chemokine expression, starting a cascade of inflammatory response, including increased IL-17A production from Th17, γδT cells, and ILC3s. In a *Rag1*^*−/−*^ background, IL-17A is expressed by ILC3s, but skin inflammation is exacerbated in the absence of the adaptive immune system.

As MyD88 is downstream of IL-36 signaling, we checked whether MyD88-mediated signaling is upregulated in *JunB*^*Δep*^ lesional skin. 

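Myd88 (chromosome 9, 119245052 to 119250529) was at 24.5, 23.7 and 21.3 FPKM in the control mice and at 82.1, 22.4 and 30.1 FPKM in the libraries labelled JunBΔep replicates 0, 1 and 2, a log2 fold change of 0.71 (standard error 0.47, adjusted p = 0.722 from limma). Fig. 7D draws 28 genes as higher and 5 as lower. They were read from the figure, which was made from these libraries, so their direction is not independent evidence. All 33 had the drawn direction in mean log2 fold change. None of the 33 was called by limma over all genes or adjusted over the list alone, and 2 had an unadjusted p below 0.05, Fbxo32 and Aldh1a1. The library labelled JunBΔep replicate 0 had the highest value of the 6 for each of the 28 genes drawn as higher, and all 3 JunBΔep mice exceeded all controls in 9 of them. Il1a was at 5.25, 3.80 and 5.02 FPKM in controls and 40.7, 7.16 and 9.57 FPKM in JunBΔep replicates 0, 1 and 2, and Nfkbiz at 11.5, 9.90 and 10.5 FPKM and 65.0, 13.1 and 22.2 FPKM. Of the genes drawn as lower, Fbxo32 (chromosome 15, 58011634 to 58046433) was at 23.1 ± 4.32 FPKM (SD, n = 3) in controls. It was at 8.90 ± 5.41 FPKM (SD, n = 3) in JunBΔep mice, with an adjusted p of 0.411 from limma. Skeletal muscle markers were lower in the same mice, and whether the fall of Fbxo32 only follows the muscle content was not tested. Aldh1a1 fell by 2.50 on the log2 scale (adjusted p = 0.422 from limma), and Clec10a was at 49.6, 39.8 and 29.5 FPKM in controls and 10.9, 14.4 and 36.1 FPKM in JunBΔep mice. Apcs (chromosome 1, 174824093 to 174825185) was at 58.3 FPKM in control replicate 0 and listed at 0 in the other 5 mice. Saa1 was at 1191, 0.516 and 0.139 FPKM in controls and 82.9, 0.0996 and 0.157 FPKM in the JunBΔep mice. Control replicate 0 also held the liver transcript Alb at 823 FPKM, against at most 18.8 FPKM in the others.

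**Figure D2:**
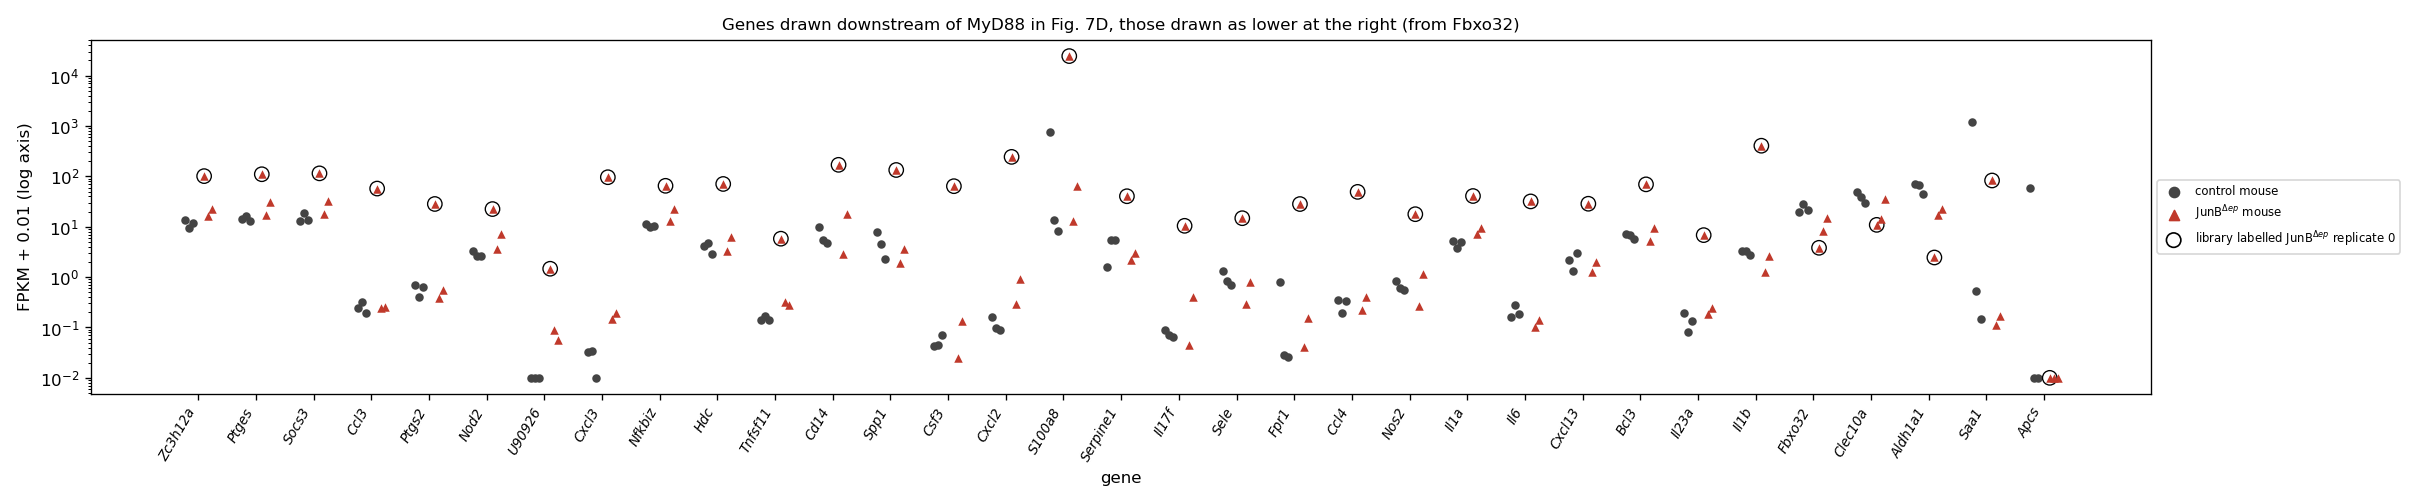
FPKM of the 33 genes drawn downstream of MyD88 in each mouse, on a log axis (FPKM + 0.01); circles are control mice, triangles JunBΔep mice, and a ring marks the library labelled JunBΔep replicate 0. The ringed library is the highest of the 6 for each of the 28 genes drawn as higher.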

MyD88 was predicted as one of the upstream regulators of the global changes in gene expression by Ingenuity Pathway Analysis (IPA), and many genes downstream of MyD88 were significantly regulated (Figure 7D). Moreover, an increase in MyD88 protein levels was observed in keratinocytes lacking JunB, which was not further increased upon microbial signals (Figure 7E). *In vivo*, we observed increased levels of MyD88 protein in keratinocytes and immune cells in *JunB*^*Δep*^ skin, as assessed by immunohistochemistry (Figure 7F). These data suggest that JunB negatively regulates IL-36 and MyD88 levels in keratinocytes, which have been shown to be important for the colonization of *S. aureus* on skin (Figure 7G).

## Discussion

In this study, we show that epithelial expression of JunB is a gatekeeper of immune-microbiota interactions, and its loss leads to chronic skin inflammation with spontaneous *S. aureus* colonization. *JunB*^*Δep*^ mice share many pathological aspects of AD, including but not limited to type 2 and type 17 immune responses, elevated IgE levels, barrier dysfunction, and, importantly, spontaneous *S. aureus* colonization.

We took advantage of this mouse model to address some unanswered questions, such as the role of T cells in controlling *S. aureus* and the role of IL-17A in AD with *S. aureus* colonization.

IL-17, a potent pro-inflammatory cytokine, is central to the pathogenesis of psoriasis, and IL-17 blockers have shown unprecedented success in the treatment of this disease (Lebwohl et al., 2011, Langley et al., 2014, Ratner, 2015). IL-17 is produced by T helper cell subset Th17, as well as γδT cells and ILC3s. IL-17 is upregulated in AD skin, albeit at lower levels compared with psoriasis, but its role in AD remains unclear (Guttman-Yassky et al., 2008). Whether IL-17A has a protective or pathogenic role in pediatric or adult AD remains to be understood. Elucidating the role of IL-17A in AD is important, as blockade of IL-17A and its upstream cytokine IL-23 is currently being tested in clinical trials for AD (Paller et al., 2017).

ILCs have been proposed to play a protective role in *S. aureus*- and pneumonia-induced inflammatory processes (Rak et al., 2016, Gray et al., 2017), and ILC2s have been shown to accumulate in the skin of AD patients (Kim et al., 2013, Salimi et al., 2013). Kinetic analysis of the ILCs in the skin of *JunB*^*Δep*^ mice showed a transient increase in the number of ILCs before the appearance of overt skin inflammation and *S. aureus* colonization. However, there were no differences in the number of ILCs infiltrating the lesional skin, whereas an increased number of IL-17A+ ILCs (ILC3s) were observed. In the presence of T cells, we observed a minor contribution of ILC3s to the IL-17A-producing population. However, in *Rag1*^–*/–*^ mice, the number of IL-17A expressing ILC3s increased, albeit not to sufficient levels to compensate for the T cell deficit. These data suggest that ILC3s are only partially redundant with T cells in the skin. Future studies are needed to determine whether ILC3s are present in AD skin and the level of plasticity observed between group 2 and group 3 ILCs in AD.

Barrier defects, caused for example by filaggrin mutations, have been linked to the pathogenesis of AD. However, it is important to note that about 40% of individuals with filaggrin mutations never show AD symptoms (ORegan et al., 2009). Thus, it is likely that barrier defects are not sufficient to lead to the development of AD, and a second hit, possibly from the environment, is needed to induce the inflammatory responses in skin. Along with these findings in humans, the filaggrin-deficient mice, which have a clear skin barrier defect, do not develop inflammation until 20–28 weeks of age (Oyoshi et al., 2009). Moreover, filaggrin defects are shown not to be sufficient to induce spontaneous AD-like lesions in many reports. Most studies add an allergen such as house dust mite to induce inflammation in mice with filaggrin defects (Moniaga and Kabashima, 2011, Kawasaki et al., 2012). We hypothesize that in the *JunB*^*Δep*^ mice, the early-life barrier dysfunction renders the skin more sensitive to allergens and microbes, in this case, particularly *S. aureus*.

The dysbiosis observed in *JunB*^*Δep*^ mice likely precedes inflammation, as prophylactic antibiotic treatment restricted the development of skin inflammation and strongly ameliorated epidermal hyperproliferation. In contrast, antibiotic treatment after *S. aureus* colonization demonstrated variable efficacy in *JunB*^*Δep*^ mice. This mirrors the clinical reality of AD, in which antibiotic treatment often demonstrates little to no success in controlling disease. The reason for the disparate efficacy of prophylactic versus therapeutic antibiotic treatment remains unknown. This may reflect antibiotic access or efficacy within inflamed skin and/or active drug resistance mechanisms in established *S. aureus*. Alternatively, there may be other species of antibiotic-susceptible bacteria that are necessary for *S. aureus* colonization but dispensable once colonization has established. In *JunB*^*Δep*^ mice, we detected small amounts of Gram-negative bacteria at early time points, before the colonization of *S. aureus*, that did not correlate with disease. Thus, although we cannot formally exclude that other bacteria might initiate dysbiosis in these mice, because of their low abundance and variability, they are unlikely to be directly responsible for the observed pathology. With growing advances in microbiome sequencing technology, these questions will be addressable in the near future.

The mechanisms by which *S. aureus* is sensed by different cell types in the skin and the downstream signaling pathways activated have recently gained a lot of attention (Bitschar et al., 2017). Pattern recognition receptors such as Toll-like receptors (TLRs), as well as NOD receptors, have been shown to contribute to the initial recognition of bacterial antigens. Activation of the TLRs leads to NF-κB activation via MyD88 signaling (Kawai and Akira, 2010). Mutations in TLR2 decreasing intracellular signaling have been linked to higher *S. aureus* load and disease severity in AD (Bin and Leung, 2016). However, the mechanisms leading to susceptibility to develop AD are still not well understood. An important finding of our study is the observation that JunB loss in keratinocytes is sufficient to drive skin inflammation, likely through a combination of dysbiosis due to barrier dysfunction and the enhanced responses to dysbiosis. Mechanistically, JunB negatively regulates MyD88, because its deletion in keratinocytes *in vitro* is sufficient for upregulation of many chemokines and alarmins, including IL-36α, previously reported to be secreted from keratinocytes upon *S. aureus* colonization (Liu et al., 2017). 

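Lcn2 (chromosome 2, 32240153 to 32243317) was at 222, 2.82 and 14.4 FPKM in control replicates 0, 1 and 2 and at 1044, 4.06 and 69.7 FPKM in the libraries labelled JunBΔep replicates 0, 1 and 2, a log2 fold change of 1.64 (standard error 2.33, adjusted p = 0.811 from limma). S100a8 was at 744, 13.9 and 8.15 FPKM in controls and 24456, 13.0 and 65.6 FPKM in the JunBΔep mice. Its partner S100a9 was at 698, 14.4 and 3.81 FPKM in controls, listed at 0 in JunBΔep replicate 0, and at 8.15 and 65.8 FPKM in replicates 1 and 2. Defb14 was at 4.81, 6.21 and 4.81 FPKM in controls and 468, 7.88 and 9.19 FPKM in JunBΔep mice, higher in 3 of 3 mice than in every control (adjusted p = 0.722 from limma). A hand-written list of antimicrobial genes (22 tested) had a median log2 fold change of 1.13 with 14 genes higher (adjusted p = 0.0768 from camera), and a list of the Toll-like receptor pathway (54 tested) a median of 0.13 with 36 higher (adjusted p = 0.101 from camera). In JunBΔep replicates 0, 1 and 2 the antimicrobial median against the control mean was 3.23, -0.22 and 0.39 and the Toll-like receptor median 0.56, -0.20 and -0.01. Tlr2 was at 3.63, 2.07 and 2.18 FPKM in controls and 19.6, 0.854 and 2.56 FPKM in the JunBΔep mice. No gene of either list was called, over all genes or adjusted over the list alone.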

The transcriptomic profile of the *JunB*^*Δep*^ skin shows regulation of several pathways such as TLR signaling, as well as many anti-microbial molecules, such as Lcn-2. Interestingly, deletion of p65 in keratinocytes in *JunB*^*Δep*^ mice led to exacerbated skin inflammation with higher *S. aureus* load, highlighting that the NF-κB pathway in keratinocytes is protective for skin homeostasis in the presence of *S. aureus* (data not shown). These data suggest that loss of JunB in keratinocytes is a susceptibility factor for the development of *S. aureus*-induced skin inflammation. Unfortunately, there are no protein data available from patients with overt *S. aureus* colonization and superinfections compared with non-overt/limited *S. aureus* colonization to determine the co-localization of bacterial colonies and keratinocyte JunB expression. A prospective study making use of biopsies without prior desterilization conditions will be necessary to answer this question.

In summary, we show that JunB is a critical transcription factor in immune-microbiota crosstalk and that its loss is detrimental for skin immunity. These findings highlight the essential role of keratinocytes, an underestimated cell type in skin inflammation. We also show that JunB negatively regulates MyD88 in keratinocytes. These mice are an ideal model to further investigate the role of the microbiota and *S. aureus* in AD, as they represent the natural evolution of skin inflammation resembling AD.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

S. aureus antibody	Abcam	Cat#ab20920; RRID: AB_445913
Loricrin antibody	Covance	Cat#PRB-145P; RRID: AB_10064155
MyD88 antibody	Cell Signaling	Cat#D80F5; RRID: AB_10547882
CD45-APCCy7	Biolegend	Cat#103115; RRID: AB_312980
CD3-PE	Biolegend	Cat#100205; RRID: AB_312662
gdTCR-BV421	Biolegend	Cat#118119; RRID: AB_10896753
CD90.2-APC	BD PharMingen	Cat#553007; RRID: AB_398526
CD11b-PerCPCy5.5	BD PharMingen	Cat#550993; RRID: AB_394002
CD2-PeCy7	Biolegend	Cat#100113; RRID: AB_2563091
MHCII-Pacific Blue	Biolegend	Cat#107619; RRID: AB_493528
Ly6C-APC	BD Biosciences	Cat#560595; RRID: AB_1727554
Ly6G-PE	BD Biosciences	Cat#561104; RRID: AB_10563079
CD11b-PeCy7	BD PharMingen	Cat#552850; RRID: AB_394491

**Chemicals, Peptides, and Recombinant Proteins**		

Aldara 5% cream	Meda	N/A
Streptavidin-AF488	Invitrogen	S11223

**Deposited Data**		

RNaseq data from skin from control and JunB^Δep^ mice	This paper	GSE136657

**Experimental Models: Organisms/Strains**		

Mouse: JunBΔep: B6.129P2-Junbtm3Wag/J crossed to K5-Cre	N/A	N/A
Mouse: Rag1−/−: B6.129S7-*Rag1*^*tm1Mom*^/J	N/A	N/A
Mouse: IL-17A-eGFP: C57BL/6-*Il17a*^*tm1Bcgen*^/J	N/A	N/A

**Oligonucleotides**		

Oligos for q-RT-PCR	See Table S1 for oligo sequences	N/A

**Software and Algorithms**		

Nextpresso	Graña et al., 2018	http://bioinfo.cnio.es/nextpresso/
FastQC (v 0.11.0)		https://www.bioinformatics.babraham.ac.uk/projects/fastqc/
Bowtie (v 1.0.0 70)	Langmead and Salzberg, 2012	http://bowtie-bio.sourceforge.net/bowtie2/index.shtml
SAMtools (v 0.1.19 71)	Li et al., 2009	http://samtools.sourceforge.net/
GSEA v(2.08)	Subramanian et al., 2005	http://software.broadinstitute.org/gsea/index.jsp
TopHat (v 2.0.10 69)	Kim et al., 2013	https://ccb.jhu.edu/software/tophat/index.shtml

### Lead Contact and Materials Availability

Further information may be directed to and will be fulfilled by the Lead Contact, Özge Uluçkan (). This study did not generate new unique reagents.

### Experimental Model and Subject Details

#### Mice

All mouse experiments were performed in accordance with local and institutional regulations/licenses. The generation of the *JunB*^*Δep*^ mice has previously been described (Meixner et al., 2008). *JunB*^*Δep*^ mice were backcrossed to C57B/6 for at least 7 generations. Mice of both sexes were included in the study, since no gender differences were observed. *Il17a*-eGFP (C57BL/6-*Il17*a^tm1Bcgen/J^) mice, originally generated at Biocytogen and previously described (Lee et al., 2012), were purchased from Jackson Laboratory.

### Method Details

#### Histological analyses

Tissues were fixed in phosphate-buffered saline–buffered 3.7% formalin. H&E staining was performed according to standard procedures (Sigma). Immunohistochemistry was performed with Elite ABC Kit (Vectastain) and DAB (Vector Laboratories). Immunofluorescence was performed as described previously (Guinea-Viniegra et al., 2014). In short, tissues were fixed in phosphate-buffered saline–buffered 3.7% formalin. Primary antibodies were incubated overnight at 4C and secondary antibodies for 1 hour at RT. Counterstainings were performed with 4′,6-diamidino-2-phenylindole (Sigma) and sections were mounted using Prolong Gold anti-fade reagent (ThermoFisher).

Gram staining was carried out using provider’s instructions (Sigma). Toluidine Blue staining was performed using standard protocols. *S. aureus* antibody was purchased from Abcam (ab20920), Loricrin and Keratin 6 antibodies from Covance (PRB-145P), and MyD88 antibody (D80F5) from Cell Signaling. Secondary antibodies were purchased from Invitrogen and used at 1:250 dilution.

#### Barrier analysis

Trans-epidermal water loss was measured using Tewameter TM300 from Courage-Khazaka.

Outside-in Toludine blue assay was carried out as described in Indra and Leid (2011) and briefly embryos isolated at embryonic day E17.5 were incubated in methanol for 5 mins, rinsed in PBS, then incubated in 0.1% Toluidine Blue for 5 mins. Embryos were kept in PBS and photographed immediately afterward.

Inside-out biotin diffusion assay was carried out as described in Schmitz et al. (2015). 10 mg/ml EZ-Link sulfo-NHS-LC-biotin (Pierce Chemical Co., Rockford, IL) in PBS containing 1 mM CaCl_2_ was injected intradermally into the back skin of 1-day old mice. After 30 minutes, mice were sacrificed and the skin was embedded in Tissue-Tek and snap-frozen on dry ice. Paraformaldehyde-fixed cryosections were stained with Occludin antibody (Thermo-Fisher-Zymed (40-6100)). Sections were then stained with streptavidin-AF488 (Invitrogen), a AF555-labeled secondary antibody to detect occludin and DAPI to visualize the nuclei.

#### Flow cytometry

Skin from mice was isolated and subjected to mild digestion with liberase (Roche™), and mechanically disrupted using GentleMACS Dissociator (Miltenyi). The single cell suspension was stained with either CD45-APCCy7 (Biolegend), CD3-PE (Biolegend), gdTCR-Brilliant Violet 421 (Biolegend), CD90.2-APC (BD PharMingen), Cd11b-PerCPCy5.5 (BD PharMingen) and CD2-PECy7 (Biolegend), or CD45-APCCy7 (Biolegend), MHCII-PacBlue (Biolegend), Ly6C-APC (BD PharMingen), Ly6G-PE (BD PharMingen), CD11b-PECy7 (BD PharMingen). Samples were collected in a FACS CANTO II (BD, San Jose CA) equipped with 488nm, 640nm and 405nm lines. We used pulse processing to exclude cell aggregates and live/dead fixable dye Aqua (Invitrogen) to exclude dead cells. At least 100,000 alive single events were collected; all data were analyzed using FlowJo v10 (Treestar, Oregon).

#### Antibiotic administration

Enrofloxacin (Baytril) (0.025%) was added to the drinking water either at weaning (for prophylactic experiments) or at 6 months of age for 1, 2 or 3 weeks and changed every 3 days. For the prophylactic experiments, enrofloxacin was kept in the drinking water thoughout the lifetime of the mice.

#### Bacterial analysis

Columbia agar +5% Sheep blood plates and Mannitol-salt agar plates were purchased from Biomerieux (43041, 43671). Swabs were dipped in PBS, lesional skin of mice were swabbed and the swabs were directly inoculated on the plates. Plates were incubated at 37C for 24 hours. DNA was isolated from single colonies grown on blood agar plates, and PCR was carried. Oligo sequences are included in Table S1. USA300 *S. aureus* strain and a specimen from a nearby hospital were used as positive controls. To measure CFUs of *S. aureus*, we performed a standard plate count method. Briefly, skin swabs from the lesional skin of *JunB*^*Δep*^ mice (1 cm^2^), and equivalent area in control mice were placed into 1 mL of PBS, and serial dilutions were prepared. 200 μL of each dilution was transferred on blood agar plates, and colonies were counted after a 1-day incubation. CFUs were calculated by dividing the number of colonies per plate by the dilution factor.

#### Transcriptomic analysis

Samples of 1ug of total RNA were used. Average sample RNA integrity number was 7.75 (range 7-9.2) when assayed on Agilent 2100 Bioanalyzer. PolyA+ fraction was purified and randomly fragmented, converted to double stranded cDNA and processed through subsequent enzymatic treatments of end-repair, dA-tailing, and ligation to adapters as in Illumina’s “TruSeq Stranded mRNA Sample Preparation Part # 15031047 Rev. D” kit (this kit incorporates dUTP during 2^nd^ strand cDNA synthesis, which implies that only the cDNA strand generated during 1^st^ strand syntesis is eventually sequenced). Adaptor-ligated library was completed by PCR with Illumina PE primers. The resulting purified cDNA library was applied to an Illumina flow cell for cluster generation and sequenced on an Illumina instrument (see below) by following manufacturer’s protocol. Sequencing reads were analyzed with the next*presso* pipeline (Graña et al., 2018), as follows: sequencing quality was checked with FastQC v0.11.0 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were aligned to the mouse genome (NCBI37/mm9) with TopHat-2.0.10 (Trapnell et al., 2013) using Bowtie 1.0.0 (Langmead et al., 2009) and SAMtools 0.1.19 (Li et al., 2009), allowing 2 mismatches and 20 multihits. Differential expression was tested with DESeq2 (Love et al., 2014), using the mouse NCBI37/mm9 transcript annotations from https://ccb.jhu.edu/software/tophat/igenomes.shtml. GSEAPreranked (Subramanian et al., 2005) was used to perform gene set enrichment analysis of the described gene signatures on a pre-ranked gene list, setting 1000 gene set permutations.

### Quantification and Statistical Analysis

Two-tailed students’s t test after Shapiro-Wilk normality test was used to determine statistical significance. Linear regression analyses was used for the correlation study in Figure 2E. One-way ANOVA with multiple-comparisons was used for Figures 4C and 6B and 7C.

### Data and Code Availability

Data from RNA sequencing analysis has been deposited to GEO with accession number GEO: GSE136657.

# Supplementary material for: Cutaneous Immune Cell-Microbiota Interactions Are Controlled by Epidermal JunB/AP-1
**Source:** Cell Rep. 2019 Oct 22;29(4):844–859.e3. doi: 10.1016/j.celrep.2019.09.042
**Supplement:** Document S1. Figures S1–S7 and Table S1

**Cell Reports, Volume 29**

**Supplemental Information**

**Cutaneous Immune Cell-Microbiota Interactions**

**Are Controlled by Epidermal JunB/AP-1**

**Özge Uluçkan, Maria Jiménez, Ben Roediger, Jakob Schnabl, Lucía T. Díez-Córdova, Kevin Troulé, Wolfgang Weninger, and Erwin F. Wagner**

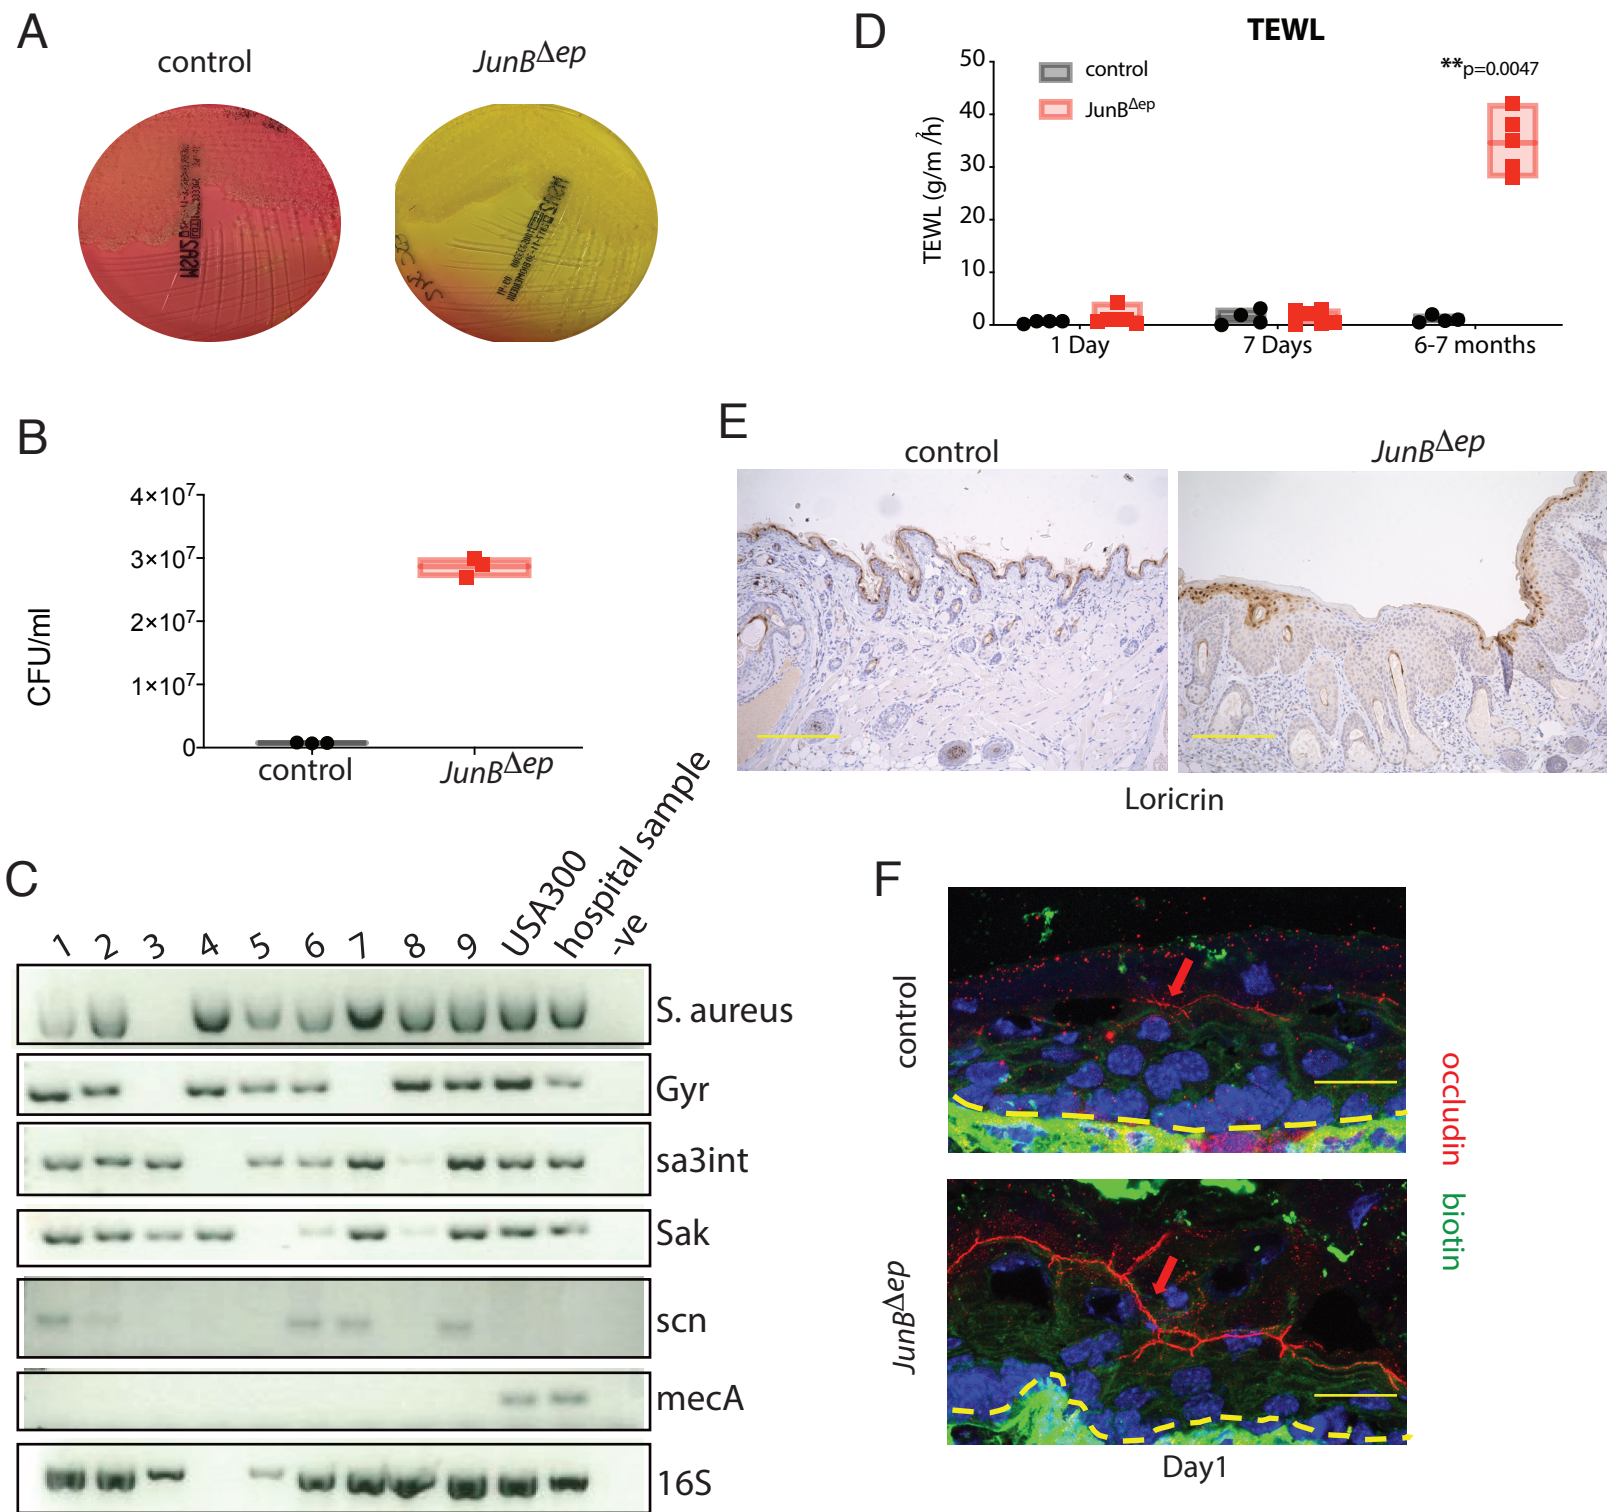

Figure S1. *JunB $\Delta$ ep* mice have human-derived *S. aureus* colonization and transient barrier defects. Related to Figure 1. A) Growth of bacteria on mannitol-salt agar plates isolated from control vs *JunB $\Delta$ ep* skin (n>10 per genotype). B) CFUs/ml of bacteria isolated control versus *JunB $\Delta$ ep* skin. C) PCR for *S. aureus*, *S. aureus* specific gyrase (*gyr*), human-specific immune invasion gene cluster including Staphylokinase (*sak*) and staphylococcal complement inhibitor (*scn*), a human-specific prophase integrase-gene *sa3int* and methicillin-resistance gene *mecA* with 16S as control from single colonies of bacteria grown on blood agar plates from *JunB $\Delta$ ep* skin. D) Trans-epidermal water loss measurements 1 and 7 days post-birth of control and *JunB $\Delta$ ep* mice, as well as 6-7 months old control and *JunB $\Delta$ ep* mice (n=4,6) (lesional skin). E) Loricrin staining at 6-7 months of age of the lesional skin of control and *JunB $\Delta$ ep* mice (n=5,6). Yellow scale bars indicate 100 $\mu$ m. F) Inside-out barrier assay using biotin diffusion in control and *JunB $\Delta$ ep* mice at 1-day post birth (n=4,5). Biotin-streptavidin is shown in green and occludin IF is shown in red. Dashed yellow line indicates the basement membrane separating epidermis-dermis. Red arrows show where the green biotin staining ends. Yellow scale bars indicate 50 $\mu$ m.

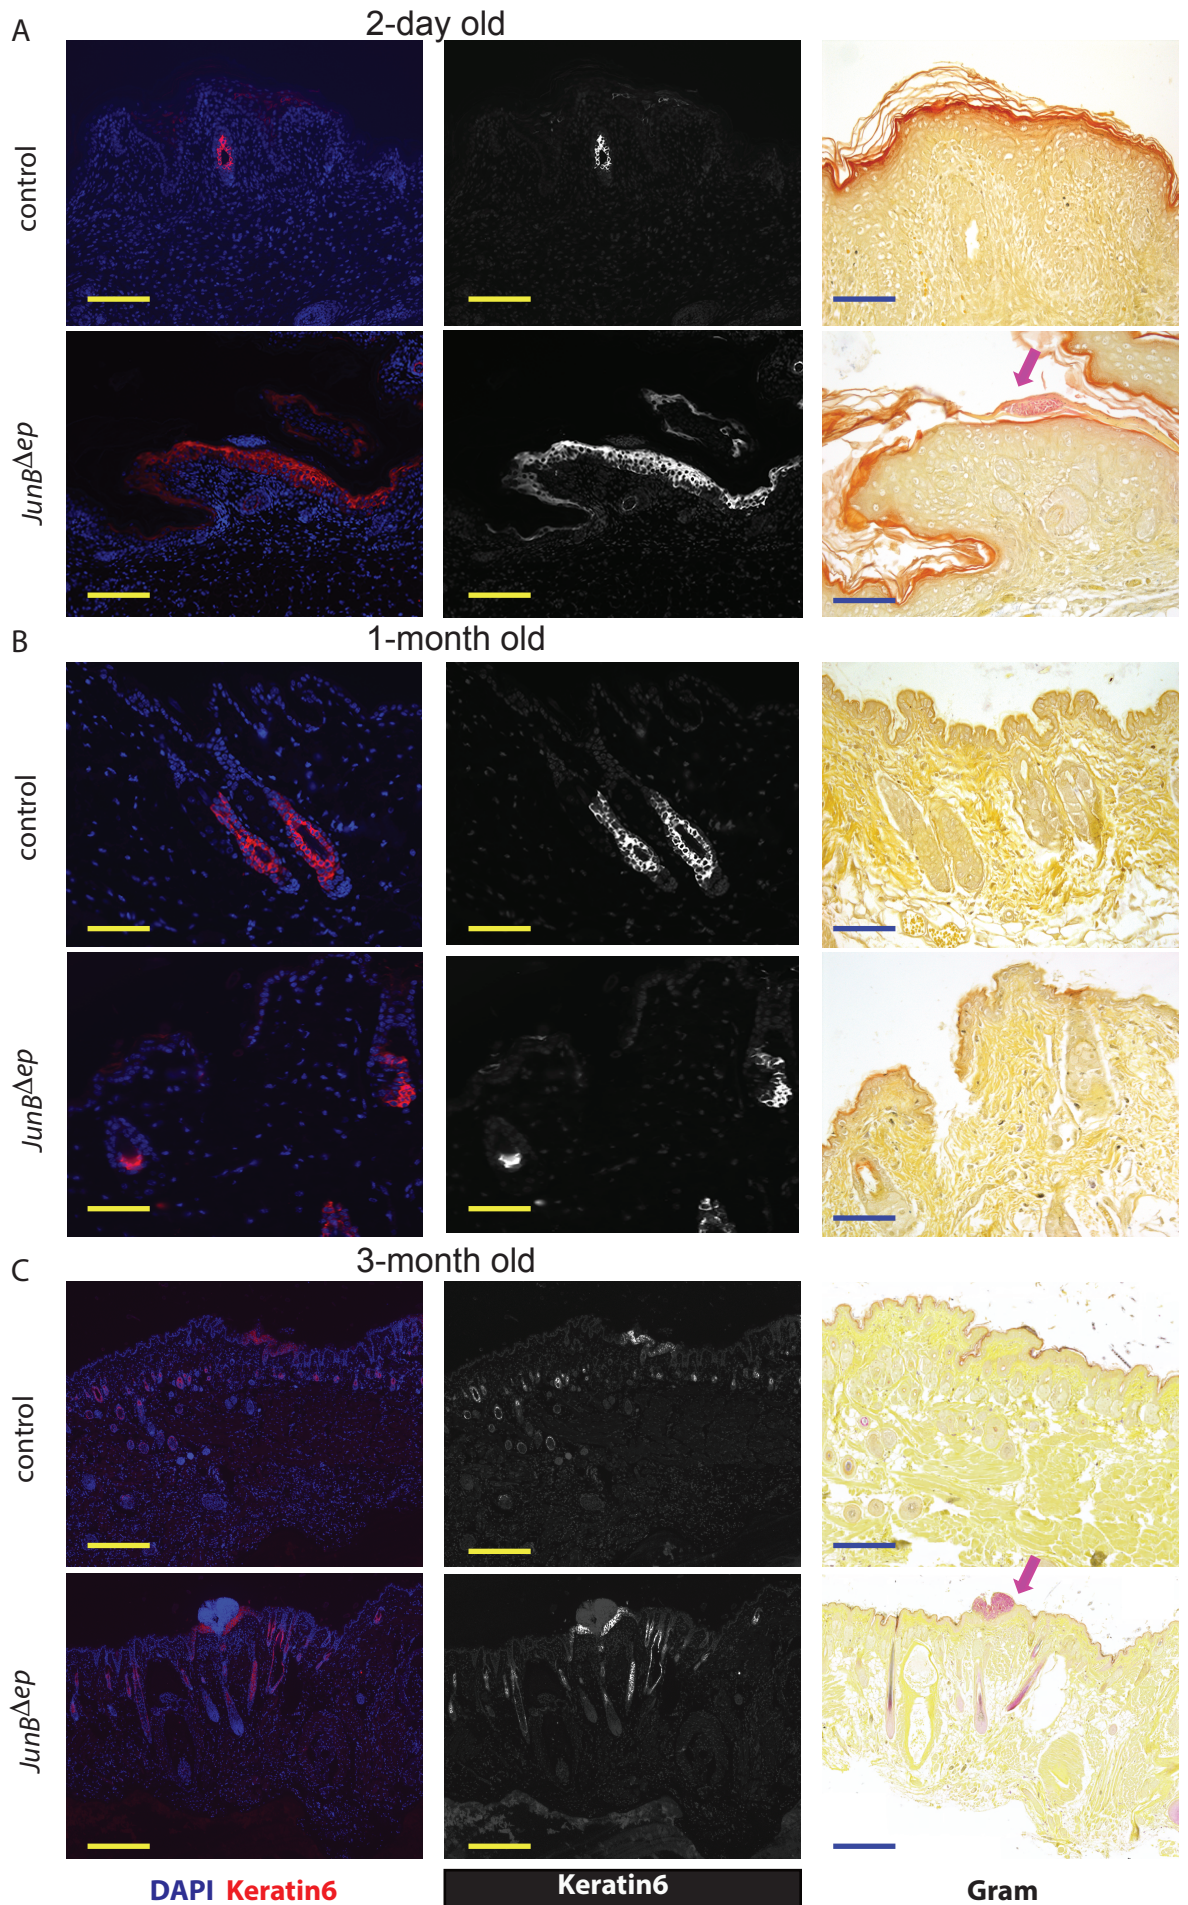

Figure S2. *JunB<sup>Δep</sup>* mice do not have *S. aureus* colonization early in life. Related to Figure 1. Keratin6 and Gram staining in skin from control and *JunB<sup>Δep</sup>* mice at 2 days (n=4,5), 1 month (n=4,4) and 3 months (n=7,8) post-birth. The yellow scale bars indicate 200μm in A, 100μm B and 500μm in C. The blue scale bars indicate 100μm in A, B and 500μm in C.

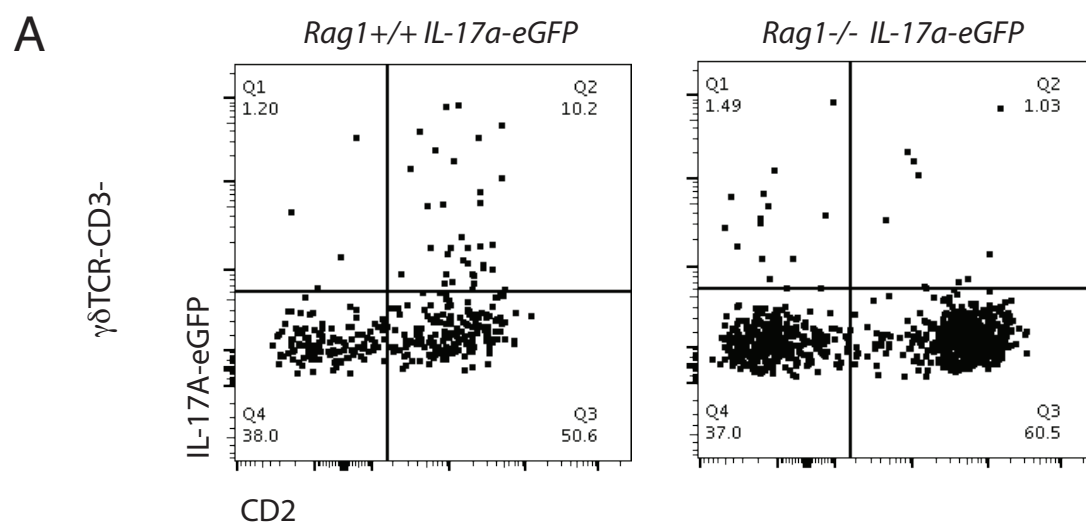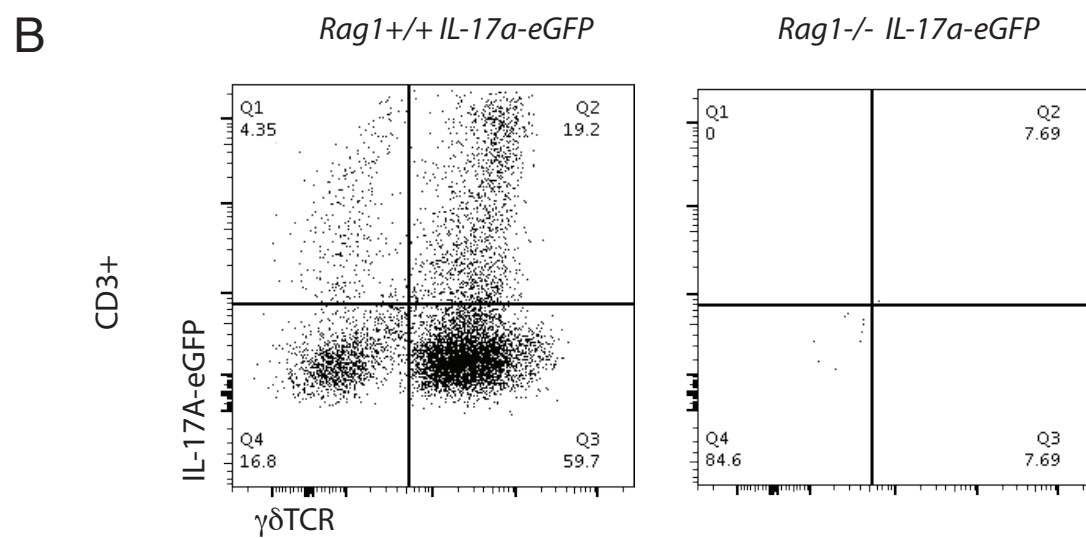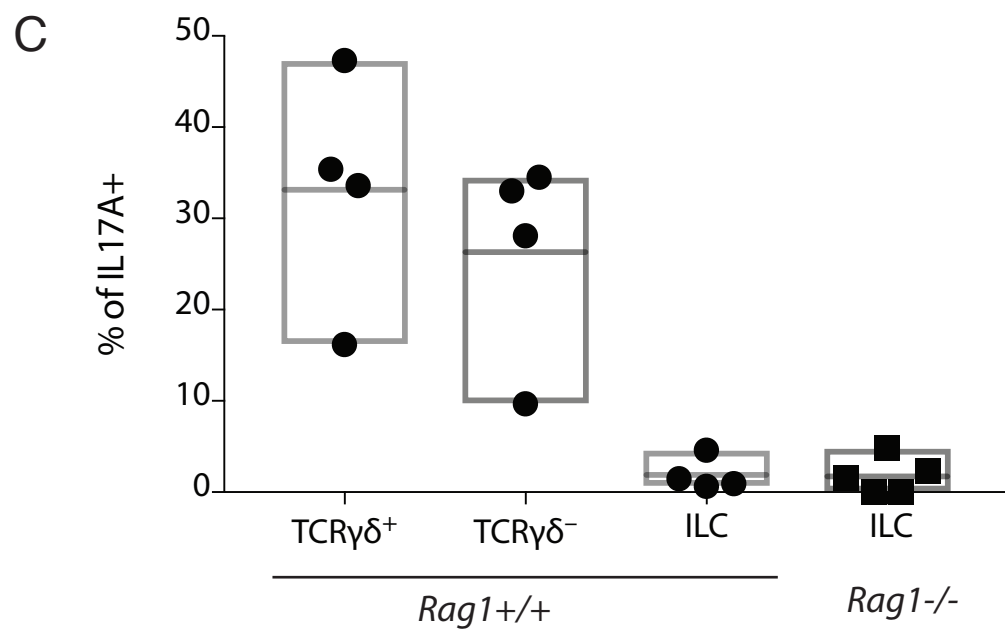

Figure S3. ILC3s do not compensate for IL-17A production by T-cells in *Rag1*<sup>-/-</sup> mice upon IMQ administration. Related to Figure 4.

A) Representative flow cytometry images of IL-17A expressing ILCs of control and *Rag1*<sup>-/-</sup> mice upon 5-days of IMQ administration on the ears (n=4,5). B) Representative flow cytometry images of IL-17A expressing T-cells of control and *Rag1*<sup>-/-</sup> mice 5-days of IMQ administration on the ears. C) Quantification of the distribution of IL-17A<sup>+</sup> cells in *Rag1*<sup>+/+</sup> compared to *Rag1*<sup>-/-</sup> mice.

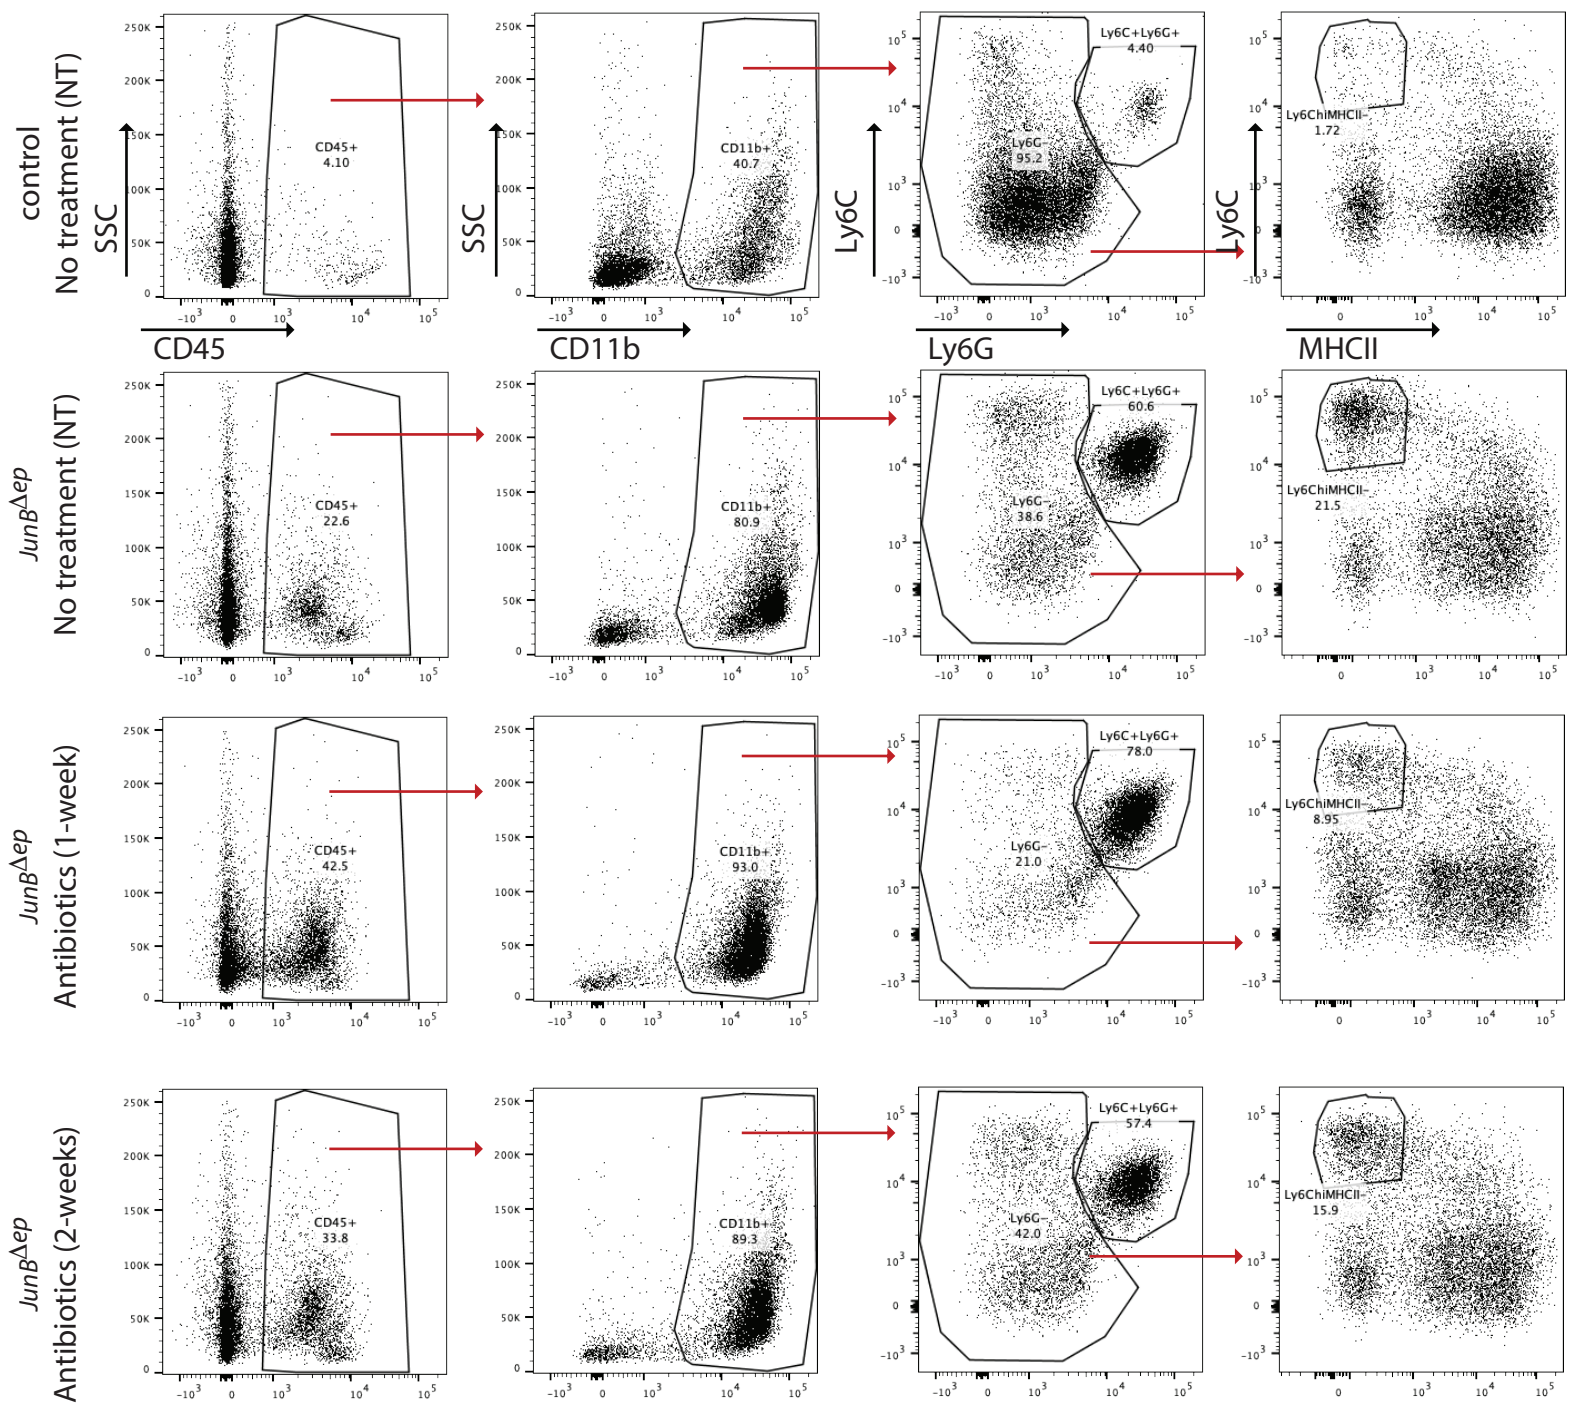

Figure S5. Antibiotic treatment post development of skin inflammation does not provide therapeutic benefit. Related to Figure 6.

Conventional flow plots (including gating strategy) of myeloid cells in *JunB<sup>Δep</sup>* mice with or without 1 and 2-weeks of antibiotics compared to controls.

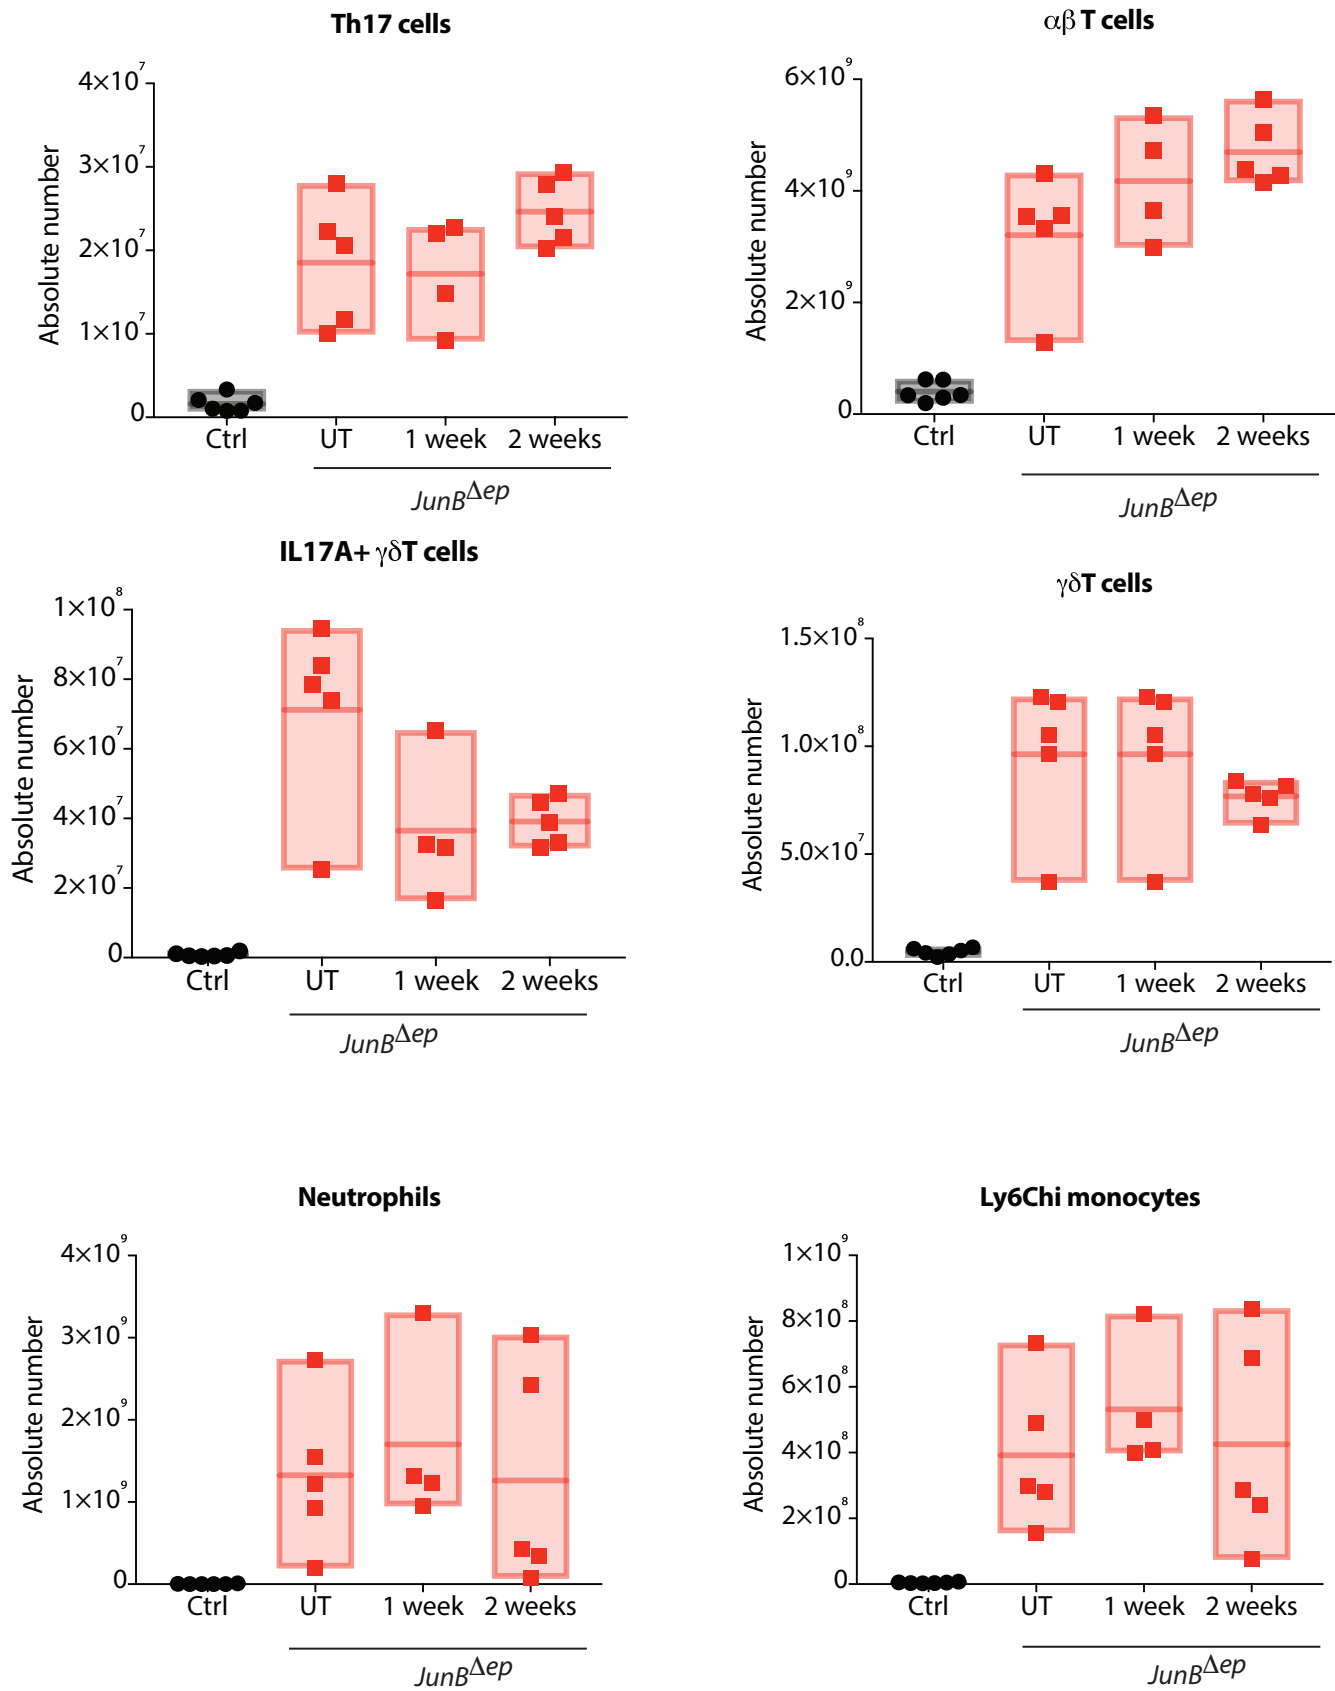

Figure S6. Increased number of  $\gamma\delta$ T cells in lymph nodes upon 2-weeks of antibiotic treatment. Related to Figure 6. Number of infiltrating immune cells into the skin-draining lymph nodes of *JunB<sup>Δep</sup>* mice with or without 1 and 2-weeks of antibiotics compared to controls as analysed by flow cytometry.

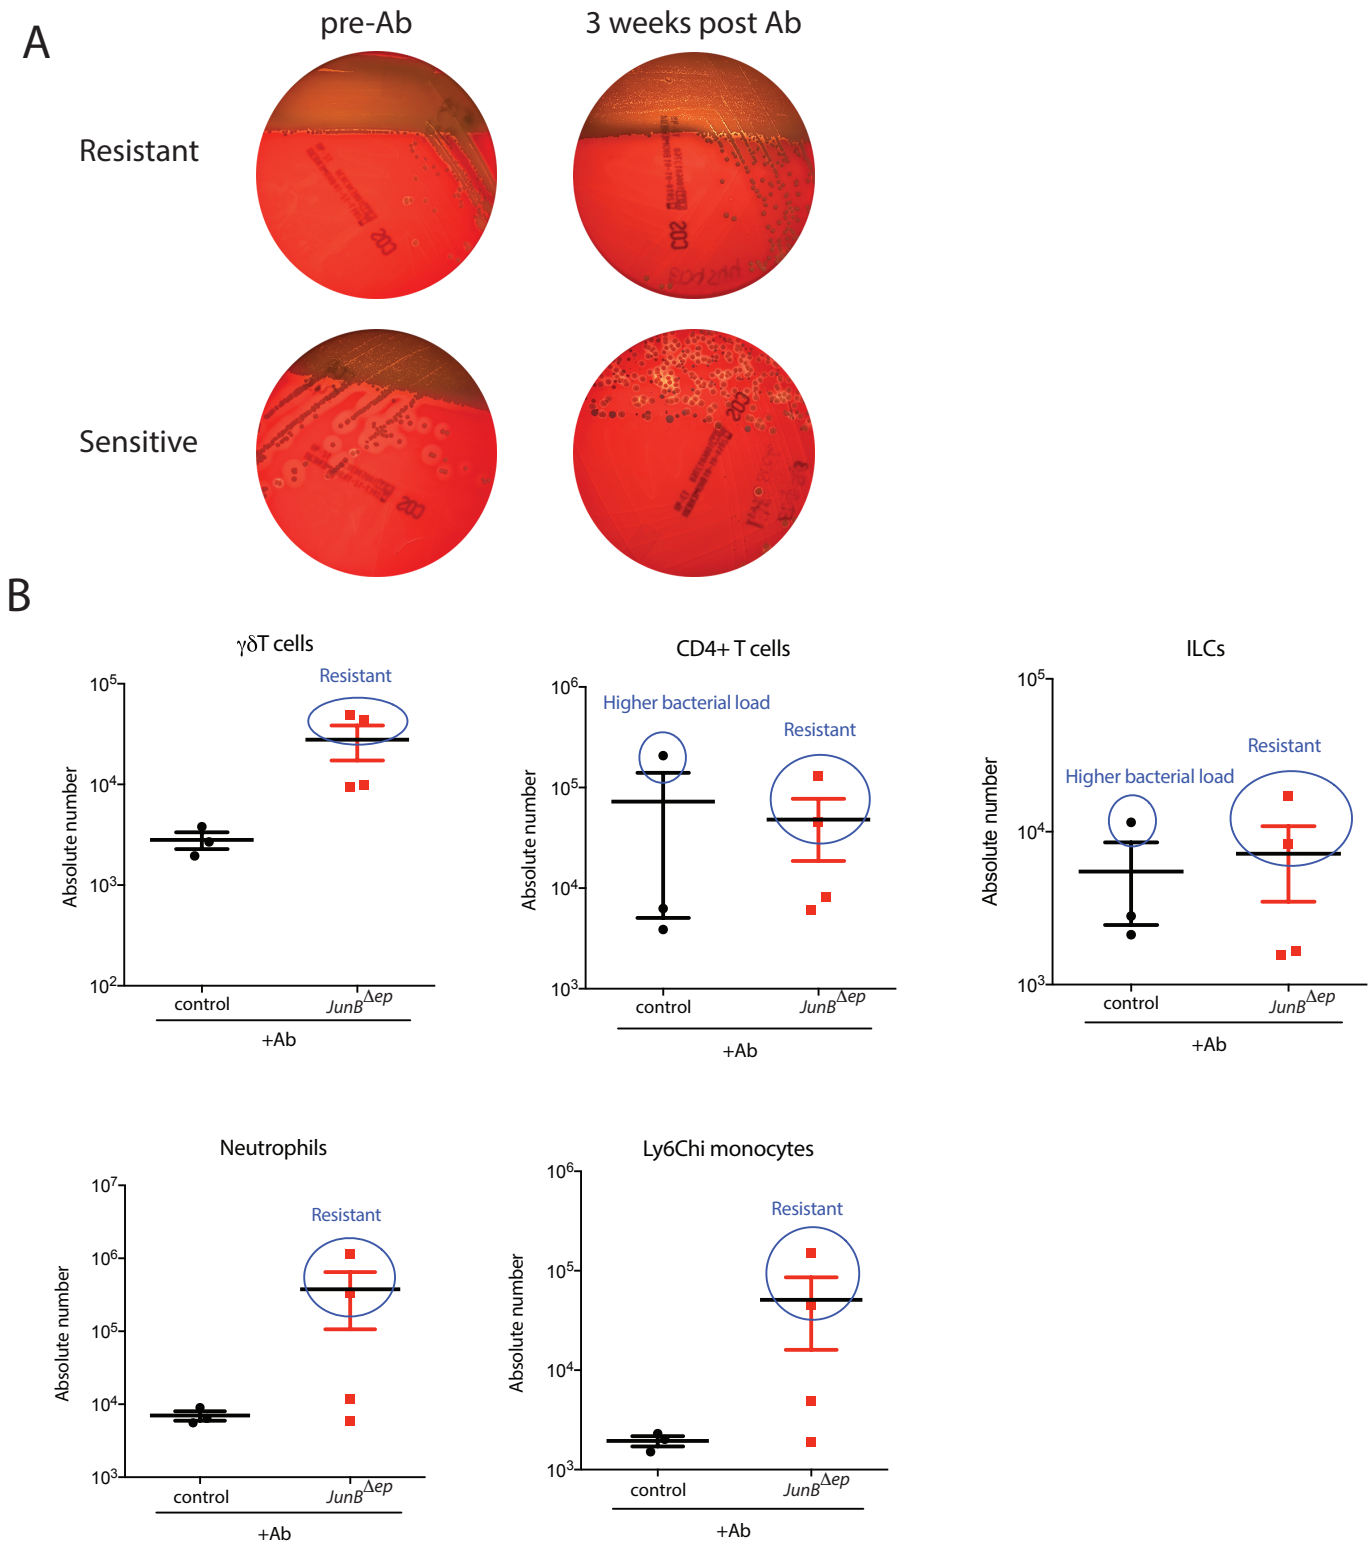

Figure S7. Characterization of the immune cells in mice resistant to antibiotics. Related to Figure 6.

A) Representative images of blood agar plates of swabs derived from  $JunB^{\Delta ep}$  mice skin sensitive or resistant to 3-weeks of antibiotic treatment post-lesion development.

B) Number of immune cell infiltrates into the skin of  $JunB^{\Delta ep}$  mice skin sensitive or resistant to 3-weeks of antibiotic treatment post-lesion development

| Name                 | F (5'-3')                      | R (5'-3')                    |
|----------------------|--------------------------------|------------------------------|
| <b>Duox1</b>         | GATTCTCCTGGTTGGGACA            | CCTGCAGAACCTCTCATGA          |
| <b>Il13ra2</b>       | AGCGAATGGAGTGAAGAGGA           | GCTCAATGTGGGTTCAAGTT         |
| <b>Stac2</b>         | CAAGCTCCAGCGATTTAAGCG          | AGCCTCACTGGTTTGAGCG          |
| <b>Tslp</b>          | ACGGATGGGGCTAACTTACAA          | AGTCCTCGATTTGCTCGAACT        |
| <b>Aqp3</b>          | AACCCTGCTGTGACCTTTG            | GCTGCTGTGCCTATGAACTG         |
| <b>Il4ra</b>         | TGGGCTGTCGATTTTGCTTTTGG        | GTGCTGGGGTGGAATCTGGTC        |
| <b>Nod2</b>          | CAGGTCTCCGAGAGGGTACTG          | GCTACGGATGAGCCAAATGAAG       |
| <b>Osm</b>           | TGCCCCGGCACAATATCCTC           | GTGTGGGCTCAGGTATCTCCAG       |
| <b>Slc4a11</b>       | CAGGACTCCGGTGAATACTTCT         | GATGCTCTCGCCAGACACAA         |
| <b>Mmp13</b>         | CTTCTTCTTGTTGAGCTGGACTC        | CTGTGGAGGTCACTGTAGACT        |
| <b>Serpinb3a</b>     | CAGATGATGAAACAAAACATCG         | AGACCTTGAGTGCTGCTCATA        |
| <b>il4</b>           | GGTCTCAACCCCCAGCTAGT           | GCCGATGATCTCTCTCAAGTGAT      |
| <b>il1b</b>          | GCAACTGTTCTGAACTCAACT          | ATCTTTTGGGGTCCGTCAACT        |
| <b>lcn2</b>          | TGGCCCTGAGTGTCTGTG             | CTCTGTAGCTCATAGATGGTGC       |
| <b>S100a8</b>        | AAATCACCATGCCCTCTACAAG         | CCCACTTTTATCACCATCGCAA       |
| <b>mdefb14</b>       | TCCAGGGGACGCATTCTTA            | ACCGCTATTAGAACATCGACCTA      |
| <b>il36a (il1f6)</b> | GCAGCATCACCTTCGCTTAGA          | CAGATATTGGCATGGGAGCAAG       |
| <b>il36b (il1f8)</b> | AGAGTATTCAAATGTGGGAACCG        | GACCCATACCATCTGTTGTGAG       |
| <b>il36g (il1f9)</b> | TCCTGACTTTGGGGAGGTTTT          | TCACGCTGACTGGGGTTACT         |
| <b>cxcl1</b>         | CTGGGATTACCTCAAGAACATC         | CAGGGTCAAGGCAAGCCTC          |
| <b>cxcl2</b>         | CCAACCACCAGGCTACAGG            | GCGTCACACTCAAGCTCTG          |
| <b>ccl2</b>          | TTAAAAACCTGGATCGGAACCAA        | GCATTAGCTTCAGATTTACGGGT      |
| <b>S100a9</b>        | ATACTCTAGGAAGGAAGGACACC        | TCCATGATGTCATTTATGAGGGC      |
| <b>S.aureus</b>      | AATCTTTGTCGGTACACGATATTCTTCACG | CGTAATGAGATTTCACTAGATAATAACA |
| <b>Gyr</b>           | AGTACATCGTCGTATACTATATGG       | ATCACGTAACAGTTCAAGTGTG       |
| <b>sa3int</b>        | GAAAAACAAACGGTGCTAT            | TTATTGACTCTACAGGCTGA         |
| <b>Sak</b>           | AAGGCGATGACGCGAGTTAT           | GCGCTTGATCTAATTCAAC          |
| <b>scn</b>           | AGCACAAGCTTGCCAACATCG          | TTAATATTTACTTTTTAGTGC        |
| <b>mecA</b>          | AAAATCGATGGTAAAGGTTGGC         | AGTTCTGCAGTACCGGATTTGC       |
| <b>16S</b>           | 9AACTCTGTTATTAGGGAAGAACA       | CCACCTTCCTCCGTTTGTACC        |

**Table S1. Sequences of Oligonucleotides. Related to STAR Methods.**

# Supplementary material for: Cutaneous Immune Cell-Microbiota Interactions Are Controlled by Epidermal JunB/AP-1
**Source:** Cell Rep. 2019 Oct 22;29(4):844–859.e3. doi: 10.1016/j.celrep.2019.09.042
**Supplement:** Document S2. Article plus Supplemental Information

# Cutaneous Immune Cell-Microbiota Interactions Are Controlled by Epidermal JunB/AP-1

## Graphical Abstract

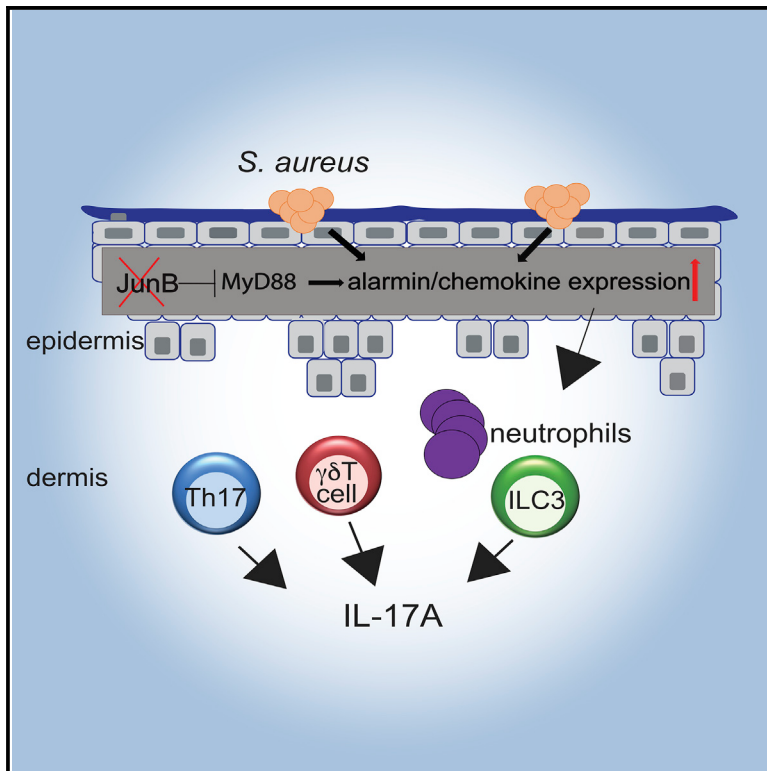

## Authors

Özge Uluçkan, Maria Jiménez, Ben Roediger, ..., Kevin Troulé, Wolfgang Weninger, Erwin F. Wagner

## In Brief

Atopic dermatitis is a complex, multifactorial inflammatory skin disease. Uluçkan et al. show that *JunB*<sup>Δep</sup> mice display several hallmarks of AD, including *S. aureus* colonization. The authors characterize the immune responses to *S. aureus* and show that the adaptive immune system is required for protection against *S. aureus* colonization.

## Highlights

- *JunB*<sup>Δep</sup> mice display several defining features of atopic dermatitis
- Skin of *JunB*<sup>Δep</sup> mice are colonized by human-derived *S. aureus*
- Adaptive immune system is necessary for protection against *S. aureus*
- JunB is an upstream regulator of the microbiota-immune cell interactions

# Cutaneous Immune Cell-Microbiota Interactions Are Controlled by Epidermal JunB/AP-1

Özge Uluçkan,<sup>1,6,8,\*</sup> Maria Jiménez,<sup>1</sup> Ben Roediger,<sup>2,6</sup> Jakob Schnabl,<sup>1,7</sup> Lucía T. Díez-Córdova,<sup>1</sup> Kevin Troulé,<sup>3</sup> Wolfgang Weninger,<sup>2,4</sup> and Erwin F. Wagner<sup>1,4,5,\*</sup>

<https://doi.org/10.1016/j.celrep.2019.09.042>

## SUMMARY

Atopic dermatitis (AD) is a multi-factorial skin disease with a complex inflammatory signature including type 2 and type 17 activation. Although colonization by *S. aureus* is common in AD, the mechanisms rendering an organism prone to dysbiosis, and the role of IL-17A in the control of *S. aureus*-induced skin inflammation, are not well understood. Here, we show several pathological aspects of AD, including type 2/type 17 immune responses, elevated IgE, barrier dysfunction, pruritus, and importantly, spontaneous *S. aureus* colonization in *JunB*<sup>Δ<sup>ep</sup></sup> mice, with a large transcriptomic overlap with AD. Additionally, using *Rag1*<sup>−/−</sup> mice, we demonstrate that adaptive immune cells are necessary for protection against *S. aureus* colonization. Prophylactic antibiotics, but not antibiotics after established dysbiosis, reduce IL-17A expression and skin inflammation, examined using *Il17a-eGFP* reporter mice. Mechanistically, keratinocytes lacking JunB exhibit higher MyD88 levels *in vitro* and *in vivo*, previously shown to regulate *S. aureus* colonization. In conclusion, our data identify JunB as an upstream regulator of microbiota-immune cell interactions and characterize the IL-17A response upon spontaneous dysbiosis.

## INTRODUCTION

Atopic dermatitis (AD) is a debilitating, chronic inflammatory skin disease affecting 15%–20% of children and up to 10% of adults (Weidinger et al., 2018). AD is characterized by epidermal hyperplasia, infiltration of innate and adaptive immune cells into the dermis, severe pruritus, and *S. aureus* colonization and superin-

fections (Geoghegan et al., 2018; Weidinger et al., 2018). The pathogenesis of AD is not well understood, although barrier defects, microbial dysbiosis, genetic predisposition, and environmental factors are thought to contribute to disease.

Transcriptomic analysis of AD patient biopsies has shown enrichment for type 2 immune pathways, the importance of which is highlighted by the efficacy of dupilumab, an IL-4R $\alpha$  antibody that inhibits IL-4 and IL-13 signaling in AD patients (Simpson et al., 2016). However, higher levels of IL-17 and upregulation of the IL-17 signaling pathway have also been observed in AD (Koga et al., 2008; Werfel et al., 2016). Interestingly, transcriptomic analysis comparing pediatric and adult AD skin biopsies showed more dominant Th17 pathway activation in pediatric patients, which accompanied higher levels of IL-36 expression (Brunner et al., 2018). Whether the increase in IL-17 observed in AD is protective or pathological remains to be determined. In inflammatory bowel disease, IL-17A has been shown to be protective for the barrier (Uluçkan and Wagner, 2017), and animal studies similarly suggest that IL-17A and its receptor maintain the skin barrier function (Naik et al., 2015; Floudas et al., 2017). In addition, IL-17A is postulated to lead to increased anti-microbial production from epithelial cells, which is lower in AD compared with psoriasis (Uluçkan and Wagner, 2017). Consistent with this, recombinant IL-17A given at the time of *S. aureus* challenge rescues the increased inflammation observed in TCR $\gamma\delta$  T cell-deficient mice, suggesting a protective role of IL-17A in *S. aureus*-induced skin inflammation (Cho et al., 2010). Furthermore, IL-17A-secreting dendritic cells interacting with the skin microbiota have been shown to be essential to protect the skin from *S. aureus* infections (Naik et al., 2015). These studies suggest a protective role of IL-17A signaling in *S. aureus* colonization, through effects of the commensal bacteria. In contrast, mice lacking IL-17A/F have reduced skin inflammation upon *S. aureus* challenge, implicating a complex role of IL-17A during dysbiosis (Liu et al., 2017; Nakagawa et al., 2017). Therefore, the role of IL-17 remains unclear in cutaneous dysbiosis and AD, and further studies are needed to better

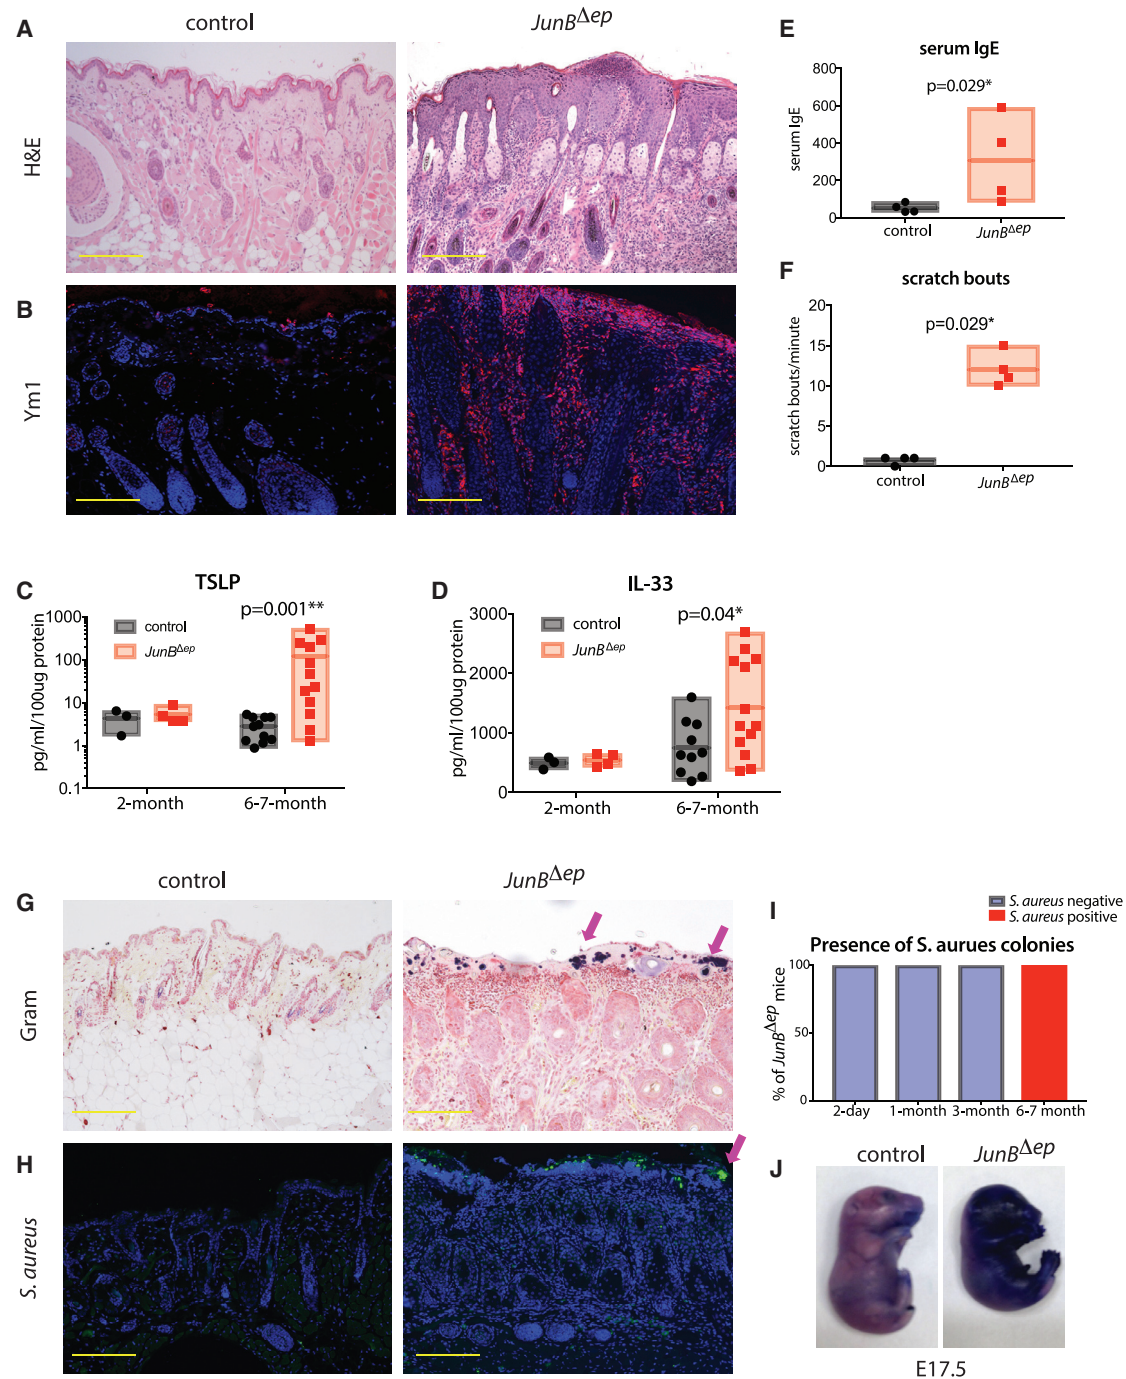

**Figure 1. Spontaneous *S. aureus* Colonization with AD Features Is Observed in *JunB<sup>Δep</sup>* Mice**

(A) Representative images of H&E staining of skin from control and *JunB<sup>Δep</sup>* mice at 6–7 months of age (n > 10 per genotype). The yellow scale bar indicates 200  $\mu$ m.

(B) Representative images of Ym1 staining of skin from control and *JunB<sup>Δep</sup>* mice at 6–7 months (n = 4, 4).

(C) TSLP levels in skin lysates of control and *JunB<sup>Δep</sup>* mice at 2 (n = 3, 4) and 6–7 months (n = 11, 12).

(D) IL-33 levels in skin lysates of control and *JunB<sup>Δep</sup>* mice at 2 (n = 3, 4) and 6–7 months (n = 11, 12).

(E) Serum IgE levels of control and *JunB<sup>Δep</sup>* mice at 6–7 months of age (n = 4, 4).

(F) Scratch bouts of control and *JunB<sup>Δep</sup>* mice at 6–7 months of age (n = 4, 4).

(G) Representative images of Gram staining of skin from control and *JunB<sup>Δep</sup>* mice at 6–7 months (n > 10 per genotype). Arrows indicate Gram-positive colonies of bacteria. The yellow scale bar indicates 200  $\mu$ m.

(legend continued on next page)

understand how this cytokine interacts with type 2 inflammation, barrier defects and the microbiota.

There is strong evidence to suggest that *S. aureus* exacerbates AD (Chen et al., 2018; Geoghegan et al., 2018). *S. aureus* colonization is observed at a higher frequency in lesional skin, and bacterial load correlates with disease severity (Gong et al., 2006). However, it remains unclear whether *S. aureus* colonization is a cause or a consequence of AD pathology. The heterogeneity of the skin microbiome, which influences *S. aureus* colonization, varies depending on the body site and further complicates investigations into the role of *S. aureus* in AD (Kong et al., 2012). Thus, the question of whether dysbiosis precedes *S. aureus* infection and type 2 immune activation or is secondary to barrier perturbation, resulting in type 2 immune activation, remains unresolved. A recent study showed that dysbiosis can be detected before the onset of inflammatory lesions in children, suggesting that *S. aureus* colonization might be causal to AD (Meylan et al., 2017).

The molecular mechanisms leading to *S. aureus* colonization and superinfections in AD patients remains poorly understood. Two recent studies identified an important role for MyD88 signaling in *S. aureus* colonization in mice (Liu et al., 2017; Nakagawa et al., 2017). However, whereas Liu et al. (2017) suggested that deletion of MyD88 in keratinocyte reduces disease burden, Nakagawa et al. (2017) concluded that MyD88 signaling in T cells is sufficient to control *S. aureus* colonization and skin inflammation. Both studies demonstrated IL-17A production downstream of *S. aureus* and that IL-17A/F double-knockout mice have reduced *S. aureus* colonization. These effects are attributed to the secretion of IL-1 family members from keratinocytes, particularly IL-36 $\alpha$ . However, these studies are limited by the challenge method of *S. aureus* administration, which does not reflect the natural development of dysbiosis reported in AD. Indeed, a major impediment to our understanding of dysbiosis has been the paucity of mouse models with spontaneous *S. aureus* colonization. Mice lacking the membrane protease ADAM-17 are prone to cutaneous dysbiosis and AD-like skin inflammation, and Kobayashi et al. (2015) exploited this observation to demonstrate that *Corynebacterium bovis* induces type 2 inflammation, whereas *S. aureus* exacerbates disease. Nevertheless, several outstanding questions regarding the role keratinocytes and T cells in dysbiosis-induced inflammation and the regulation and cellular sources of IL-17A within the skin remain unsolved.

Here we show that mice with epidermal deletion of JunB/AP-1 exhibit spontaneous skin inflammation with several hallmarks of AD, including high IgE, barrier dysfunction, type 2 inflammation, pruritus, and, critically, spontaneous *S. aureus* colonization. Using this mouse model of cutaneous dysbiosis, we demonstrate a critical role for the adaptive immune system in preventing superinfections and investigate the effect of prophylactic and post-infection antibiotic treatment. Mechanistically, we explored the relationship

between *S. aureus* colonization and IL-17A production within the skin and report an important role for JunB in regulating MyD88 expression within keratinocytes. Our data resolve outstanding questions about the role of *S. aureus* in eczematous inflammation and describe a model of spontaneous dysbiosis with chronic inflammation.

## RESULTS

### Spontaneous *S. aureus* Colonization with AD-like Features Is Observed in *JunB*<sup>Δep</sup> Mice

We have previously shown that *JunB*<sup>Δep</sup> mice, which have a deletion of *JunB* in K5-expressing cells, exhibit spontaneous chronic skin inflammation with concurrent bone loss through IL-17 signaling (Uluçkan and Wagner, 2016; Meixner et al., 2008; Pflegerl et al., 2009; Uluçkan et al., 2016; Singh et al., 2018). Upon further characterization of the skin inflammation of these mice, we observed spontaneous *S. aureus* colonization, a hallmark of AD. As mouse models of AD with spontaneous dysbiosis and clinical translatability are currently lacking (Jin et al., 2009; Ewald et al., 2017), we further investigated the pathophysiological characteristics of skin inflammation in these mice. *JunB*<sup>Δep</sup> mice develop severe skin inflammation with hyperkeratosis and immune cell infiltration by 6 months of age (Figure 1A). We show that *JunB*<sup>Δep</sup> skin has infiltration of Ym1-positive cells (Figure 1B), increased TSLP and IL-33 levels in skin (Figures 1C and 1D), elevated serum IgE (Pflegerl et al., 2009) (Figure 1E), and significant pruritus (Figure 1F), all important hallmarks of type 2 inflammation and AD (Welch et al., 2002; Nair et al., 2003; Bird, 2005; Cevikbas and Steinhoff, 2012; Doherty et al., 2013; Wilson et al., 2013; Turner and Zhou, 2014).

Additionally, Gram staining and immunofluorescence analysis using a specific *S. aureus* antibody showed extensive colonization by Gram-positive *S. aureus* on the skin surface of *JunB*<sup>Δep</sup> mice (Figures 1G and 1H). We confirmed the identity of the Gram-positive bacteria to be *S. aureus* by growth and fermentation (yellow appearance) on mannitol-salt agar plates, a specific ability of *S. aureus* (Figure S1A), and measured colony-forming units (CFUs) of *S. aureus* (Figure S1B). We also isolated single colonies and carried out PCR with *S. aureus*-specific primers, as well as *S. aureus*-specific gyrase (*gyr*) (Figure S1C). At 6–7 months of age, 100% of *JunB*<sup>Δep</sup> mice had *S. aureus* colonization and skin inflammation, whereas up to 3 months of age, no *S. aureus* colonization was observed (Figure 1I). To determine the kinetics of dysbiosis in these mice, we carried out Gram staining, coupled with immunofluorescence for keratin 6 as a marker of early inflammatory signals on keratinocytes at 2 days, 1 month, and 3 months post-birth. We observed sporadic Gram-negative colonies with surrounding keratinocytes positively stained for keratin 6, suggesting that prior to the colonization of *S. aureus*, some Gram-negative bacteria might be present in *JunB*<sup>Δep</sup> skin (Figure S2).

(H) Representative images of *S. aureus* immunofluorescence staining of skin from control and *JunB*<sup>Δep</sup> mice at 6–7 months ( $n > 10$  per genotype). Arrow indicates *S. aureus* colonies.

(I) Percentage of *JunB*<sup>Δep</sup> mice positive for *S. aureus* colonization, as assessed by IF for *S. aureus*.

(J) Outside-in barrier assay using toluidine blue dye at embryonic day 17.5 ( $n = 6, 6$ ).

To determine the origin of *S. aureus* colonizing the skin of *JunB<sup>Δep</sup>* mice, we carried out PCR analysis for genes that are human specific and rarely found in murine-adapted strains (Holtfreter et al., 2013). These include the immune invasion gene cluster including staphylokinase (*sak*) and staphylococcal complement inhibitor (*scn*) and a human-specific prophase integrase-gene, *sa3int*. In addition, we also analyzed the presence of *mecA*, the gene responsible for methicillin resistance (Figure S1C). Most of the colonies isolated from *JunB<sup>Δep</sup>* skin were positive for *sak*, *scn*, and *sa3int* but were negative for *mecA*, indicating that these bacteria are most likely human adapted but not methicillin resistant. These data suggest that dysbiosis allows *S. aureus*, originating presumably from caretakers, to colonize the skin of *JunB<sup>Δep</sup>* mice.

Barrier defects are a major hallmark of AD pathology and could explain the dysbiosis in *JunB<sup>Δep</sup>* mice (De Benedetto et al., 2011; Weidinger et al., 2018). We therefore evaluated barrier function in *JunB<sup>Δep</sup>* mice. Lesional skin from *JunB<sup>Δep</sup>* mice exhibited significant trans-epidermal water loss, similar to AD (Figure S1D). Levels of loricrin, a component of the cornified cell envelope, were also lost in lesional areas in *JunB<sup>Δep</sup>* mouse skin, consistent with compromised barrier function (Figure S1E). To investigate whether this was due to the absence of JunB or secondary to the skin inflammation, we examined *JunB<sup>Δep</sup>* mouse skin prior to the onset of skin inflammation, specifically during embryonic development and neonatal life. We first evaluated *JunB<sup>Δep</sup>* mice pre-birth, at embryonic day 17.5, when the skin barrier is already formed. Skin barrier function was evaluated using a well-established protocol (Indra and Leid, 2011) in which embryos were dipped into toluidine blue and assessed for skin penetrance. By this assay, we observed marked toluidine blue indicative of defective barrier function in *JunB<sup>Δep</sup>* mice (Figure 1J). To assess barrier function post-birth, we measured trans-epidermal water loss. Surprisingly, at 1 and 7 days post-birth, the skin barrier appeared intact in the *JunB<sup>Δep</sup>* mice, suggesting compensatory mechanisms (Figure S1D). Furthermore, we used the biotin diffusion assay (Schmitz et al., 2015), whereupon fluorescently labeled biotin was injected subcutaneously and the leakage of biotin past the tight junctions was evaluated 1 day post-birth. We observed that the injected biotin co-localized with occludin, staining the tight junctions, suggesting intact inside-out barrier function (Figure S1F). Occludin expression was more prominent in *JunB<sup>Δep</sup>* mice compared with controls, consistent with a compensatory strengthening of tight junction formation. These data suggest that JunB is important for skin barrier function transiently before birth.

#### Overlapping Transcriptomic Signature with Human AD and Both Type 2 and Type 17 Immune Activation Are Observed in Lesional Skin of *JunB<sup>Δep</sup>* Mice

Our results indicated that *JunB<sup>Δep</sup>* mice exhibited clinical and histopathological similarities with cutaneous dysbiosis and AD. To determine whether the pathological features of *JunB<sup>Δep</sup>* skin were transcriptionally similar to AD, we carried out RNA sequencing analysis from lesional skin of *JunB<sup>Δep</sup>* mice at 6 months of age. Whole skin was isolated from three *JunB<sup>Δep</sup>* mice and three controls. Total skin was lysed and mRNA extracted and subjected to RNA sequencing. We identified 615

differentially expressed genes (DEGs) with a false discovery rate (FDR) value of <0.05 between *JunB<sup>Δep</sup>* and controls. These DEGs included genes involved in the immune/inflammatory response, cytokine signaling, keratinization, and regulation of defense responses, consistent with a chronic inflammatory skin phenotype with bacterial colonization, similar to what is observed in AD (Weidinger et al., 2018) (Figure 2A). Importantly, several pathways dysregulated in AD were also upregulated in our dataset, including IL-5, IL-23, IL-17, and Jak-Stat signaling pathways (Figure 2B), noteworthy because many of these pathways are presently under clinical investigation for the treatment of AD (Paller et al., 2017). We then carried out gene set enrichment analysis, comparing the *JunB<sup>Δep</sup>* skin transcriptome with the MADAD (meta-analysis-derived AD) gene signature (Ewald et al., 2015), a meta-analysis-derived DEG list from human AD skin. We found a statistically significant positive correlation between the *JunB<sup>Δep</sup>* skin and the MADAD transcriptome (Figure 2C, left).

To further investigate the immune responses in these mice, we compared the transcriptomic signature of lesional *JunB<sup>Δep</sup>* skin with publicly available datasets investigating keratinocyte responses to two major pro-inflammatory cytokines present in AD, IL-4, and IL-17A. Strikingly, we observed a statistically significant positive correlation for both of these signatures to *JunB<sup>Δep</sup>* skin, indicating that both type 2 and type 17 immune responses are active in *JunB<sup>Δep</sup>* skin (Figure 2C, middle and right). A recent report comparing psoriasis and AD showed extensive overlap of these two diseases at the transcriptomic level (Tsoi et al., 2019). We evaluated whether expression of some of the genes selectively regulated in AD, such as *Duox1*, *Il13ra2*, *Stac2*, as well as other genes implicated in AD pathogenesis in mice or humans such as *Tslp*, *Aqp3*, *Il4ra*, *Nod2*, *Osm*, *Slc4a11*, *Mmp13*, and *Serpina3* were altered in *JunB<sup>Δep</sup>* mice (Olsson et al., 2006; Cianferoni and Spergel, 2014; Miyai et al., 2016; Weidinger et al., 2018). We observed an upregulation of a large proportion of these genes in *JunB<sup>Δep</sup>* mice (Figure 2D). Moreover, we observed a statistically significant correlation of the transcriptome of *JunB<sup>Δep</sup>* skin with that of ADAM17<sup>Δep</sup> mice, recently published to model the AD transcriptome (Woodring et al., 2018) (Figure 2E).

Collectively, these data show that *JunB<sup>Δep</sup>* mice have skin inflammation with hallmarks of AD both at the phenotypic and at the molecular level.

#### Skin Inflammation and *S. aureus* Colonization Are Exacerbated in the Absence of Adaptive Immunity

We then conducted a detailed analysis of the immune cells in the skin of *JunB<sup>Δep</sup>* mice pre- and post-lesion development, which demonstrated involvement of both the innate and adaptive immune systems. Specifically, we observed increased monocytes, neutrophils, TCRαβ T cells, and TCRγδ T cells in *JunB<sup>Δep</sup>* mice (Figures 3A–3C). Interestingly, TCRαβ and TCRγδ T cells were increased prior to epidermal hyperplasia, whereas neutrophils and monocytes were increased at later stages of disease (Figures 3A–3C). Furthermore, group 2 innate lymphoid cells (ILC2s), which produce IL-13 and have been proposed to contribute to the pathogenesis of AD (Kim et al., 2013; Roediger et al., 2013; Salimi et al., 2013), were also increased before

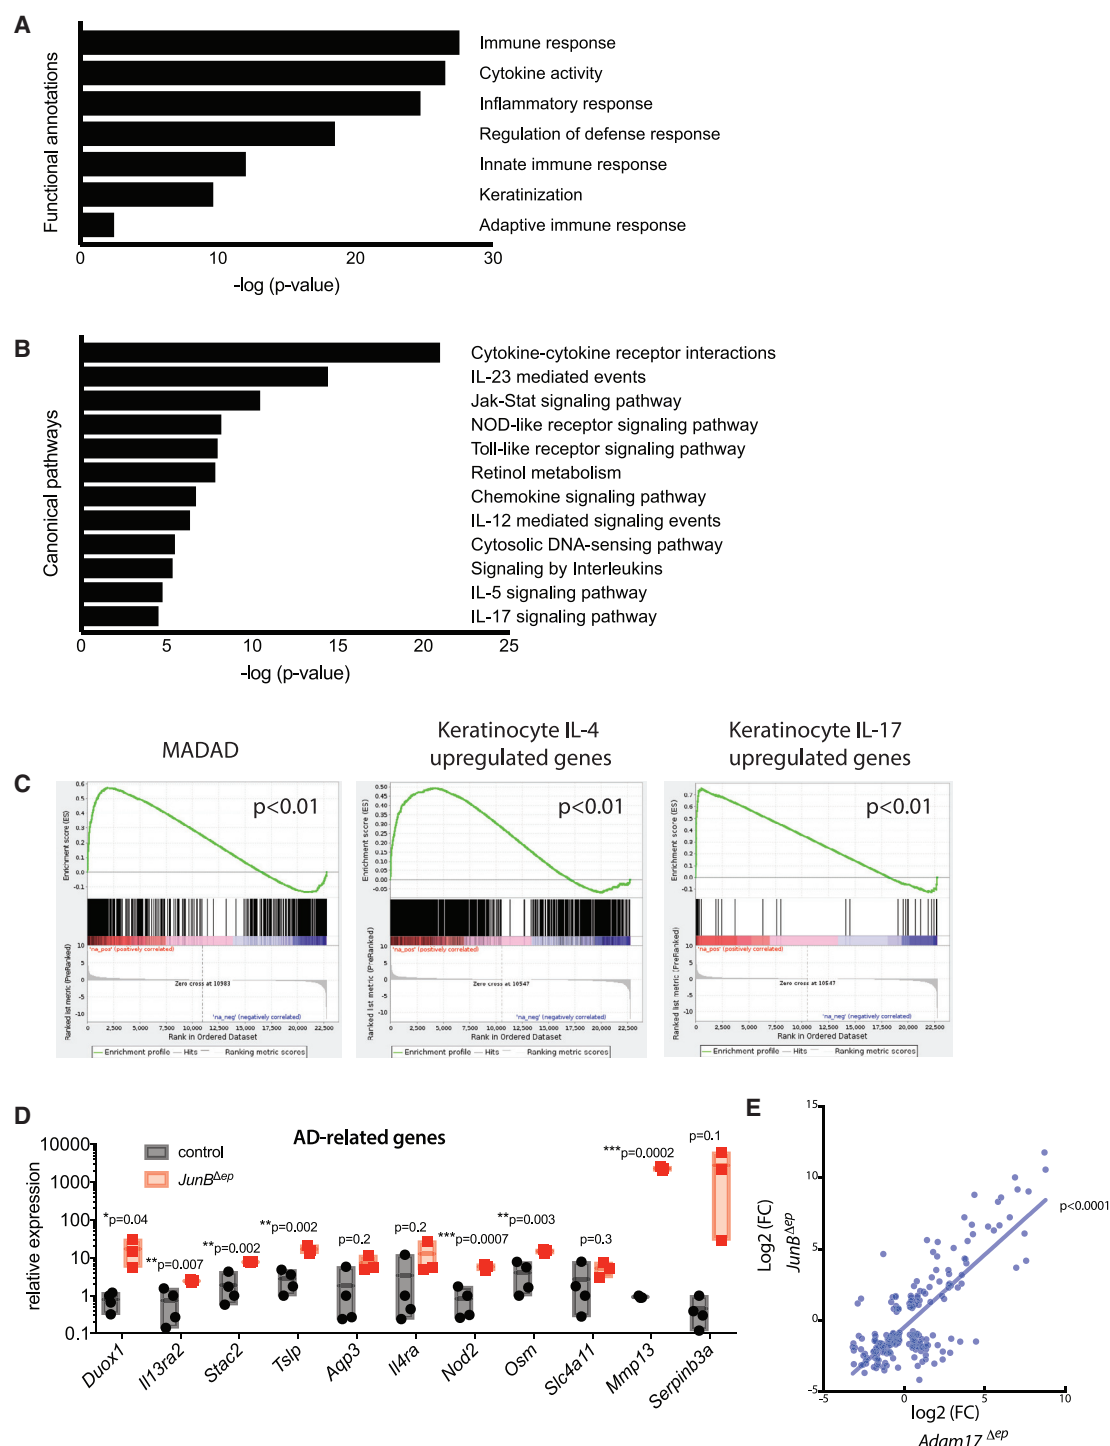

**Figure 2. Lesional Skin from *JunB*<sup>Δep</sup> Mice Shows Overlapping Transcriptomic Signature with Human AD, with Both Type 2 and Type 17 Immune Activation**

(A) Functional annotations derived from RNA sequencing (RNA-seq) analysis of skin from control (n = 3) and *JunB*<sup>Δep</sup> mice (n = 3).

(B) Canonical pathways derived from RNA-seq analysis of skin from control (n = 3) and *JunB*<sup>Δep</sup> mice (n = 3).

(C) Gene set enrichment analysis (GSEA) showing positive correlations with MADAD (meta-analysis-derived AD) signature, IL-4- and IL-17-responsive genes in keratinocytes.

(D) Expression levels of genes implicated in AD pathology, as assessed by qPCR.

(E) Correlation of transcriptomic changes of commonly expressed genes in *JunB*<sup>Δep</sup> mice versus *Adam17*<sup>Δep</sup> mice (Woodring et al., 2018).

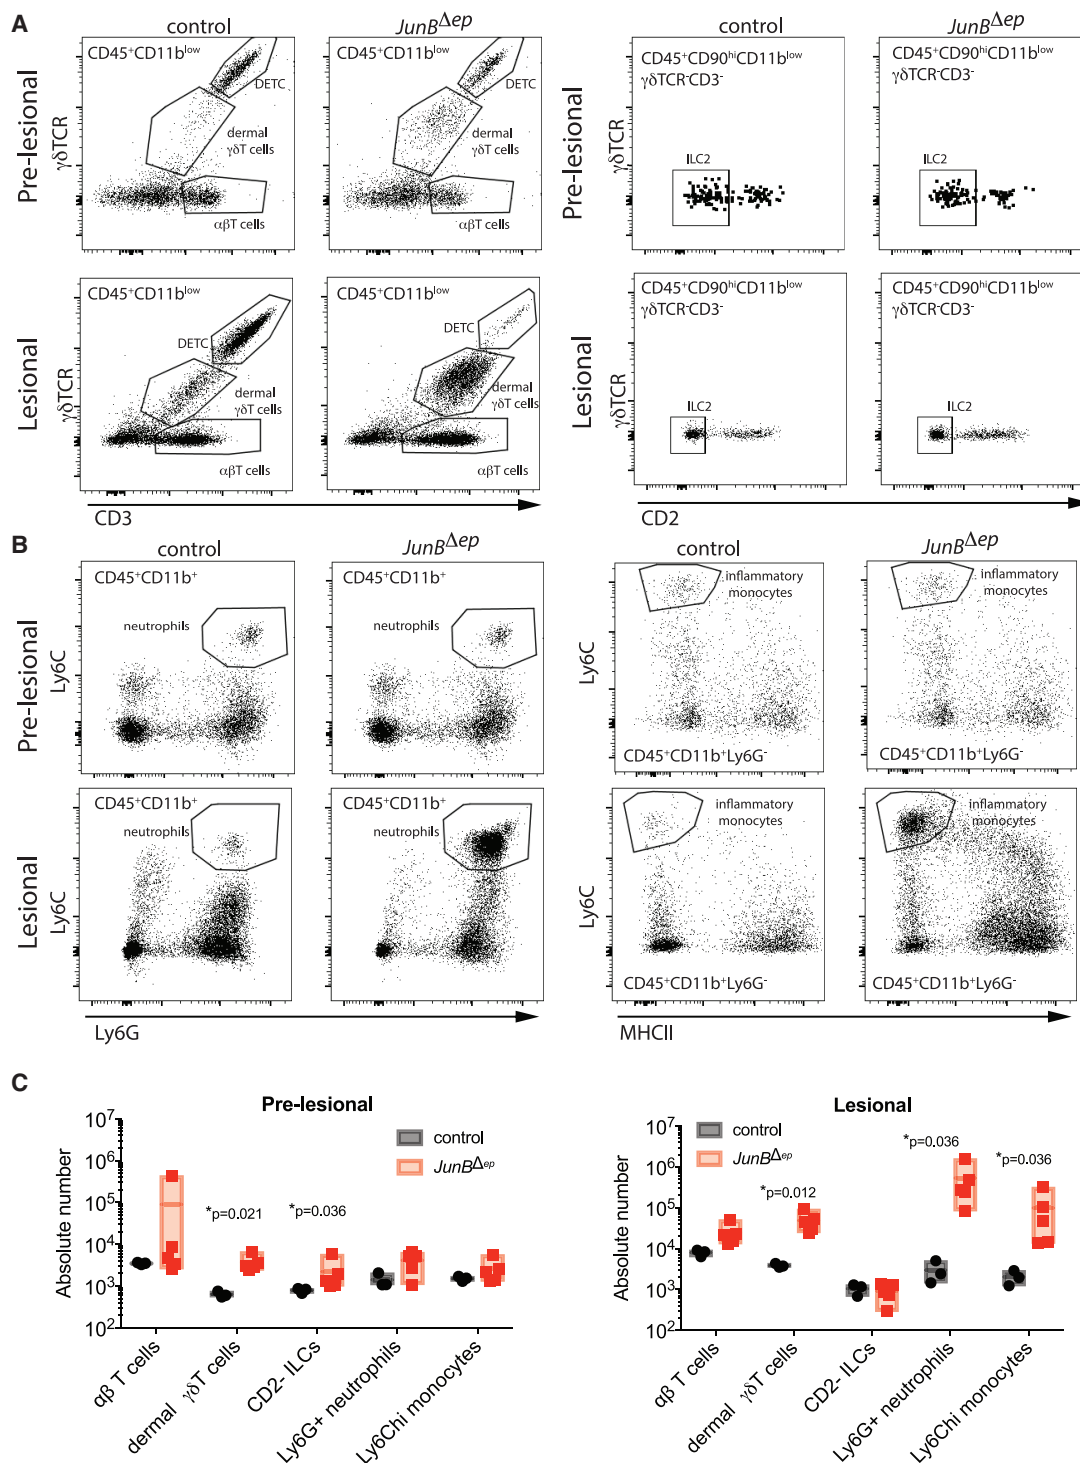

epidermal hyperplasia, but their numbers normalized as inflammation worsened (Figure 3C).

The role of T cells in cutaneous dysbiosis and AD pathogenesis remains incompletely understood. Generally, it is considered that type 2 inflammatory cytokine production by T cells enables *S. aureus* colonization and that *S. aureus*-derived superantigens activate T cells in the skin to promote inflammation (Bieber, 2008). In contrast, IL-17 production by T cells is likely to serve anti-*S. aureus* function, partially via upregulation of anti-microbial proteins (Cho et al., 2010). To investigate whether T cells exacerbated or ameliorated inflammation in *JunB<sup>Δep</sup>* mice with spontaneous dysbiosis, we crossed these mice to *Rag1<sup>-/-</sup>* mice, which lack mature T and B cells. Strikingly, *JunB<sup>Δep</sup>Rag1<sup>-/-</sup>* mice developed exacerbated skin inflammation at an earlier time point with higher *S. aureus* load (Figure 4A). In ~15% of *JunB<sup>Δep</sup>Rag1<sup>-/-</sup>* mice, *S. aureus* caused superinfections and botryomycosis (data not shown). We observed an increase in the number of mast cells by toluidine blue staining and Langerhans cells by langerin staining in *JunB<sup>Δep</sup>Rag1<sup>-/-</sup>* skin (Figure 4A). Importantly, we observed equal or higher amounts of pro-inflammatory cytokines in the 3-month-old *JunB<sup>Δep</sup>Rag1<sup>-/-</sup>* (lesional skin) mice compared with *JunB<sup>Δep</sup>* mice (pre-lesional skin), including elevated IL-4, IL-1β, and IL-22, as well as alarmins and the anti-microbial proteins beta-defensin 14, Lipocalin-2 (Lcn-2), and S100A9 (Figure 4B), confirming that the inflammatory mediators appear earlier in *JunB<sup>Δep</sup>Rag1<sup>-/-</sup>* compared with *JunB<sup>Δep</sup>* mice.

These data suggest that T cells are important for controlling *S. aureus* in *JunB<sup>Δep</sup>* mice, presumably via IL-17A production, even though we cannot exclude the role of B cells, also absent in *Rag1<sup>-/-</sup>* mice. Consistent with this hypothesis, *JunB<sup>Δep</sup>* mice had higher serum IL-17A levels compared with *JunB<sup>Δep</sup>Rag1<sup>-/-</sup>* mice (Figure 4C). IL-17A can be produced by both TCRαβ T cells and TCRγδ T cells, as well as ILC3s (Suzumura et al., 2011; Spits et al., 2013; Ebbo et al., 2017). To determine the cell type(s) responsible for IL-17A production in *JunB<sup>Δep</sup>* mice, we crossed these mice to an *Il17a*-eGFP reporter mouse (Lee et al., 2012). In these mice, cells expressing *Il17a* express GFP, which is readily detectable using flow cytometry. We observed basal *Il17a*-eGFP expression by skin-resident TCRγδ T cells but not TCRαβ T cells in control mice and a massive upregulation of *Il17a* expression by both TCRγδ and TCRαβ T cells (Th17 cells) in *JunB<sup>Δep</sup>* skin (Figure 4D).

IL-17 can also be produced by ILC3s (Ebbo et al., 2017). Cytokine production by ILC3s has been shown to be capable of compensating for the absence of T cells to prevent colonic infection with *Citrobacter rodentium* (Rankin et al., 2016). We observed only modest *Il17a* expression in skin ILCs in (Rag-sufficient) *JunB<sup>Δep</sup>* skin (Figure 4E). However, we were interested in determining whether this changed in the absence of T cells. We therefore examined IL-17A expression in *JunB<sup>Δep</sup>Rag1<sup>-/-</sup>* mice on a *Il17a*-eGFP reporter background. In these mice, we observed *Il17a*-eGFP expression only in ILCs, presumably ILC3s. However, these *Il17a<sup>+</sup>* ILC3s were substantially less abundant than *Il17a<sup>+</sup>* T cells in (Rag-sufficient) *JunB<sup>Δep</sup>* skin (Figure 4C). This was confirmed in unbiased t-Distributed

Stochastic Neighbor Embedding (t-SNE) analysis of the *Il17a*-eGFP<sup>+</sup> cells in *JunB<sup>Δep</sup>* and *JunB<sup>Δep</sup>Rag1<sup>-/-</sup>* mice, which indicated an increase in the number of GFP<sup>+</sup> ILC3s in *JunB<sup>Δep</sup>Rag1<sup>-/-</sup>* mice relative to *JunB<sup>Δep</sup>* mice that was nevertheless substantially short of the T cell response observed in Rag-sufficient mice (Figure 4E).

To determine whether ILC3s can compensate for T cells in a setting where IL-17A is potently induced, we topically administered imiquimod (IMQ) to Rag-sufficient or *Rag1<sup>-/-</sup>* mice for 5 days. We observed *Il17a*-eGFP expression in Th17, TCRγδ, and ILCs upon IMQ administration to Rag-sufficient mice (Figures S3A and S3B). However, in *Rag1<sup>-/-</sup>* mice, the *Il17a*-eGFP expression in ILC3s was not increased. Thus, this limited capacity for *Il17a<sup>+</sup>* ILC3s to compensate for T cells was observed in both settings (i.e., *JunB<sup>Δep</sup>Rag1<sup>-/-</sup>* and following topical treatment with IMQ, a potent stimulator of IL-17) (Figure S3C).

In summary, in the absence of the adaptive immune system, *S. aureus* colonization and skin inflammation were accelerated and exacerbated, and this correlated with diminished IL-17A production within the skin.

### Prophylactic Antibiotics Reduce Skin Inflammation before Microbial Dysbiosis

Antibiotics are often used in AD patients with limited efficacy, hypothesized to be due to lack of specificity to *S. aureus* and possibly lack of effect on *S. aureus* killing (Williams et al., 2017). Indeed, understanding of the role of microbial dysbiosis in AD is confounded by variable response to antibiotic treatment. Thus, whether *S. aureus* colonization is causal or a consequence of type 2 inflammation remains to be answered. To investigate the pathological role of *S. aureus* colonization in the skin inflammation observed in *JunB<sup>Δep</sup>* mice, we treated these mice with antibiotics pre- and post-*S. aureus* colonization. We used the *JunB<sup>Δep</sup>* mice crossed to *Il17a*-GFP reporter mice to analyze IL-17A responses. Mice were put on antibiotics in their drinking water at weaning and observed until their non-antibiotic-treated counterparts developed skin inflammation (6–7 months). Importantly, at 1 month of age, no colonization of *S. aureus* was observed, even though some colonies of Gram-negative bacteria were observed in *JunB<sup>Δep</sup>* skin (data not shown). We observed a strong amelioration of the skin inflammatory phenotype in *JunB<sup>Δep</sup>* mice treated with antibiotics, with reduced hyperkeratosis and decreased immune cell infiltration (Figure 5A). Gram staining identified decreased to non-detectable Gram-positive colonization on the skin of mice treated with antibiotics (Figure 5A). Swabs taken from the skin of mice and grown on blood agar plates showed reduced *S. aureus* burden in mice treated with antibiotics (Figure 5B). Detailed flow cytometry analysis of the skin of these mice demonstrated decreased IL-17A-producing γδT cells as well as Th17 cells and ILCs (Figures 5C–5E). We also observed a drop in the number of neutrophils and inflammatory macrophages in the skin of *JunB<sup>Δep</sup>* mice treated with antibiotics before the development of skin inflammation and *S. aureus* colonization. These data suggest that *S. aureus* colonization contributes to the development of chronic skin inflammation in *JunB<sup>Δep</sup>* mice.

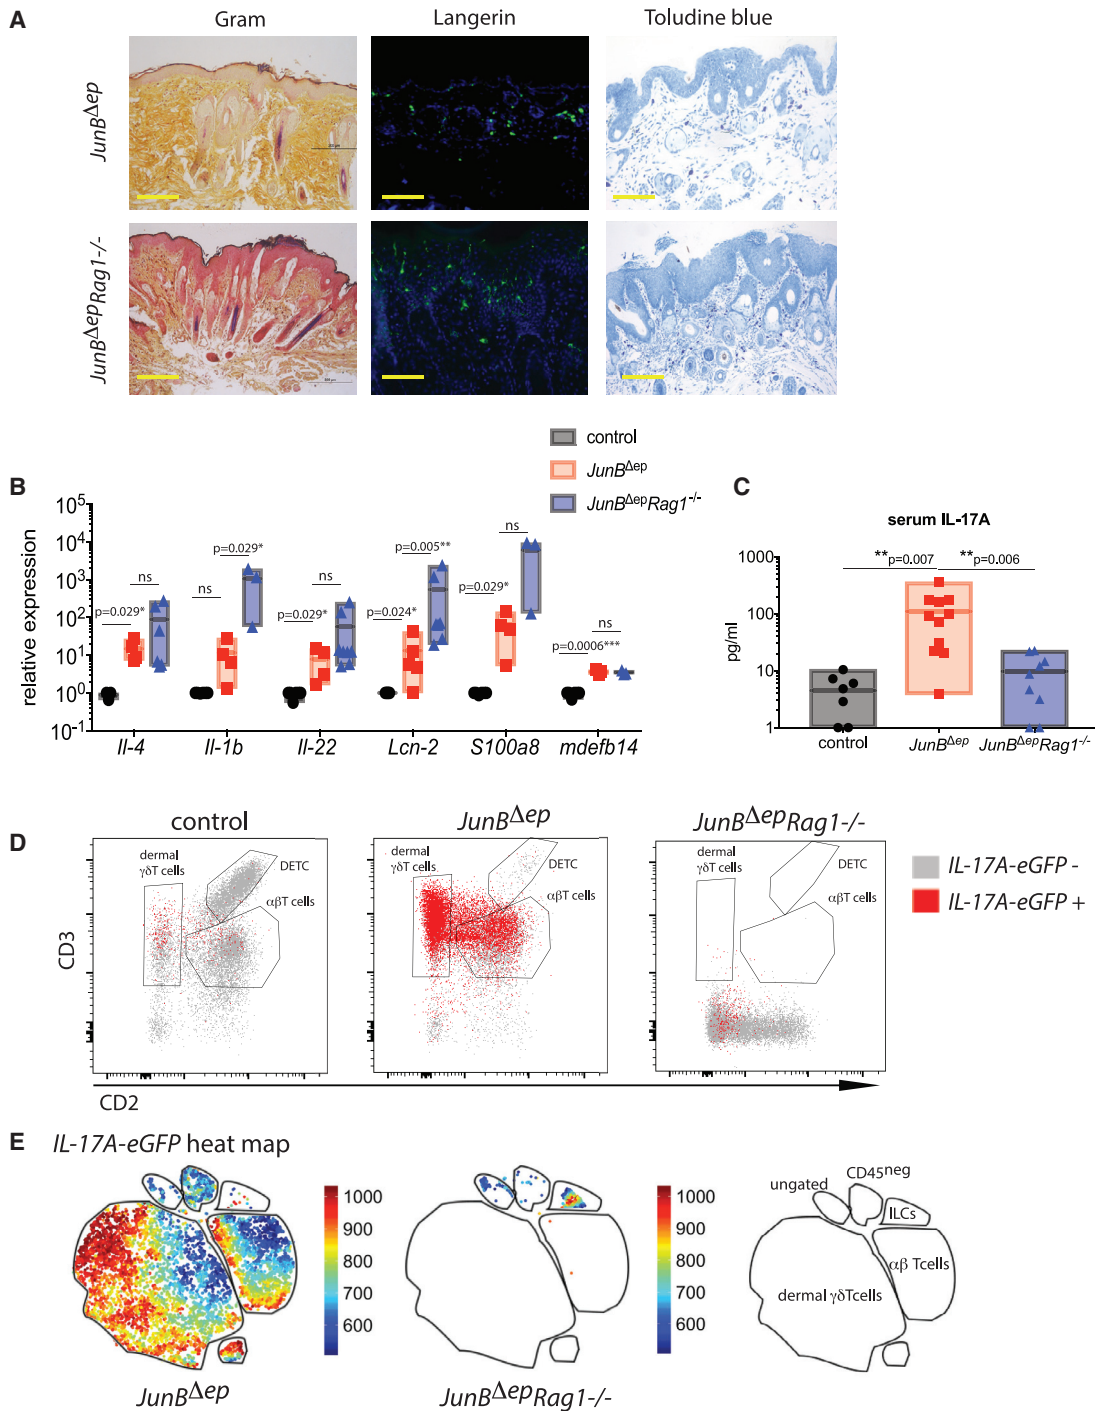

**Figure 4. Skin Inflammation and *S. aureus* Colonization Are Exacerbated in the Absence of Adaptive Immunity**

(A) Representative images of Gram, langerin, and toluidine blue of skin in *JunB<sup>Δep</sup>* and *JunB<sup>Δep</sup>Rag1<sup>-/-</sup>* mice at 3 months of age ( $n = 6, 6$ ). The yellow scale bar indicates 200  $\mu$ m.

(B) Relative expression levels of pro-inflammatory cytokines in the skin of *JunB<sup>Δep</sup>* and *JunB<sup>Δep</sup>Rag1<sup>-/-</sup>* mice at 3 months of age compared with controls ( $n = 3, 5, 6$ ).

(C) Serum IL-17A levels in *JunB<sup>Δep</sup>* and *JunB<sup>Δep</sup>Rag1<sup>-/-</sup>* mice at 3 months of age compared with controls ( $n = 7, 11, 9$ ).

(D) Representative flow cytometry plots with GFP+ cells overlaid in the skin of *JunB<sup>Δep</sup>* and *JunB<sup>Δep</sup>Rag1<sup>-/-</sup>* mice at 4 months of age compared with controls. The cells shown are gated on CD45<sup>+</sup>CD90<sup>+</sup>CD11b<sup>-</sup>.

(E) Heatmaps showing IL-17A expression on t-SNE plots from total IL-17A-eGFP+ cells. The map on the right is created using conventional gating, as described in Figure 2.

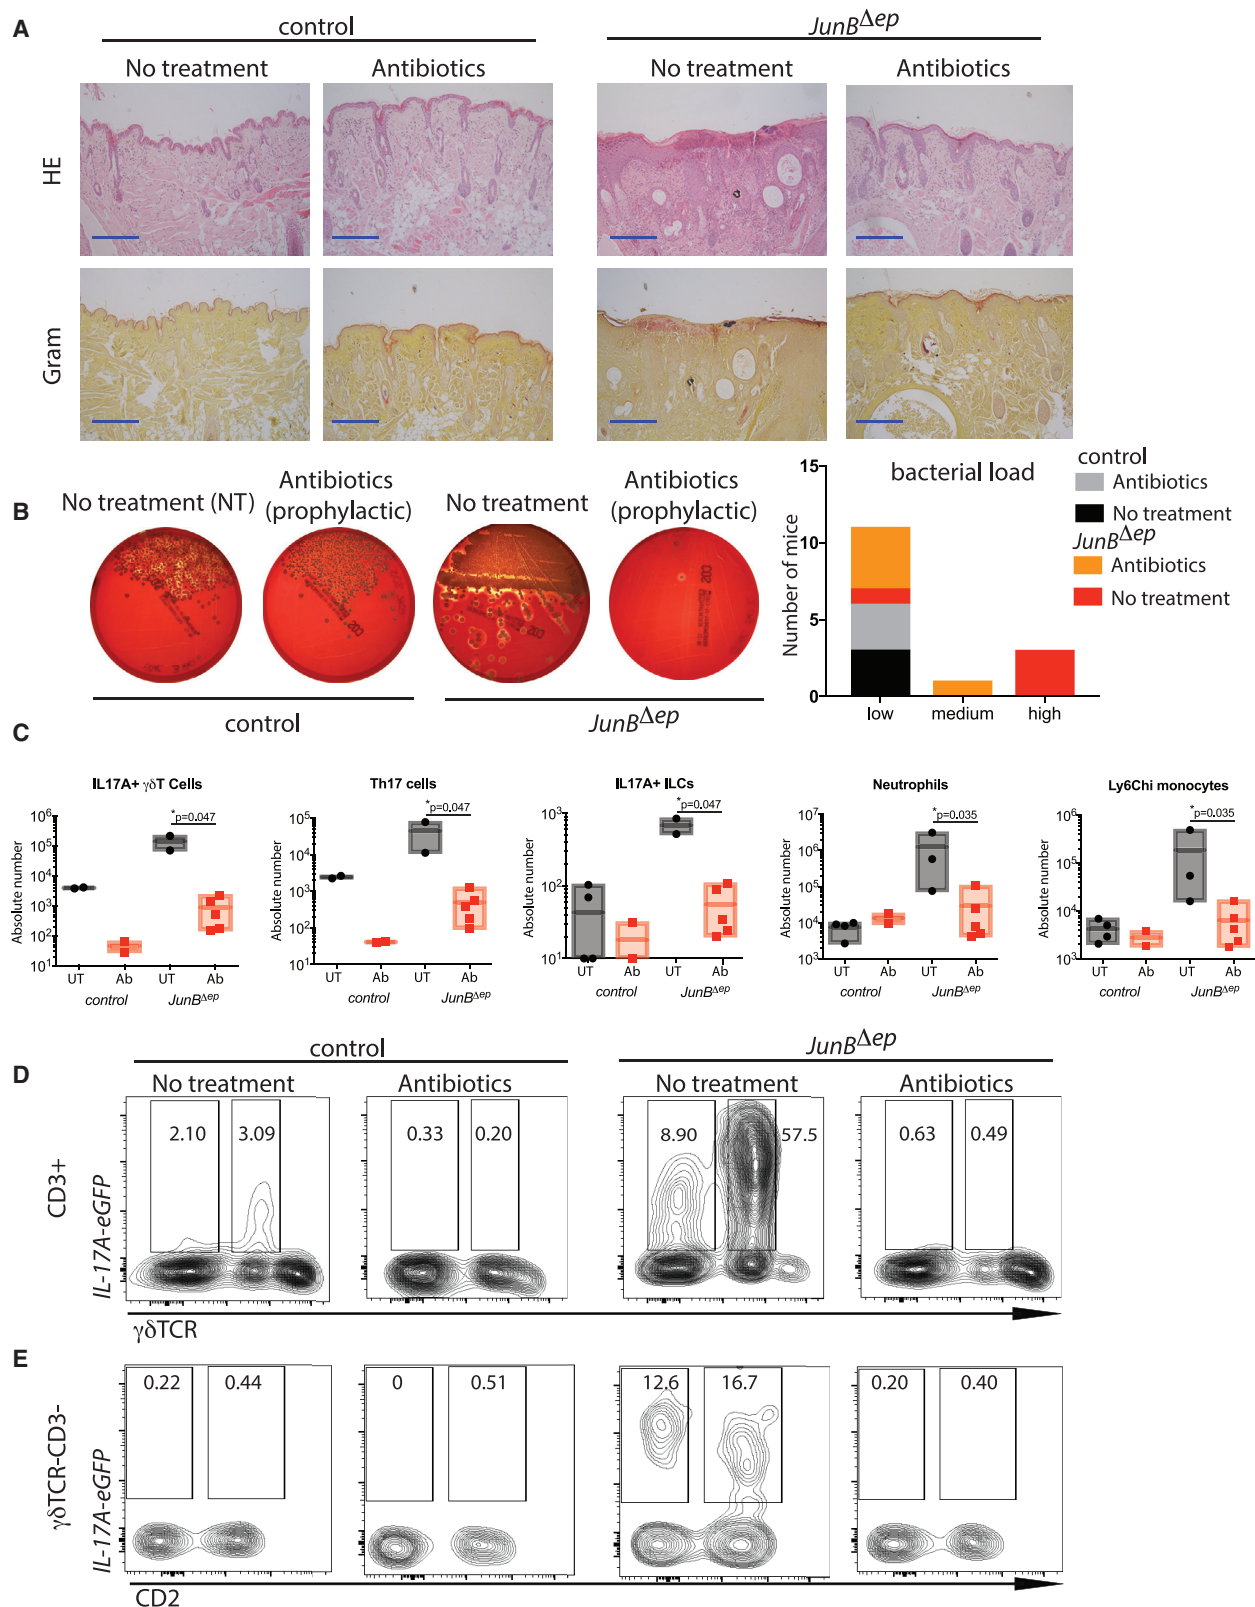

(legend on next page)

### Antibiotic Treatment Post-development of Skin Inflammation Does Not Provide Therapeutic Benefit

Because we observed decreased skin inflammation when mice were treated with antibiotics before skin inflammation and dysbiosis occurred, we then moved to a therapeutic model. *JunB*<sup>dep</sup> *Il17a*-GFP reporter mice were put on antibiotics in their drinking water after the development of skin inflammation at 6 months for either 1 or 2 weeks, prior to immunological assessment as above.

t-SNE analysis, as well as conventional flow cytometry analysis, of the lymphoid and the myeloid cells in the skin of mice upon either 1 or 2 weeks of antibiotic treatment illustrated a transient decrease in the total number of  $\alpha\beta$  and  $\gamma\delta$ T cells, with no major changes in neutrophil and monocyte numbers (Figure 6A; Figures S4 and S5). With regard to the IL-17A-producing cells, at 1 week, the effect of antibiotics was minimal, with a slight trend towards reduced numbers of *Il17a*-GFP<sup>+</sup>  $\gamma\delta$ T cells and ILC3s in skin of mice treated with antibiotics (Figures 6A and 6B). At 2 weeks post-antibiotics, we observed a statistically significant decrease in the number of *Il17a*-GFP<sup>+</sup>  $\gamma\delta$ T cells (Figures 6A and 6B; Figure S4). Unexpectedly, the number of skin neutrophils was increased 1 week post-antibiotics, but this trend did not continue 2 weeks post-antibiotics (Figure 6B; Figure S4).  $\alpha\beta$ T cell numbers were increased in the skin-draining lymph nodes of these mice, whereas no changes were observed in the number *Il17a*-GFP<sup>+</sup>  $\gamma\delta$ T cells, Th17 cells, neutrophils, or monocytes (Figure S6). Swabs from mice grown on blood agar plates showed a general reduction of *S. aureus* colonies upon antibiotic treatment, although the extent of reduction was variable (Figure 6C). To determine whether antibiotic resistance might account for the variability observed in the different mice, we subjected another set of *JunB*<sup>dep</sup> mice at 6 months of age to antibiotics for 3 weeks, following the bacterial burden over time. Interestingly, not all mice behaved the same upon antibiotic treatment. Although some mice were sensitive to antibiotics, others were completely resistant (Figure S7A). Flow cytometric analysis at the 3 week time point showed that mice that were sensitive to antibiotics had smaller numbers of  $\gamma\delta$ T cells,  $\alpha\beta$ T cells, ILCs, neutrophils, and inflammatory monocytes in the skin compared with resistant mice (Figure S7B). Of note, these short antibiotic treatment schemes did not lead to any discernable macroscopic changes in the clinical features of these mice (data not shown). These data suggest that IL-17A-producing cells are linked to the bacterial burden, and antibiotic treatment post-dysbiosis leads to a transient induction in macrophage and neutrophil numbers. However, resistance occurs in a subset of mice upon continued antibiotic administration. Additional studies will be needed to delineate the differences in the microbiota composition of the mice showing antibiotic sensitivity versus resistance.

### MyD88 Signaling Is Upregulated in *JunB*<sup>dep</sup> Skin, and MyD88 Is Upregulated in *JunB*-Deficient Keratinocytes

IL-36 $\alpha$  has recently been implicated to be upregulated by *S. aureus* and orchestrate the downstream IL-17 signaling events (Liu et al., 2017; Nakagawa et al., 2017). Consistent with this, we observed elevated *Il36a* and *Il36b* and *Il36g* expression levels in lesional skin of *JunB*<sup>dep</sup> mice (Figure 7A). To determine whether the trigger for the elevated *Il36a* levels was due to microbial signals or deletion of *JunB*, we turned to *in vitro* keratinocyte cultures. Specifically, keratinocytes isolated from *JunB*<sup>lox/lox</sup> mice were subjected to infection by adenoviruses expressing Cre recombinase and empty adenoviruses as control. *JunB*-deficient and *JunB*-sufficient keratinocytes were then exposed to microbial antigens produced from supernatants derived from swabs applied onto *JunB*<sup>dep</sup> lesional skin (Figure 7B). Deletion of *JunB* in keratinocytes *in vitro* led to higher *Il36a* relative to controls, which was not further enhanced by microbial signals (Figure 7C). Expression of genes encoding several alarmins, such as the S100A9 and Lcn-2, as well as inflammation-associated chemokines Cxcl1, Cxcl2, and Ccl2 were upregulated in keratinocytes upon incubation with the microbial supernatant, and these responses were further upregulated in keratinocytes lacking *JunB* (Figure 7C).

As MyD88 is downstream of IL-36 signaling, we checked whether MyD88-mediated signaling is upregulated in *JunB*<sup>dep</sup> lesional skin. MyD88 was predicted as one of the upstream regulators of the global changes in gene expression by Ingenuity Pathway Analysis (IPA), and many genes downstream of MyD88 were significantly regulated (Figure 7D). Moreover, an increase in MyD88 protein levels was observed in keratinocytes lacking *JunB*, which was not further increased upon microbial signals (Figure 7E). *In vivo*, we observed increased levels of MyD88 protein in keratinocytes and immune cells in *JunB*<sup>dep</sup> skin, as assessed by immunohistochemistry (Figure 7F). These data suggest that *JunB* negatively regulates IL-36 and MyD88 levels in keratinocytes, which have been shown to be important for the colonization of *S. aureus* on skin (Figure 7G).

### DISCUSSION

In this study, we show that epithelial expression of *JunB* is a gatekeeper of immune-microbiota interactions, and its loss leads to chronic skin inflammation with spontaneous *S. aureus* colonization. *JunB*<sup>dep</sup> mice share many pathological aspects of AD, including but not limited to type 2 and type 17 immune responses, elevated IgE levels, barrier dysfunction, and, importantly, spontaneous *S. aureus* colonization.

### Figure 5. Prophylactic Antibiotics Reduce Skin Inflammation

- (A) Representative H&E and Gram staining images of control and *JunB*<sup>dep</sup> mice with or without prophylactic antibiotics (UT: n = 4, 3; Ab: n = 2, 5). The blue scale bar indicates 200  $\mu$ m.
- (B) Blood agar plates from swabs from control and *JunB*<sup>dep</sup> skin with or without prophylactic antibiotic treatment and quantification of total bacterial load on skin.
- (C) Number of infiltrating immune cells into the skin of control and *JunB*<sup>dep</sup> mice with or without prophylactic antibiotics as analyzed using flow cytometry. Gating strategy as described in Figure 2.
- (D) Representative flow cytometry images of IL-17A expressing T cells of control and *JunB*<sup>dep</sup> mice with or without prophylactic antibiotics.
- (E) Representative flow cytometry images of IL-17A expressing ILCs of control and *JunB*<sup>dep</sup> mice with or without prophylactic antibiotics.

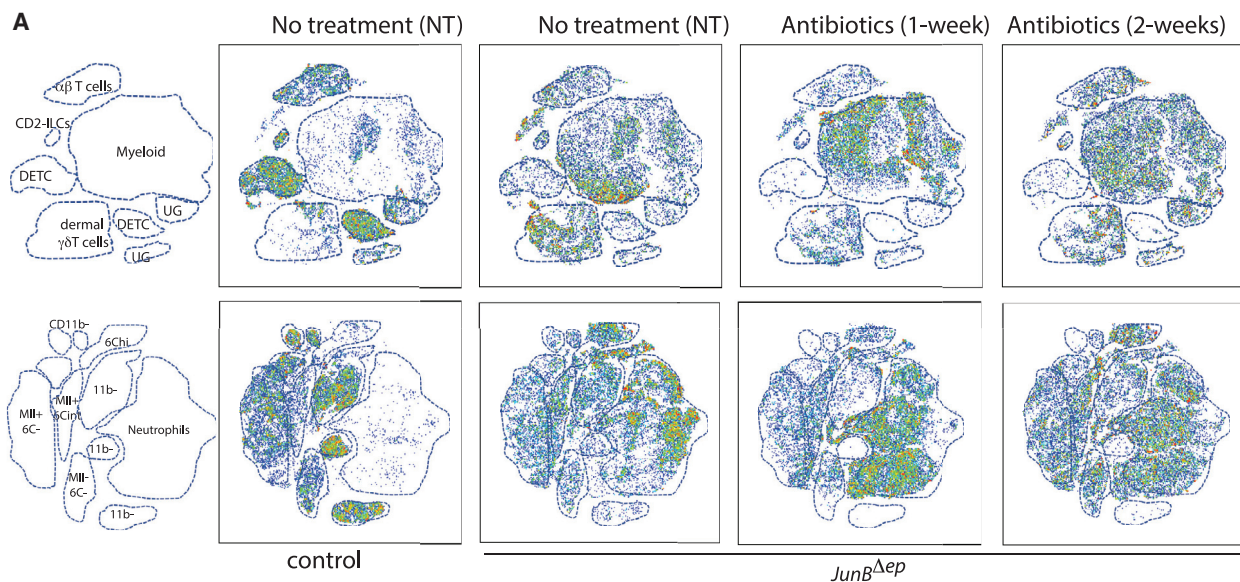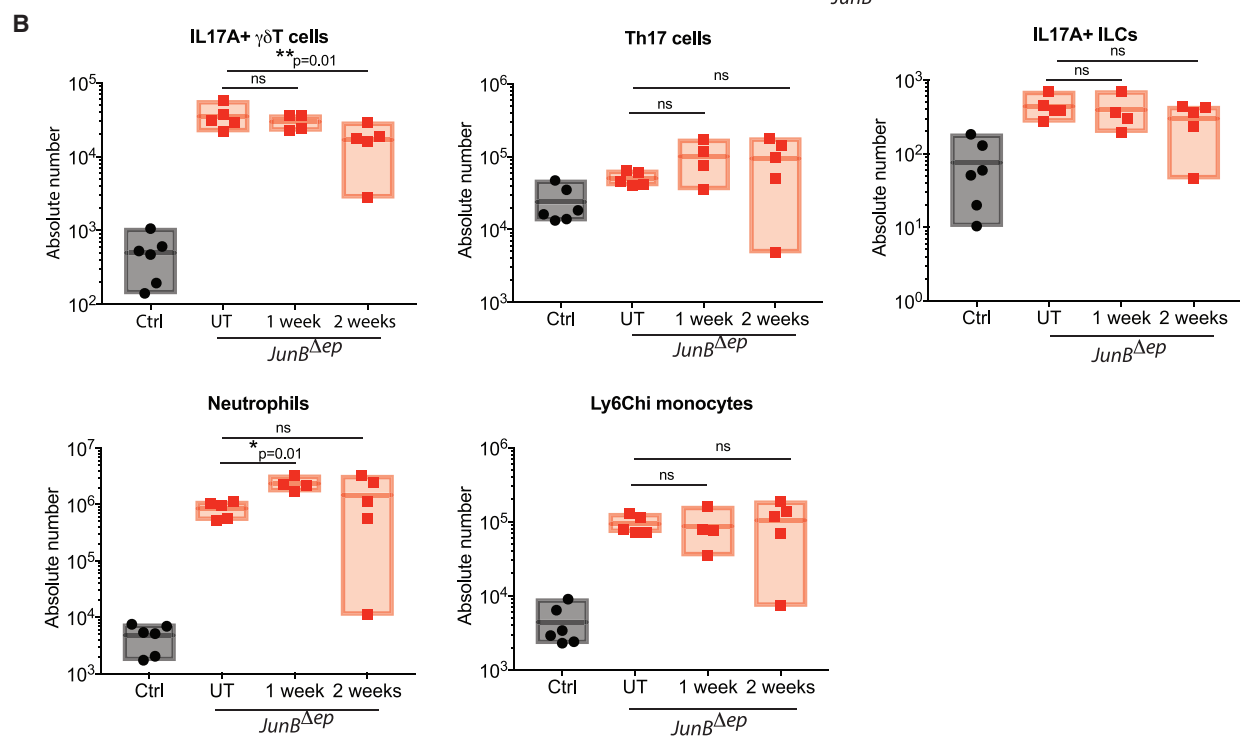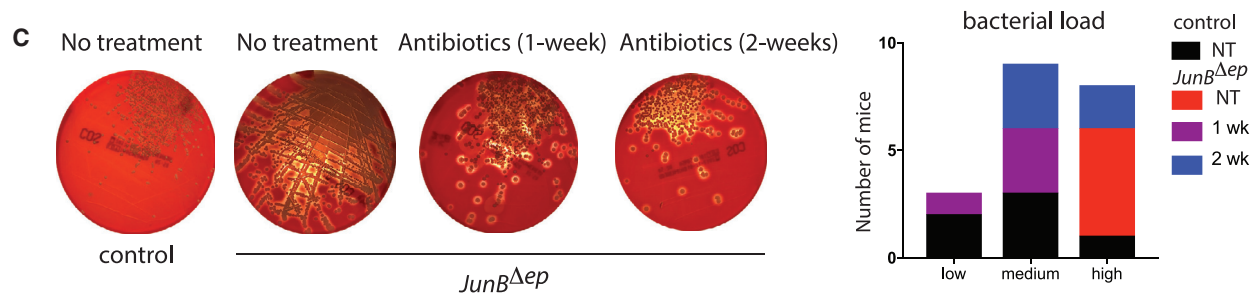

(legend on next page)

We took advantage of this mouse model to address some unanswered questions, such as the role of T cells in controlling *S. aureus* and the role of IL-17A in AD with *S. aureus* colonization.

IL-17, a potent pro-inflammatory cytokine, is central to the pathogenesis of psoriasis, and IL-17 blockers have shown unprecedented success in the treatment of this disease (Lebwohl et al., 2011; Langley et al., 2014; Ratner, 2015). IL-17 is produced by T helper cell subset Th17, as well as  $\gamma\delta$ T cells and ILC3s. IL-17 is upregulated in AD skin, albeit at lower levels compared with psoriasis, but its role in AD remains unclear (Guttman-Yassky et al., 2008). Whether IL-17A has a protective or pathogenic role in pediatric or adult AD remains to be understood. Elucidating the role of IL-17A in AD is important, as blockade of IL-17A and its upstream cytokine IL-23 is currently being tested in clinical trials for AD (Paller et al., 2017).

ILCs have been proposed to play a protective role in *S. aureus*- and pneumonia-induced inflammatory processes (Rak et al., 2016; Gray et al., 2017), and ILC2s have been shown to accumulate in the skin of AD patients (Kim et al., 2013; Salimi et al., 2013). Kinetic analysis of the ILCs in the skin of *JunB*<sup>Δep</sup> mice showed a transient increase in the number of ILCs before the appearance of overt skin inflammation and *S. aureus* colonization. However, there were no differences in the number of ILCs infiltrating the lesional skin, whereas an increased number of IL-17A+ ILCs (ILC3s) were observed. In the presence of T cells, we observed a minor contribution of ILC3s to the IL-17A-producing population. However, in *Rag1*<sup>−/−</sup> mice, the number of IL-17A expressing ILC3s increased, albeit not to sufficient levels to compensate for the T cell deficit. These data suggest that ILC3s are only partially redundant with T cells in the skin. Future studies are needed to determine whether ILC3s are present in AD skin and the level of plasticity observed between group 2 and group 3 ILCs in AD.

Barrier defects, caused for example by filaggrin mutations, have been linked to the pathogenesis of AD. However, it is important to note that about 40% of individuals with filaggrin mutations never show AD symptoms (O'Regan et al., 2009). Thus, it is likely that barrier defects are not sufficient to lead to the development of AD, and a second hit, possibly from the environment, is needed to induce the inflammatory responses in skin. Along with these findings in humans, the filaggrin-deficient mice, which have a clear skin barrier defect, do not develop inflammation until 20–28 weeks of age (Oyoshi et al., 2009). Moreover, filaggrin defects are shown not to be sufficient to induce spontaneous AD-like lesions in many reports. Most studies add an allergen such as house dust mite to induce inflammation in mice with filaggrin defects (Moniaga and Kabashima, 2011; Kawasaki et al., 2012). We hypothesize that in the *JunB*<sup>Δep</sup> mice, the early-life barrier dysfunction ren-

ders the skin more sensitive to allergens and microbes, in this case, particularly *S. aureus*.

The dysbiosis observed in *JunB*<sup>Δep</sup> mice likely precedes inflammation, as prophylactic antibiotic treatment restricted the development of skin inflammation and strongly ameliorated epidermal hyperproliferation. In contrast, antibiotic treatment after *S. aureus* colonization demonstrated variable efficacy in *JunB*<sup>Δep</sup> mice. This mirrors the clinical reality of AD, in which antibiotic treatment often demonstrates little to no success in controlling disease. The reason for the disparate efficacy of prophylactic versus therapeutic antibiotic treatment remains unknown. This may reflect antibiotic access or efficacy within inflamed skin and/or active drug resistance mechanisms in established *S. aureus*. Alternatively, there may be other species of antibiotic-susceptible bacteria that are necessary for *S. aureus* colonization but dispensable once colonization has established. In *JunB*<sup>Δep</sup> mice, we detected small amounts of Gram-negative bacteria at early time points, before the colonization of *S. aureus*, that did not correlate with disease. Thus, although we cannot formally exclude that other bacteria might initiate dysbiosis in these mice, because of their low abundance and variability, they are unlikely to be directly responsible for the observed pathology. With growing advances in microbiome sequencing technology, these questions will be addressable in the near future.

The mechanisms by which *S. aureus* is sensed by different cell types in the skin and the downstream signaling pathways activated have recently gained a lot of attention (Bitschar et al., 2017). Pattern recognition receptors such as Toll-like receptors (TLRs), as well as NOD receptors, have been shown to contribute to the initial recognition of bacterial antigens. Activation of the TLRs leads to NF- $\kappa$ B activation via MyD88 signaling (Kawai and Akira, 2010). Mutations in TLR2 decreasing intracellular signaling have been linked to higher *S. aureus* load and disease severity in AD (Bin and Leung, 2016). However, the mechanisms leading to susceptibility to develop AD are still not well understood. An important finding of our study is the observation that *JunB* loss in keratinocytes is sufficient to drive skin inflammation, likely through a combination of dysbiosis due to barrier dysfunction and the enhanced responses to dysbiosis. Mechanistically, *JunB* negatively regulates MyD88, because its deletion in keratinocytes *in vitro* is sufficient for upregulation of many chemokines and alarmins, including IL-36 $\alpha$ , previously reported to be secreted from keratinocytes upon *S. aureus* colonization (Liu et al., 2017). The transcriptomic profile of the *JunB*<sup>Δep</sup> skin shows regulation of several pathways such as TLR signaling, as well as many anti-microbial molecules, such as Lcn-2. Interestingly, deletion of p65 in keratinocytes in *JunB*<sup>Δep</sup> mice led to exacerbated skin inflammation with higher *S. aureus* load,

#### Figure 6. Antibiotic Treatment Post-development of Skin Inflammation Does Not Provide Therapeutic Benefit

- (A) t-SNE plots showing the distribution of lymphoid (top) and myeloid (bottom) cells in *JunB*<sup>Δep</sup> mice with or without 1 and 2 weeks of antibiotics compared with controls as analyzed using flow cytometry. Maps on the left were made using conventional gating as described in Figure 2. UG, ungated (control [Ctrl], n = 6; *JunB*<sup>Δep</sup> UT, n = 5; 1 week, n = 4; 2 weeks, n = 5).
- (B) Number of infiltrating immune cells into the skin of *JunB*<sup>Δep</sup> mice with or without 1 and 2 weeks of antibiotics compared with controls as analyzed by conventional flow cytometry.
- (C) Blood agar plates from swabs from *JunB*<sup>Δep</sup> mice with or without 1 and 2 weeks of antibiotics compared with controls as analyzed using flow cytometry and quantification of total bacterial load on lesional skin.

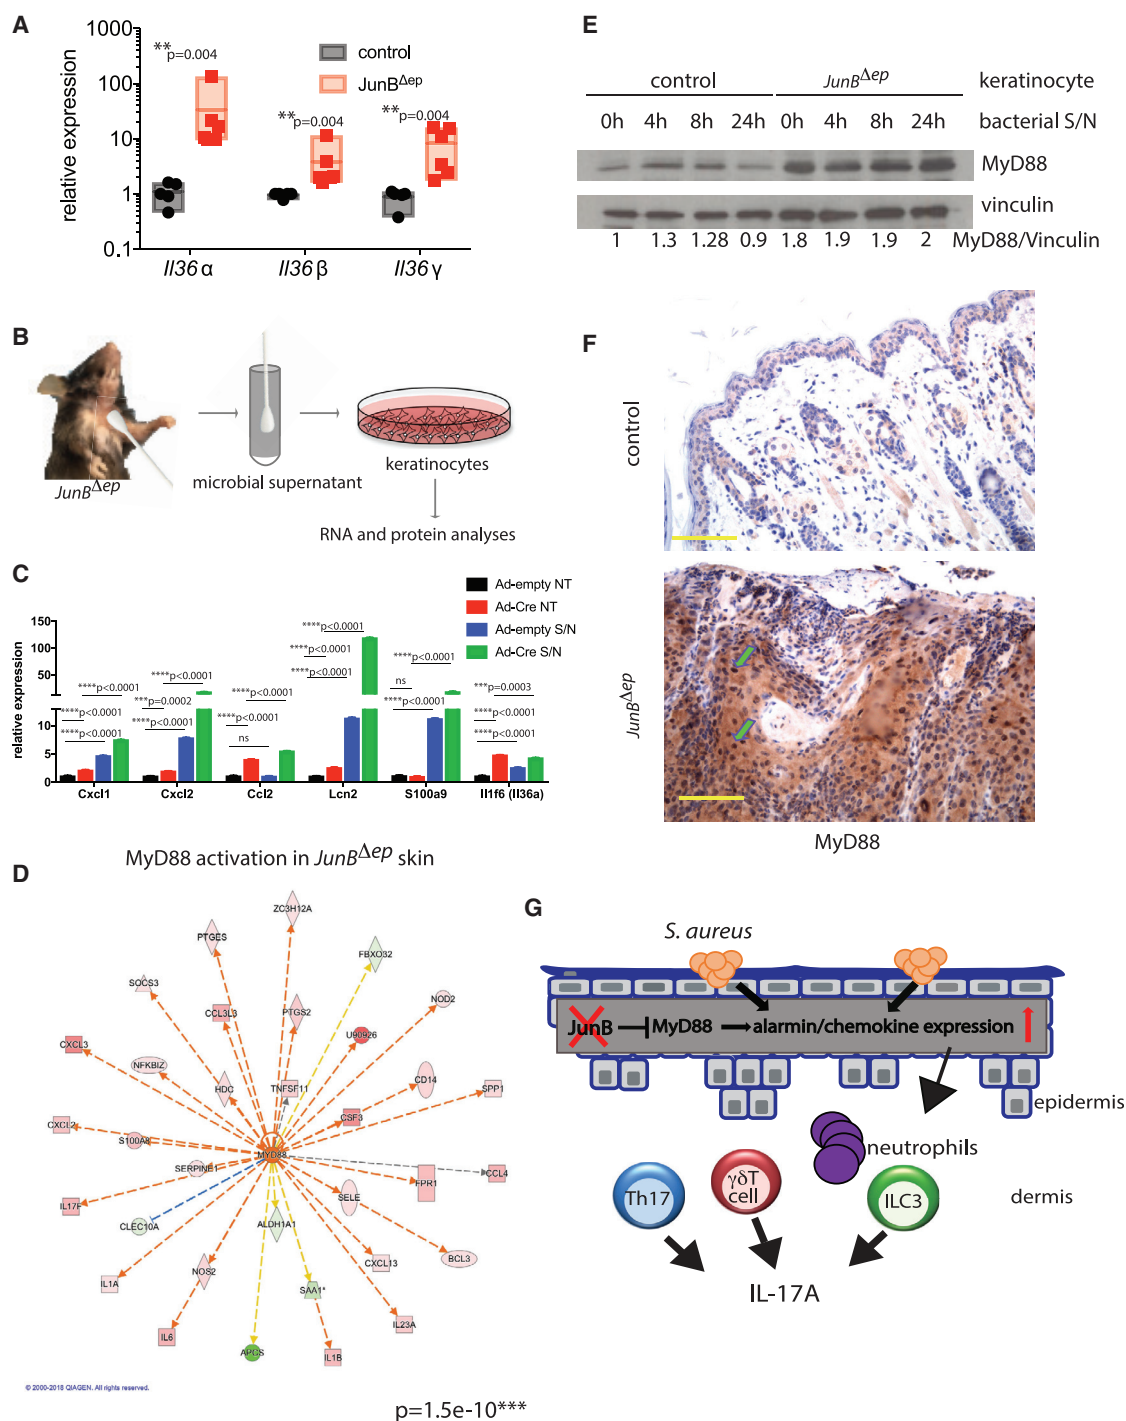

highlighting that the NF- $\kappa$ B pathway in keratinocytes is protective for skin homeostasis in the presence of *S. aureus* (data not shown). These data suggest that loss of JunB in keratinocytes is a susceptibility factor for the development of *S. aureus*-induced skin inflammation. Unfortunately, there are no protein data available from patients with overt *S. aureus* colonization and superinfections compared with non-overt/limited *S. aureus* colonization to determine the co-localization of bacterial colonies and keratinocyte JunB expression. A prospective study making use of biopsies without prior deesterilization conditions will be necessary to answer this question.

How the deposited data were processed for this re-analysis (not part of the article)

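RNA sequencing of whole skin from 3 JunBΔep mice and 3 control mice was analysed. The sample labels give the genotype of each mouse and a replicate number, 0, 1 or 2, which is used here to name the libraries. The paper gives the age as 6 months and the labels as 6 to 7 months. The labels describe poly(A) libraries with strand information. The authors checked the reads with FastQC, aligned them with TopHat to the mm9 build through the nextpresso pipeline, and used the iGenomes transcript annotation. They deposited FPKM values per gene and mouse. The tool behind those FPKM values, and whether a further scaling between libraries was applied, are not given in the sources used here. The authors' own test was DESeq2 on read counts, which were not analysed here.

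The table holds 23951 gene symbols, of which 3666 are at 0 FPKM in all 6 mice. The FPKM values sum to 481078 to 630363 per mouse, and the 10 most abundant genes take 5.40% to 10.4% of that sum. Between 18418 and 18873 genes are above 0 FPKM in a mouse. The number of reads is unknown, so no counting interval or detection limit is given. Genes below 0.15 FPKM were compared between each mouse and control replicate 0, and 14.2% to 17.4% of them shared 1 ratio (to 3 decimals on the log2 scale), as whole reads would give. By this ratio the scaling totals of the 6 libraries lie between 0.955 and 1.14 times that of control replicate 0. If the authors rescaled the libraries, this ratio holds the scaling too.

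Values were transformed to log2(FPKM + 0.5) and compared with limma 3.58.1 in R 4.3.3, with an intensity trend and no block, over the 17021 genes with a mean of at least 0.1 FPKM over the 6 mice. Tests were two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes are on the log2(FPKM + 0.5) scale. Gene lists were written by hand from the pathways and functions the paper names and tested with camera at a preset correlation of 0.01, adjusted over the 13 lists. Camera with an estimated correlation and fry were run as alternatives. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. No column of the table was left unused.

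The genes named were chosen from Junb and Myd88, the genes named in the paper's text, Table S1 or Fig. 7D, genes of the hand-written lists and, for each direction, the 5 genes with the largest absolute log2 fold change among those with an adjusted p below 0.05 and no overlap between the groups. No gene met the last rule in the direction of higher expression. Not every gene that the rule allows is named. The genes of Fig. 7D were read from the picture and used only one by one. Lists of liver genes, Hox genes and mucosal genes were written after values had been seen, and a gene outside the rule is said to be so. Gene positions are from GENCODE vM1 on mm9.

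The procedure was tested on simulated log2 values with normal noise, at the spread limma estimated for each gene, which is drawn toward that of other genes. The test compared 3 mice against 3 over 17021 genes with 200 randomly chosen genes changed, in 5 simulations per size of change. Of the changed genes, 0% were recovered at a log2 change of 1, 65.9% at 2 and 88.7% at 3. There was a mean of 6.60 false calls at a log2 change of 2. These shares do not apply to genes raised mainly in JunBΔep replicate 0, whose spread is large. Cxcl2 and Il1f6 were not called at log2 fold changes of 3.42 and 3.86. In simulated genes that vary independently, camera and fry put 3% and 3.5% of 200 unchanged lists below a p of 0.05. Real genes are correlated, which this test does not cover.

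The alternatives tried were pseudocounts of 0.1 and 1, no filter, a filter at a mean of 1 FPKM, rescaling by median ratios, rescaling to a sum of 1000000, quantile normalization, limma without the trend, robust limma, a block on the replicate number, a block on the number series in the sample names, each mouse left out in turn, a 2-fold limit and an adjusted p of 0.1. One more was added after the data were seen, in which a value of 0 counts as missing where the other 5 mice are at 3 FPKM or more. The MADAD, IL-4, IL-17A and Adam17 signatures were not used here.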

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

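The tests of explanations in this part were chosen after the values had been seen, apart from that on further esophageal and oral genes, which was written down before its own result was seen. Groups of 3 mice are too small for a test of single outlying values, so the results below are those with signal in genes the paper does not discuss.

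There were 64 genes that the paper does not name at 10 FPKM or more in a library labelled JunBΔep and under 1 FPKM in every control library. Of these, 60 were highest in the library labelled JunBΔep replicate 0, and 9 reached 1 FPKM in JunBΔep replicate 1 or 2. Il24 was at 102.5 FPKM in JunBΔep replicate 0, 0.0428 FPKM in replicate 2 and listed at 0 in the other 4 libraries. The paper's own inflammatory genes share this pattern only in part. S100a8 reached 744 FPKM in control replicate 0, and Il4 was highest in control replicate 1. Serpinb3a shares the pattern, at 0.878 and 2.87 FPKM in JunBΔep replicates 1 and 2 and at most 0.221 FPKM in controls. It was at 445 FPKM in the library labelled JunBΔep replicate 0. A shift in the scaling of this library is argued against by the type 17 list, whose median against the control mean on the log2 scale was 4.27 in this library as deposited and 4.28 or higher under the 3 other scalings, where no other library exceeded 0.247. Sex alone is argued against as well. Xist was at 0.0112 FPKM in JunBΔep replicate 0, 0.0154 and 0.0274 FPKM in control replicates 0 and 2, and 27.6 to 34.2 FPKM in the other 3 libraries, and the type 17 list was at 0.0414 and -0.07 in control replicates 0 and 2. An effect of the genotype in 1 sex was not tested. Blood in the sample is argued against by the erythrocyte genes, whose median against the control mean was -1.36 in this library, -2.74 and -1.71 in JunBΔep replicates 1 and 2, and 2.04, 0.06 and -2.02 in control replicates 0, 1 and 2. Control replicates 0 and 1 thus held more of these transcripts than this library, while their type 17 medians were 0.04 and -0.02. A wrong label cannot be told apart from a response of the tissue, because Junb was at 129.6 FPKM in this library, above every control, and the skin holds cells that keep Junb.

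The body site of the skin stays open. The library labelled JunBΔep replicate 0 held Krt13 at 1990 FPKM and Krt4 at 1356 FPKM, keratins of mucosal epithelium, with Krt76 at 52.5 FPKM, Sprr3 at 398 FPKM and the oral transcription factor Pax9 at 1.67 FPKM. Each was below 1 FPKM in the other 5 libraries. The median of 9 such genes was 6.65 against the control mean, and 0.05 or lower in the other libraries. The median of 26 Hox genes, which mark the position of skin along the body, was -1.47 in this library and between -0.31 and 0.85 in the others. Hoxb2 was at 0.0274 FPKM there and at 3.47 to 13.1 FPKM in the others, and Hoxc6 at 0.112 FPKM against 2.58 to 12.3 FPKM. Genes of the HoxD cluster kept more of their level, with Hoxd8 at 4.89 FPKM against 6.87 to 26.9 FPKM, Hoxd9 at 2.29 FPKM against 2.73 to 11.7 FPKM, Hoxd4 at 1.45 FPKM against 2.09 to 6.26 FPKM and Hoxd10 at 0.979 FPKM, within the 0.403 to 1.19 FPKM of the others. Fewer fibroblasts would lower Hox transcripts too, but the fibroblast list was at 0.0643 in this library. The low Hox median is consistent with skin from another body site, with mucosa, in this mouse, as a hypothesis, and the values do not settle which site. A further test on other esophageal and oral genes gave no answer, since 1 of them, Crnn, reached 1 FPKM in any library, and it was at 80.4 FPKM in JunBΔep replicate 1, 73.9 FPKM in control replicate 2 and 11.0 FPKM in JunBΔep replicate 0 (0 of 1). None of the 9 mucosal genes reached 1 FPKM in a control library. For the inflammatory transcripts of this library, the site, the genotype and the severity of the lesion therefore cannot be told apart. The site of the skin and a score of each lesion were not given in the sources used here.

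Alb, a liver transcript, was at 823 FPKM in control replicate 0 and at 0.263 to 18.8 FPKM in the other libraries. All 16 liver genes outside the acute-phase class on a list written after these values were first seen were highest in control replicate 0, by at least 9.29 times over the next library. A response of the skin without liver RNA is argued against by the genes that fall in an acute-phase response (Alb, Ttr, Apoa1, Apoa2 and Ahsg), whose median was 5.43 above the control mean. A shift in scaling is argued against by the same 16 genes, each of which stayed at least 3.16 on the log2 scale above the highest other library under the 3 other scalings. The values are in line with RNA from liver in that library, as a hypothesis, since the list and the pattern come from the same data. Neutrophil markers had a median of 3.35 in control replicate 0 and erythrocyte genes one of 2.04, so blood or marrow cells are a further open source of its transcripts. No other biological explanation was tested. Saa1 and Apcs, drawn as lower in Fig. 7D, are highest in this control, and Saa1 had a log2 fold change of 1.99 without it.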

How the results depend on the processing

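The alternatives were fixed in advance, apart from the treatment of zeros as missing and the comparisons of the splits, which were chosen after the values had been seen. The calls of single genes depended on which mice entered. Without a setting that leaves out a mouse or adds a block, the count of differentially expressed genes stayed between 166 (no filter) and 247 (no trend), with 0 higher in each, and was 327 at an adjusted p below 0.1. Of the 235 genes, 152 stayed called without the filter and 180 after rescaling to a sum of 1000000. With the replicate number as a block the count was 0 and the count of lower genes 0 (972 genes at an unadjusted p below 0.05), and with a block on the number series in the sample names both were 0 (1523 genes). The replicate numbers do not pair the mice. The deviations of same-numbered mice from their group means correlated at 0.12, -0.23 and -0.43, so these mice share only a number. With each mouse left out in turn the count ranged from 0 to 254, the higher genes from 0 to 10 and the lower genes from 0 to 254. Counts of 0 came without control replicate 0, 1 or 2 and without JunBΔep replicate 1 (793, 1041, 1031 and 1090 genes at an unadjusted p below 0.05). Fewer mice leave fewer degrees of freedom. Without JunBΔep replicate 0 the 135 calls shared 108 with the 235 and held 0 of the Fig. 7D genes. There are 10 ways to set 2 of those 5 mice against the other 3. Of these, the pair of control replicate 2 and JunBΔep replicate 1 gave 153 calls, more than the real pair. Hair follicle genes were high in that pair, with list medians of 5.10 and 4.60 against the control mean. Its calls are therefore no clear measure of chance. The remaining pairs gave 0 to 5 calls. As 10 pairs cannot give a share under 0.1, chance cannot be excluded for the 135. The count of Fig. 7D genes called was 0 under every alternative. Of the 15 skeletal muscle markers, 11 called by limma, 4 were called without the filter, 10 with a sum of 1000000 and with quantile normalization, 13 at a mean of 1 FPKM, 0 with either block, 2 without JunBΔep replicate 0, 12 without JunBΔep replicate 2 and 0 without any other mouse. Of the 10 ways to split the 6 mice into 3 and 3, 1, the real one, gave 235 calls or more and the others gave 0 to 5. As 10 splits cannot give a share under 0.1, whatever the counts, chance cannot be excluded.

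For the gene lists the value given is the adjusted p. With fry the type 17 genes, the IL-17 pathway and the cornified envelope list were at 0.830, and with an estimated correlation at 0.834, so none of the 3 lists called by camera held. Quantile normalization put the type 17 genes at 0.0514. The replicate block brought the IL-1 family to 0.0161, the IL-23 pathway to 0.0194 and the antimicrobial genes to 0.00661. The block on the name series called the IL-1 family (0.00388), type 2 genes (0.0387), the IL-23 pathway (0.000416), the Jak-Stat pathway (0.00687), the Toll-like receptor pathway (0.000981), the NOD-like receptor pathway (0.000644), antimicrobial genes (0.000644) and chemokine ligands (0.00793), and turned the IL-5 pathway to higher (0.883). Both blocks changed the direction of retinol metabolism (0.979 and 0.897), as did a mean of 1 FPKM (0.967), a sum of 1000000 (0.950) and no trend (0.997). Type 2 genes turned to lower at a mean of 1 FPKM (0.950). With zeros as missing, chosen after seeing the data, the antimicrobial genes were at 0.0465. In its series JunBΔep replicate 0 is the only JunBΔep library, so the name-series block gives that library more weight. The log2 fold change of Il17a rose from 1.33 to 1.93 with it. Further calls with that block therefore do not show a rise beyond JunBΔep replicate 0. The cause of the other changes was not tested. Of the 10 splits, 9, the real one included, called at least 3 lists, and a split by name series called 12. Camera with the preset correlation thus also calls lists for groupings that mix the genotypes, and chance cannot be excluded for its 3 calls.

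With each mouse left out in turn, the adjusted p ranged from 0.00389 to 0.670 for the IL-1 family, 0.0648 to 0.613 for type 2 genes, 1.99e-05 to 0.858 for type 17 genes, 0.000103 to 0.670 for the IL-23 pathway, 1.73e-05 to 0.670 for the IL-17 pathway, 0.00694 to 0.653 for the IL-5 pathway, 0.000375 to 0.682 for the Jak-Stat pathway, 0.000131 to 0.562 for the Toll-like receptor pathway, 0.000337 to 0.548 for the NOD-like receptor pathway, 0.415 to 0.974 for retinol metabolism, 0.000483 to 0.670 for antimicrobial genes and 0.000845 to 0.858 for chemokine ligands. The cornified envelope list stayed called and higher in each of these fits. The type 17 and IL-17 lists lost their call without JunBΔep replicate 0 (0.858 and 0.670) and without control replicate 2 (0.110 for both). Without JunBΔep replicate 0 the IL-5 list was called as lower (0.00694), and 7 lists changed to lower, type 2, type 17, IL-23, Jak-Stat, Toll-like receptor, NOD-like receptor and chemokine ligands. Without JunBΔep replicate 1, 10 lists were called, and without control replicate 0, 7.

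For single genes the value given is the log2 fold change. Junb was at 0.14 with the name-series block, Il4 at 0.0621, Saa1 at 0.62 and Tslp at 0.38, each reversed there. With each mouse left out in turn, Junb ranged from -0.84 to 0.25, Il1b from -0.63 to 3.29, Krt1 from -0.30 to 1.36, Il4 from -0.37 to 0.0894, Il13 from -0.0245 to 0.28, Lcn2 from -0.31 to 3.61, S100a8 from -0.60 to 4.81, Tlr2 from -0.58 to 1.36, Saa1 from -3.87 to 1.99, Il13ra2 from -0.33 to 0.85, Tslp from -0.73 to 0.45, Il4ra from -0.0846 to 1.30 and Osm from -0.17 to 2.59. All of these had their lowest value without JunBΔep replicate 0, and Saa1 its highest without control replicate 0. Myd88 kept its direction and was not called under any alternative, with 0.17 without JunBΔep replicate 0 and 1.09 without JunBΔep replicate 1. The 5 called genes with the largest fall kept their direction throughout and lost their call in 35 of their fits, among them both blocks and each fit without a control mouse. The number of genes ranked above zero stayed within 1.5 times its main value. A count test on reads recovered from the values was not run, since the worth of 1 read depends on each gene's length and the values come from a fitted estimate. Without read counts, the precision of low values is unknown.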

Differences from the paper's values

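The paper reports 615 differentially expressed genes at a false discovery rate below 0.05, and limma on the deposited FPKM values called 235. The paper's test used read counts, which were not analysed here. None of the alternatives set before the data were examined came within 1.5 times of the paper's value. They gave 221 and 240 with pseudocounts of 0.1 and 1, 166 without the filter, 229 at a mean of 1 FPKM, 239 with median ratios, 187 with a sum of 1000000, 230 with quantile normalization, 247 without the trend, 231 with robust limma, 0 with either block, 233 with a 2-fold limit, 327 at an adjusted p below 0.1 and 0 to 254 with each mouse left out. Treating zeros as missing, chosen after seeing the values, gave 238.

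The paper states that inflammatory, cytokine and keratinization genes are among its differentially expressed genes. All 235 genes called here were lower in JunBΔep skin, and no gene of the hand-written lists for the IL-1 family, chemokines, cornified envelope or antimicrobial genes was called, although the cornified envelope list passed camera with a median of 0.80. The paper lists the IL-5 pathway among those that went up, and the hand-written IL-5 list had a median of -0.05, with 8 of 19 genes higher. Its direction was higher with the block on the name series, at an adjusted p of 0.883 from camera, and without JunBΔep replicate 1, at 0.451. Without JunBΔep replicate 0 the IL-5 list was called as lower, at 0.00694. The paper also lists the Jak-Stat pathway and the IL-23 pathway, whose lists had medians above 0. They passed camera with the name-series block (0.00687 and 0.000416) and without JunBΔep replicate 1 (0.000375 and 0.000103). Both of these fits give JunBΔep replicate 0 more weight. The IL-23 list also passed with the replicate block (0.0194). The IL-17 list had a median of 0.63 and passed camera. It did not pass with fry (0.830), with an estimated correlation (0.834), without JunBΔep replicate 0 (0.670) or without control replicate 2 (0.110). Without JunBΔep replicate 0 the IL-23 and Jak-Stat lists turned to lower (0.670 and 0.562). The paper states that type 2 responses are active, from the IL-4 signature in these data. It also reports Ym1-positive cells, TSLP and IL-33 in skin, serum IgE and scratching as marks of type 2 inflammation. A hand-written list of transcripts does not test that evidence. The type 2 list was not called (adjusted p = 0.717 from camera) except with the block on the name series (0.0387), which gives JunBΔep replicate 0 more weight.

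The paper states that many genes downstream of MyD88 are significantly regulated. All 33 genes of Fig. 7D had the drawn direction, and 0 were called by limma under any alternative, with 2 at an unadjusted p below 0.05.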

Other observations

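The tests of explanations in this part, and the tests of Tbx15 and the Hox genes, were chosen after the values had been seen, while the marker lists and the limma tests of the genes measured by qPCR and of the AP-1 genes were set in advance.

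Skeletal muscle transcripts were lower in the libraries labelled JunBΔep. All 15 muscle markers were lower in every JunBΔep library than in every control, with a list median of -3.61, -3.47 and -2.26 against the control mean in JunBΔep replicates 0, 1 and 2. Acta1 was at 5542, 6866 and 5711 FPKM in controls and 631, 568 and 1283 FPKM in JunBΔep mice. Scaling is argued against, since the median log2 fold change was -3.17 and stayed at -3.07 or lower under the 3 other scalings. Loss of deep tissue of every kind is argued against in JunBΔep replicates 1 and 2, where the adipocyte list was at -0.50 and 1.51. The controls lay between -0.70 and 0.68. In JunBΔep replicate 0 the list was at -6.71, so such a loss stays open for that library. Sex alone is argued against by control replicate 1, which has Xist and a muscle median of 0.29. That all 15 markers fell together is consistent with less muscle in the pieces of skin, which is a hypothesis. A change of muscle with the genotype was not tested. Nor can the body site be told apart from the genotype. Tbx15, a gene of body position, had a log2 fold change of -2.06 (adjusted p = 0.0187 from limma) and was lower in all 3 JunBΔep mice. Which cells gave its transcripts was not tested. Its fall may follow the muscle content and is not separate evidence of another site. Hoxc8 was at 1.07, 1.80 and 0.446 FPKM in controls and 0.0094, 8.05 and 7.33 FPKM in JunBΔep replicates 0, 1 and 2, outside the control range in each.

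Hair follicle genes were high in 1 library of each group, with a list median of 5.10 in control replicate 2 and 4.60 in JunBΔep replicate 1 against the control mean, and 1.03 or lower in the others. Melanocyte markers were higher in the same libraries, at 1.88 and 2.44, and at -0.54 or lower in the others. This is in line with a hair growth phase in those 2 mice, as a hypothesis. Proliferation genes did not single them out, at 0.41 and 1.82, with 1.56 in JunBΔep replicate 0. Differences in hair follicles add to the spread within each group, and the correlation across genes between control replicate 2 and JunBΔep replicate 1 (0.934) exceeded that of either with any mouse of its own group.

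Some genes are listed at 0 in 1 library beside high values in the others. In JunBΔep replicate 0 these are Krt14, Krt16, Krt6a, Krt75, Mrgprb3 and S100a9, and in JunBΔep replicate 2 Scd1. Krt14 was at 837 to 1304 FPKM in the other libraries, while its partner Krt5 was at 3725 FPKM in JunBΔep replicate 0, so a failed estimate is a candidate explanation for the zero.

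Other marker lists gave the following medians against the control mean, first in control replicates 0, 1 and 2 and then in JunBΔep replicates 0, 1 and 2. Neutrophil markers were at 3.35, -1.10 and -1.96 and at 2.58, -1.86 and -0.41, so their control mean is raised by control replicate 0. Monocyte and macrophage markers were at 0.57, -0.40 and -0.16 and at 1.01, -1.49 and -0.31, T cell markers at 0.02, 0.42 and -0.40 and at -0.02, -0.56 and 0.08, and B cell markers at 0.29, -0.30 and -0.13 and at -0.59, 0.52 and -0.23. Sebaceous gland genes were at 0.56, -0.46 and -0.33 and at 0.91, -0.62 and 0.00, basal keratinocyte markers at 0.09, 0.11 and -0.24 and at 0.66, -0.35 and -0.01, and AP-1 genes at -0.05, 0.22 and -0.20 and at 0.77, -0.42 and 0.25. Y-chromosome genes were at 1.06, -2.17 and 1.11 and at 1.20, -2.16 and -2.17. Of the AP-1 genes, Fosl2 was at 23.3, 22.2 and 27.4 FPKM in controls and 91.3, 46.9 and 29.2 FPKM in JunBΔep mice, higher in 3 of 3 (adjusted p = 0.639 from limma).

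The paper measured 11 genes implicated in AD by qPCR in Fig. 2D. In the RNA-seq libraries, which are other measurements, none of them was called by limma. Stac2, Nod2, Mmp13 and Serpinb3a were higher in all 3 JunBΔep mice than in every control, with FPKM of 13.2, 2.88 and 3.96 for Stac2, 22.4, 3.62 and 7.05 for Nod2, 53.4, 0.0753 and 0.0714 for Mmp13 and 445, 0.878 and 2.87 for Serpinb3a in JunBΔep replicates 0, 1 and 2. The controls were at most at 1.94, 3.30, 0.0711 and 0.221 FPKM. For Mmp13, JunBΔep replicates 1 and 2 and the controls all lay below 0.1 FPKM and hardly differed. Its rise thus rests on JunBΔep replicate 0. Duox1 was at 37.9, 2.40 and 3.55 FPKM in the JunBΔep mice and 2.38 to 2.91 FPKM in controls, Aqp3 at 495, 85.3 and 45.1 FPKM and 44.8 to 76.5 FPKM, Slc4a11 at 10.0, 8.82 and 3.04 FPKM and 1.67 to 3.18 FPKM, Osm at 30.0, 0.169 and 0.313 FPKM and 0.122 to 0.471 FPKM, Il4ra at 76.7, 10.8 and 12.3 FPKM and 9.20 to 16.5 FPKM, Il13ra2 at 5.40, 0.656 and 0.902 FPKM and 0.716 to 1.41 FPKM, and Tslp at 12.5, 2.01 and 3.22 FPKM and 3.67 to 5.15 FPKM. The IL-36 genes, measured by qPCR in Fig. 7A, carry older symbols in the table. Il1f6 (Il36a) was at 133.7, 5.43 and 10.7 FPKM in the JunBΔep mice and 0.464 to 1.62 FPKM in controls, higher in 3 of 3 (log2 fold change 3.86, adjusted p = 0.377 from limma). Il1f8 (Il36b) was at 62.7, 5.20 and 5.08 FPKM and 2.50 to 7.08 FPKM, and Il1f9 (Il36g) at 198, 21.0 and 28.2 FPKM and 12.9 to 19.7 FPKM, higher in 3 of 3 for Il1f9.

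Without JunBΔep replicate 0, limma called 10 genes as higher, which are named here after their values were seen. In this set BC100530, Epgn, Prss27, Stfa1 and Stfa3 were higher in all 3 JunBΔep mice than in every control. The choice of these genes required high values in JunBΔep replicates 1 and 2. Their values therefore cannot test whether the rise extends beyond JunBΔep replicate 0, and chance cannot be excluded for the calls of that fit. Stfa3 was at 2599, 64.5 and 70.8 FPKM in JunBΔep replicates 0, 1 and 2 and at most 3.63 FPKM in controls, Stfa1 at 750, 6.27 and 12.6 FPKM and at most 0.661 FPKM, BC100530 at 2730, 17.6 and 23.4 FPKM and at most 1.44 FPKM, Epgn at 151, 29.7 and 29.7 FPKM and at most 8.60 FPKM, and Prss27 at 165, 7.95 and 10.2 FPKM and at most 2.12 FPKM. With all 6 mice none of these was called (adjusted p = 0.186 for Stfa3 and 0.211 for Epgn from limma). Gm1553, Gm5938, Obp1a, Scgb1b2 and Scgb2b2 were at 0.955 to 2.74 FPKM in JunBΔep replicates 1 and 2, listed at 0 in replicate 0 and at most at 0.0549 FPKM in controls.

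The paper reports raised IL-33 levels, measured in skin lysates. Il33 transcripts were at 26.1, 23.2 and 13.9 FPKM in controls and 79.7, 4.96 and 10.9 FPKM in JunBΔep replicates 0, 1 and 2 (log2 fold change -0.29, adjusted p = 0.924 from limma). Cxcl1 was at 221, 0.722 and 1.84 FPKM in the JunBΔep mice and 2.13 to 3.69 FPKM in controls, Ccl2 at 28.3, 2.03 and 2.64 FPKM and 2.26 to 6.01 FPKM, and Il22 at 0.370, 0 and 0.0220 FPKM and listed at 0 in all controls.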
